# YAP1 and TAZ negatively control bone angiogenesis by limiting hypoxia-inducible factor signaling in endothelial cells

**DOI:** 10.7554/eLife.50770

**Published:** 2020-01-20

**Authors:** Kishor K Sivaraj, Backialakshmi Dharmalingam, Vishal Mohanakrishnan, Hyun-Woo Jeong, Katsuhiro Kato, Silke Schröder, Susanne Adams, Gou Young Koh, Ralf H Adams

**Keywords:** bone, angiogenesis, endothelial cells, hypoxia, Hippo signaling, Mouse

## Abstract

Blood vessels are integrated into different organ environments with distinct properties and physiology (Augustin and Koh, 2017). A striking example of organ-specific specialization is the bone vasculature where certain molecular signals yield the opposite effect as in other tissues (Glomski et al., 2011; Kusumbe et al., 2014; Ramasamy et al., 2014). Here, we show that the transcriptional coregulators Yap1 and Taz, components of the Hippo pathway, suppress vascular growth in the hypoxic microenvironment of bone, in contrast to their pro-angiogenic role in other organs. Likewise, the kinase Lats2, which limits Yap1/Taz activity, is essential for bone angiogenesis but dispensable in organs with lower levels of hypoxia. With mouse genetics, RNA sequencing, biochemistry, and cell culture experiments, we show that Yap1/Taz constrain hypoxia-inducible factor 1α (HIF1α) target gene expression in vivo and in vitro. We propose that crosstalk between Yap1/Taz and HIF1α controls angiogenesis depending on the level of tissue hypoxia, resulting in organ-specific biological responses.

## Introduction

The skeletal system is surprisingly dynamic and undergoes lifelong remodeling even after the completion of developmental growth. The local vasculature plays central roles in embryonic and postnatal bone development but also later in homeostasis and in repair processes (Gerber and Ferrara, 2000; Maes and Clemens, 2014; Zelzer and Olsen, 2005). Endochondral ossification and, in particular, the formation of ossification centers in the mouse embryo requires the ingrowth of blood vessels into aggregates of hypertrophic chondrocytes that express pro-angiogenic signals such as vascular endothelial growth factor A (VEGF-A) (Eshkar-Oren et al., 2009; Maes et al., 2010). The invasion of blood vessels also facilitates the entry of osteoblast precursors into fractured bone and, accordingly, angiogenesis is essential for bone repair and regeneration (Maes et al., 2010; Stegen et al., 2015). It was also shown that capillaries in bone are regionally and molecularly specialized. With the help of advanced bone sample processing, staining and imaging protocols (Kusumbe et al., 2015), we found initially two distinct subpopulations of bone endothelial cells (ECs) that can be distinguished with the cell surface molecules CD31/Pecam1 and endomucin (Emcn) (Kusumbe et al., 2014). Columnar vessels in the metaphysis and the capillaries of the endosteum, a connective tissue layer lining the inner surface of compact bone, are associated with osteoprogenitor cells expressing the transcription factor Osterix, express high levels of CD31 and Emcn (CD31^hi^ Emcn^hi^), and have therefore been named type H. In contrast, the highly branched sinusoidal capillary network of the diaphysis shows comparably lower expression of the two markers (CD31^lo^ Emcn^lo^ or type L) and is predominantly associated with reticular mesenchymal cells and hematopoietic cells (Kusumbe et al., 2014; Ramasamy et al., 2016b). A further EC subpopulation with high CD31 expression – termed type E – is abundant in embryonic and early postnatal long bones but gradually disappears in adolescent mice (Langen et al., 2017). Indicating that they are source of signals controlling the behavior of perivascular mesenchymal cells, type H and type E but not type L ECs shift the differentiation of co-cultured primitive mesenchymal cells towards the osteoblast lineage (Langen et al., 2017). Interestingly, CD31^hi^ Emcn^hi^ ECs are strongly reduced in ovariectomized mice, a model of human postmenopausal osteoporosis, as well as in aging mice, which show an age-dependent decline in bone mineral density similar to human subjects (Kusumbe et al., 2014; Xie et al., 2014). Notch and hypoxia-inducible factor (HIF) signaling in ECs promote vessel growth in bone and help to maintain a functional type H EC population. Activation of these pathways in the ECs of aged mice induces the reappearance of CD31^hi^ Emcn^hi^ together with perivascular Osterix-positive cells and is sufficient to increase the formation of mineralized bone in the metaphysis (Kusumbe et al., 2014; Ramasamy et al., 2016b). Together, these reports indicate a strong coupling of EC behavior and osteogenesis in the skeletal system, which presumably involves a network of interdependent molecular interactions such as growth factors and matrix molecules.

Yes-associated protein 1 (Yap1) and WW domain containing transcription regulator 1 (WWTR1), which is more widely known as Taz, are closely related transcriptional coactivators and key components of the Hippo pathway, an evolutionarily conserved signaling cascade controlling cell proliferation, differentiation and organ size (Dong et al., 2007; Huang et al., 2005). In mammals, the core module of this pathway consists of the serine/threonine kinases Stk3 (Mst2) and Stk4 (Mst1), which are orthologues of *Drosphila* Hippo, the large tumor suppressor homolog 1/2 (Lats1/2) kinases, and their interaction partners Salvador (Sav1) and MOB kinase activator 1A/B (MOB1A/B) (Piccolo et al., 2014; Yu and Guan, 2013; Zhao et al., 2011). Activation of Hippo signaling leads to exclusion of Yap1/Taz from the nucleus and promotes the proteolytic degradation of these proteins. In the cell nucleus, Yap1/Taz interact with transcription factors, such as the TEA domain family members Tead1-4, and thereby regulate gene expression and promote growth processes (Yu and Guan, 2013). Accordingly, enhanced expression and nuclear localization of Yap1/Taz were observed in multiple human cancers (Moroishi et al., 2015) and inactivation of upstream Hippo signaling leads to tumor formation (Lu et al., 2010).

Here, we show that Yap1/Taz are critical regulators of vessel growth in an organ-dependent fashion. While inducible inactivation of the two genes in postnatal ECs results in the expected reduction of angiogenesis in the retinal vasculature, vessel growth and the abundance of CD31^hi^ Emcn^hi^ ECs are significantly increased in long bone. This also leads to an increase in metaphyseal bone formation, while EC-specific overexpression of a stabilized version of Yap1 or inactivation of the upstream kinase Lats2 impair angiogenesis. Furthermore, we show that Yap1/Taz negatively regulate the activity of the HIF pathway and thereby limit the expression of endothelial genes associated with vessel growth.

## Results

### Hypoxia and Yap1/Taz expression in bone endothelium

Different organs exhibit substantial variation in fundamental parameters such as tissue oxygenation (Figure 1A,B; Figure 1—figure supplement 1A), which is frequently enhanced in response to injury or in disease conditions (De Santis and Singer, 2015; Samaja, 1988). These differences are likely to reflect organ-specific features such as local oxygen consumption, blood flow, vascular architecture, and vessel diameter (Figure 1—figure supplement 1B,C). In comparison to other organs, such as brain, heart, lung, liver, spleen, or kidney, postnatal long bone contains extensive hypoxic areas. But even within long bone, pimonidazole (hypoxyprobe) staining or immunohistochemical analysis of the oxygen-controlled transcription factors hypoxia-inducible factor 1α (HIF-1α) and 2α (HIF-2α) uncover striking regional differences in oxygenation. The metaphyseal region in proximity of the growth plate is less hypoxic than the secondary ossification center (SOC) or the bone marrow in the diaphysis (bone shaft) (Figure 1A–D; Figure 1—figure supplement 1D,E and Figure 1—source data 1). As the consequences of such regional differences are not understood, we isolated endothelial cells (ECs) expressing membrane-anchored mTomato fluorescent protein and nuclear H2B-GFP from *Cdh5-mT/nG* transgenic reporter femoral metaphysis and diaphyseal bone marrow cavity by fluorescence-activated cell sorting (FACS) at high purity for RNA sequencing (Figure 1—figure supplement 1F,G; Figure 1—figure supplement 2A and Figure 1—source data 1). 

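RNA-seq data were analyzed for 3 libraries of metaphyseal ECs (mpECs) and 3 libraries of ECs from the diaphyseal marrow cavity (bmECs), all sorted from 3-week-old mice. According to the methods, RNA was purified on RNeasy Plus Micro columns, libraries were made with the TruSeq Stranded Total RNA kit, and paired-end reads came from a MiSeq instrument. Reads were mapped to the mouse genome build mm10, which is GRCm38, with TopHat and counted per gene with HTSeq. The authors deposited FPKM values, which are fragments per kilobase of gene scaled to a measure of library size, for 38926 gene names and 6 libraries. In each library the median ratio of a gene to its geometric mean over the 6 was 1.0042, so the libraries share a common median scale. The paper's text does not name the tool that turned counts into FPKM. An FPKM value is a count divided by the gene's length and by a measure of library size, so reads were recovered with gene lengths from the GENCODE annotation of GRCm38. Of the values that came to 20 reads or fewer, 68.2% to 70.0% per library lay within 0.02 reads of a whole number, where 4.0% would do so by chance. The recovered reads on genes numbered 14831029, 11514446 and 11238506 in mpEC replicates 1 to 3, and 11490824, 13144787 and 15010456 in bmEC replicates 1 to 3. At this depth, 1 read in a gene of 2000 bases corresponds to 0.0405 to 0.0608 FPKM. Between 17740 and 18354 genes were above 0 in the mpEC libraries and between 16972 and 17893 in the bmEC libraries. The most abundant gene of every library was Hbb-bs, which encodes a hemoglobin chain of red blood cells, with 10589 to 22050.5 FPKM. The 10 most abundant genes held 15.0% to 20.7% of all FPKM. For each comparison, log2(FPKM + 1) was tested gene by gene with limma, with Benjamini-Hochberg adjusted two-sided p-values, over the genes with a mean of at least 1 FPKM. Log2 fold changes are on this scale, which understates the change of genes with low values, and are given for bmECs relative to mpECs. A negative value is therefore a higher level in mpECs.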

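PCA on the 500 most variable genes gave a first component with 77.0% of the variance and a second with 7.97%. The libraries of metaphyseal ECs (mpECs) lay between -21.9 and -19.1 on the first component and those of bone marrow ECs (bmECs) between 19.7 and 22.6. On the second component the ranges overlapped, from -4.84 to 8.57 in mpECs and from -8.83 to 9.00 in bmECs. A pseudocount of 0.1 moved the share of the first component most, to 60.0%. The 2 groups were apart on the first component in all 10 settings tried.

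Of the 11422 genes tested, 744 were higher and 591 lower in bmECs at an adjusted p-value under 0.01 and an absolute log2 fold change over 0.5, and 4122 had an unadjusted p-value under 0.05. Single libraries weighed on these counts. Without mpEC replicate 3 there were 418 higher and 336 lower genes, without bmEC replicate 1 there were 473 and 385, and without bmEC replicate 2 there were 460 and 423. Among genes past the threshold with a mean of at least 5 FPKM and groups that do not overlap, large increases in bmECs were those of Cfd, Madcam1, Rarres2 and Dclk1. Dclk1, on chromosome 3 of GRCm38 from 55242364 to 55539068, rose from 0.355 ± 0.0422 FPKM (SD, n = 3) in mpECs to 10.2 ± 2.19 FPKM in bmECs, a log2 fold change of 3.03 (SE 0.16, adjusted p = 2.48e-05). The log2 fold changes were 4.71 for Cfd, 3.32 for Madcam1 and 3.20 for Rarres2, and 33.6% of the exon bases of Rarres2 overlap a gene on the other strand. The largest decreases among these genes were those of Bglap, Ptn, Col1a1, Bglap2 and Spp1, all of which except Ptn are on a list of osteoblast marker genes. Ptn, on chromosome 6 from 36714929 to 36810220, fell from 55.0 ± 10.2 FPKM to 0.488 ± 0.173 FPKM, a log2 fold change of -5.22 (SE 0.15, adjusted p = 2.58e-06). Bglap had a log2 fold change of -5.53 and ranged from 49.2 to 321.6 FPKM in the mpEC libraries. Its near-identical neighbor Bglap2 had -4.97, and the 2 genes can share reads. Col1a1 changed by -4.99 and Spp1 by -4.64, with 18.8% of the exon bases of Spp1 shared with another gene on the same strand. Each gene named here kept an adjusted p-value under 0.05 in all 14 alternative fits, 6 of which left out 1 library.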

Principal component analysis (PCA) of RNA-seq data showed separate clusters of metaphyseal ECs (mpECs) and bone marrow ECs (bmECs) with less variation in gene expression within each group (Figure 1E; Figure 1—figure supplement 2B–D). Endothelial marker genes such as *Pecam1, Emcn, Cd34, Aplnr, Efnb2*, and *Esm1* are upregulated in mpECs relative to bmECs, whereas *Kdr, Flt4, Tek, and Sele* are downregulated (Figure 1—figure supplement 2E–G and Figure 1—figure supplement 1—source data 1). 

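Cd34 showed the largest difference among the markers that the text names. It lies on chromosome 1 of GRCm38 from 194938819 to 194961279 and fell from 488.2 ± 28.5 FPKM (SD, n = 3) in mpECs to 50.0 ± 18.7 FPKM in bmECs, a log2 fold change of -3.32 (SE 0.23, adjusted p = 7.57e-05). Aplnr, on chromosome 2 from 85136225 to 85139923, fell from 381.8 ± 82.3 FPKM to 92.4 ± 15.7 FPKM (log2 fold change -2.03, SE 0.18, adjusted p = 0.000225). The arterial and tip cell genes Efnb2 and Esm1 were less abundant, at 12.5 ± 2.66 and 13.0 ± 2.66 FPKM in mpECs against 2.47 ± 0.311 and 3.38 ± 0.569 FPKM in bmECs. Their log2 fold changes were -1.95 (adjusted p = 0.000141) and -1.66 (adjusted p = 0.000311).

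Of Kdr, Flt4, Tek and Sele, the genes that the text names as lower in mpECs, Sele had the largest change. This gene, on chromosome 1 from 164048234 to 164057677, rose from 55.1 ± 13.1 FPKM (SD, n = 3) to 228.7 ± 10.5 FPKM, a log2 fold change of 2.06 (SE 0.15, adjusted p = 9.29e-05). Flt4 rose from 74.2 ± 8.55 to 160.5 ± 6.31 FPKM (log2 fold change 1.11, adjusted p = 0.000192) and Kdr from 126.4 ± 21.0 to 200.5 ± 6.46 FPKM (0.67, adjusted p = 0.00607). Tek changed least, from 162.3 ± 21.6 to 227.0 ± 6.00 FPKM, a log2 fold change of 0.49 (SE 0.11, adjusted p = 0.0137). Its adjusted p-value ranged from 0.0081 to 0.0819 over the alternative fits and passed 0.05 after quantile normalization (0.0819) and without bmEC replicate 2 (0.0519). In each of the named genes the ranges of the 2 groups were separate. Of the 17 genes in the paper's panel of endothelial markers, 16 were tested, 7 of them higher and 9 lower in bmECs, and 14 had an adjusted p-value under 0.05 over all genes tested. Adjusted over the list alone there were 15, which is not independent evidence since the study chose the panel on these libraries.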

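Hif1a, which encodes the alpha subunit of HIF1 and lies on chromosome 12 of GRCm38 from 73901375 to 73947530, was at 48.5 ± 3.44 FPKM (SD, n = 3) in mpECs and 94.7 ± 10.3 FPKM in bmECs. The log2 fold change was 0.95 (SE 0.10, adjusted p = 0.000528). Epas1, on chromosome 17 from 86753700 to 86833410, was at 64.2 ± 10.1 FPKM in mpECs and 82.1 ± 8.95 FPKM in bmECs, a log2 fold change of 0.36 (SE 0.13, adjusted p = 0.0936). The groups did not overlap in Epas1, and chance parts 3 libraries from 3 in this way, in either direction, for 10% of genes. The adjusted p-value of Epas1 ranged from 0.0463 to 0.273 over 14 alternative fits and was 0.0471 after the trend with GC content and gene length was removed.

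Figure 1F shows 14 hypoxia-controlled genes, of which 13 passed the expression filter. All 13 were higher in bmECs, with log2 fold changes from 0.39 (Ets1) to 2.10 (Trf) and a mean of 1.20. Of these, 11 had an adjusted p-value under 0.05 over all genes tested. Adjusted over the list alone there were 13, which is not independent evidence because the study chose the genes on these libraries. The ranges of the 2 groups were separate for 12 of the 13 genes, against 10% of genes by chance. Trf shares 63.5% of its exon bases with another gene on the same strand. Stc1 had a log2 fold change of 1.54 (SE 0.49, adjusted p = 0.0547), and bmEC replicate 3, at 166.2 FPKM, was far above the other two at 49.5 and 59.3 FPKM. In mpECs replicate 3 was also the highest, at 46.7 FPKM against 18.1 and 21.6 FPKM, and over the alternative fits the adjusted p of Stc1 ranged from 0.000143 to 0.143. Igfbp2 rose by 0.68 on the log2 scale (adjusted p = 0.118) and its groups overlapped. Vegfa was under the filter, with 0.0588 ± 0.0600 FPKM (SD, n = 3) in mpECs, 0.207 ± 0.0593 FPKM in bmECs and no more than 13 reads in any library. As a set, the 13 genes had an adjusted p of 6.37e-09 over 32 gene lists in limma's camera test with its preset correlation of 0.01, which compares their ranks with those of the other tested genes, and of 0.000218 in limma's fry test. These set tests are no independent evidence either, for the same reason. Of the 32 lists, 20 had an adjusted p-value under 0.05 with camera, 19 with fry and 18 with both. With the correlation estimated for each list, none passed and 8 had an unadjusted p-value under 0.05, and the Figure 1F list had an adjusted p of 0.153.

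A second list held 40 HIF target genes taken from general knowledge, 12 of which also stand in one of the paper's lists. Of the 34 tested, 22 were higher and 12 lower in bmECs, with a mean log2 fold change of 0.26. An adjusted p-value under 0.05 over all genes tested was reached by 13 higher and 2 lower genes, and the same numbers passed when adjusted over the list alone. Its most abundant gene, Pkm, was at 458.0 FPKM in mpECs and 613.4 FPKM in bmECs. The camera test gave this list an adjusted p of 0.0131, fry gave 0.000579, and over all alternatives it ranged from 0.000579 to 0.170 and stood at 0.0529 after quantile normalization.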

Consistent with the immunostaining results (Figure 1—figure supplement 1D,E), transcripts for hypoxia-inducible transcription factors, namely *Hif1a* and *Epas1 (Hif2a*), and oxygen-controlled target genes are upregulated in bmECs (Figure 1F and Figure 1—figure supplement 2H). In line with the regional differences in oxygenation, which are likely to limit the ability to metabolize fatty acids, genes belonging to the glycolytic pathway are higher in bmECs than in mpECs (Figure 1—figure supplement 2I and Figure 1—figure supplement 1—source data 1). 

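Figure 1—figure supplement 2I shows 15 glycolysis-related genes, all of which were tested and had positive log2 fold changes in bmECs, with a mean of 0.98. Adjusted p-values were under 0.05 for 14 of them over all genes tested and for 14 adjusted over the list alone, and the study chose the list on these libraries. Cited2 and Slc16a1 had log2 fold changes of 1.63 each. Eno1 changed least, from 116.4 ± 16.0 FPKM (SD, n = 3) in mpECs to 119.8 ± 0.501 FPKM in bmECs, a log2 fold change of 0.05 (SE 0.10, adjusted p = 0.765). Among the genes that passed, Bhlhe40 (log2 fold change 0.68, adjusted p = 0.0379) did so in 7 of 14 alternative fits, Aldoa (0.31, 0.0179) and Bnip3l (0.50, 0.0283) in 9, and Ets1 in 11. The groups were separate for 13 of the 15 genes. For the list as a whole, the adjusted p was 1.46e-08 with camera and 0.00031 with fry, which is not independent evidence given how the list was chosen.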

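Figure 1G shows 11 genes as targets of Hippo signaling. The 10 that passed the expression filter all had higher mean values in bmECs, with log2 fold changes from 0.40 to 2.06 and a mean of 0.90. Of these, 8 had an adjusted p-value under 0.05 over all genes tested and 9 adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The largest change was that of Axl, on chromosome 7 of GRCm38 from 25757273 to 25788705, which rose from 20.0 ± 4.75 FPKM (SD, n = 3) in mpECs to 85.7 ± 9.08 FPKM in bmECs (SE of the log2 fold change 0.16, adjusted p = 0.000124). Tgm2 rose by 1.28 on the log2 scale (adjusted p = 0.00306), and 21.8% of its exon bases overlap a gene on the other strand. Cyr61 had a log2 fold change of 0.40 (SE 0.43, adjusted p = 0.547), with bmEC replicate 3 at 30.8 FPKM and bmEC replicates 1 and 2 at 112.8 and 84.6 FPKM. Dusp1 had 1.18 (SE 0.43, adjusted p = 0.0835), and again bmEC replicate 3, at 270.6 FPKM, was far under the other bmEC libraries. Without bmEC replicate 3 the adjusted p-values of Cyr61 and Dusp1 were 0.0308 and 0.000842, within ranges over the alternatives of 0.0308 to 0.978 and 0.000842 to 0.224. Dusp1 is also on a general list of dissociation stress genes. Fos of that list was at 995.0, 1249 and 242.3 FPKM in bmEC replicates 1 to 3. Its genes varied together between libraries within groups (mean correlation 0.492, reached by 0 of 1000 random lists). The fit without bmEC replicate 3 thus cannot tell Hippo targets from dissociation stress. Itgb5 was under the filter, at 0.695 ± 0.539 FPKM (SD, n = 3) in mpECs and 1.25 ± 0.166 FPKM in bmECs. The set had an adjusted p of 1.79e-05 with camera and 0.0033 with fry, on the same chosen list.

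A list of 27 YAP/TAZ target genes from general knowledge, 7 of which also stand in a list of the paper, gave the opposite direction. Of its 20 tested genes, 6 were higher and 14 lower in bmECs, with a mean log2 fold change of -0.39 and a median of -0.17. Over all genes tested, 2 higher and 6 lower genes had an adjusted p-value under 0.05, and 9 genes did when adjusted over the list alone. The 2 higher genes were Axl and Crim1, and Crim1 rose by 0.78 on the log2 scale. Fstl1, the most abundant of the lower genes, fell from 152.7 ± 9.30 FPKM (SD, n = 3) to 20.2 ± 1.43 FPKM (log2 fold change -2.86, SE 0.087, adjusted p = 2.58e-06). Igfbp3 had -2.82 (adjusted p = 0.00035) and Thbs1 had -1.43 (adjusted p = 0.0213). The adjusted p of the list was 0.0436 with camera and 0.00328 with fry, and it ranged from 0.00328 to 0.227 over the alternatives. It was over 0.05 in several of them, among them the filter at 5 FPKM (0.227), quantile normalization (0.0885) and the omission of mpEC replicate 2 (0.0968), mpEC replicate 3 (0.0512), bmEC replicate 2 (0.0502) or bmEC replicate 3 (0.0698).

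**Figure D1:**
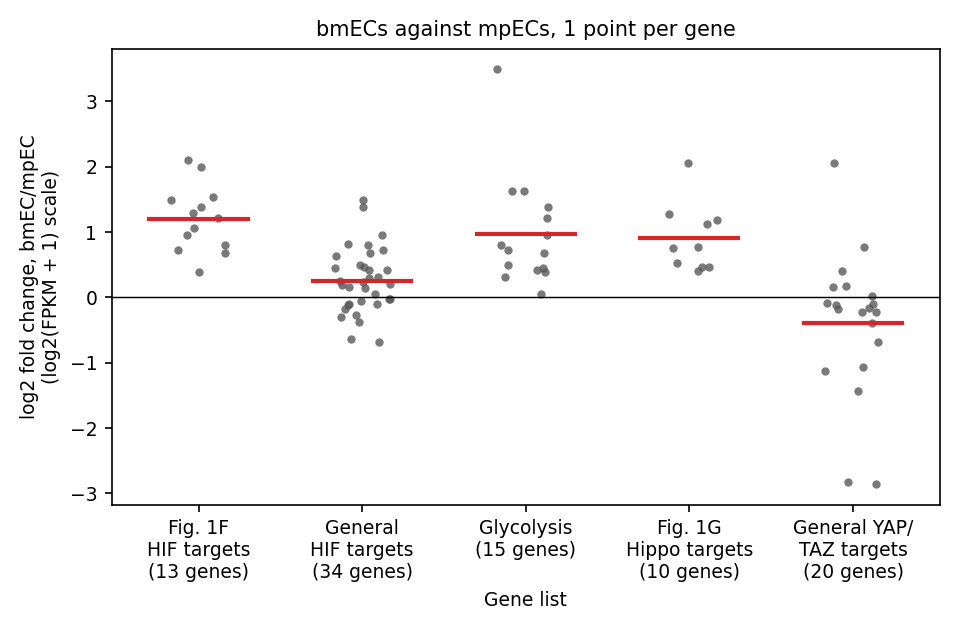
Log2 fold change of bmECs relative to mpECs on the log2(FPKM + 1) scale (vertical axis) for each tested gene (points) of 5 gene lists (horizontal axis), with red lines at the list means. The means are 1.20 for the HIF targets of Figure 1F, 0.26 for the general HIF targets, 0.98 for glycolysis, 0.90 for the Hippo targets of Figure 1G and -0.39 for the general YAP/TAZ targets.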

Our analysis also uncovered that target genes of Hippo signaling, an evolutionarily conserved pathway that promotes cell proliferation and organ growth, are upregulated in bmECs (Figure 1G). In sections of P21 femur, immunostaining of Yes-associated protein 1 (Yap1), a transcriptional coregulatory in the Hippo signaling cascade, is more prominently visible in BM sinusoidal ECs, whereas expression in the metaphysis predominates in perivascular cells (Figure 1H; Figure 1—figure supplement 3A). Immunosignals for the Yap1-related protein Taz mainly decorate non-endothelial cells in the metaphysis and arterial ECs (Figure 1H; Figure 1—figure supplement 3B). Given that proteolytic degradation limits the biological activity of Yap1/Taz (Piccolo et al., 2014; Yu and Guan, 2013; Zhao et al., 2011), we examined whether acute inhibition of proteasome-dependent degradation would highlight sites where Yap1/Taz levels are actively suppressed. Treatment of 3-week-old mice with the proteasome inhibitor MG132 for 3 hr profoundly increased endothelial and perivascular Yap1 and Taz protein signals in the metaphysis but had relatively limited effects in the diaphysis (Figure 1I; Figure 1—figure supplement 3C). Further arguing for rapid degradation of Yap1/Taz in the metaphysis, strong phospho-Yap1^S127^ immunosignals can be seen in metaphyseal capillaries and associated perivascular cells, which is accompanied by high expression of Lats2 protein in metaphyseal but not diaphyseal vessels (Figure 1—figure supplement 3D). In contrast, *Yap1*, *Wwtr1*, *Lats1*, and *Lats2* transcripts are not significantly different between EC subsets (Figure 1—figure supplement 3E). 

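Yap1, on chromosome 9 of GRCm38 from 7931999 to 8004596, was at 2.03 ± 0.297 FPKM (SD, n = 3) in mpECs and 2.01 ± 0.202 FPKM in bmECs, which corresponds to 159 to 217 reads per library. Its log2 fold change was -0.0083 (SE 0.13, adjusted p = 0.974). Wwtr1, which encodes Taz and lies on chromosome 3 from 57455649 to 57575910, was at 12.5 ± 2.12 FPKM in mpECs and 8.67 ± 1.25 FPKM in bmECs. Its log2 fold change of -0.48 (SE 0.15) had an adjusted p of 0.0532, close to the threshold, and each mpEC library had more Wwtr1 than each bmEC library. The adjusted p-value of Wwtr1 ranged from 0.0186, without mpEC replicate 1, to 0.167 over 14 alternative fits and was under 0.05 in 6 of them. Lats1, on chromosome 10 from 7681214 to 7716460, was at 1.90 ± 0.208 and 2.05 ± 0.718 FPKM (SD, n = 3), a log2 fold change of 0.05 (SE 0.18, adjusted p = 0.876). Lats2, on chromosome 14 from 57689662 to 57758388, was at 6.27 ± 0.483 and 6.41 ± 0.772 FPKM (log2 fold change 0.02, SE 0.11, adjusted p = 0.909), and 42.4% of its exon bases are shared with another gene on the same strand. For Yap1, Lats1 and Lats2 the ranges of the groups overlapped, and none of the 3 genes passed 0.05 in any alternative. As a set of 4 genes, they had a camera adjusted p of 0.712 and a fry adjusted p of 0.661. The paper sets these transcripts in contrast to its protein data, in which the proteasome inhibitor MG132 raised the Yap1 and Taz signals in the metaphysis and phospho-Yap1 and Lats2 staining was strong there, and from which it reasons that Yap1 and Taz are rapidly degraded in metaphyseal ECs.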

In *Cdh5-mT/nG* reporter mice, Yap1 and Taz immunostaining is prominent in the H2B-GFP+ nuclei of bmECs or in cultured bone ECs in vitro, whereas comparably little signal can be seen in mpECs (Figure 1J,K; Figure 1—figure supplement 3F). Together, these data indicate that Hippo signaling is active in ECs of the metaphysis leading to rapid degradation of Yap1/Taz in these cells.

**Figure 1.**
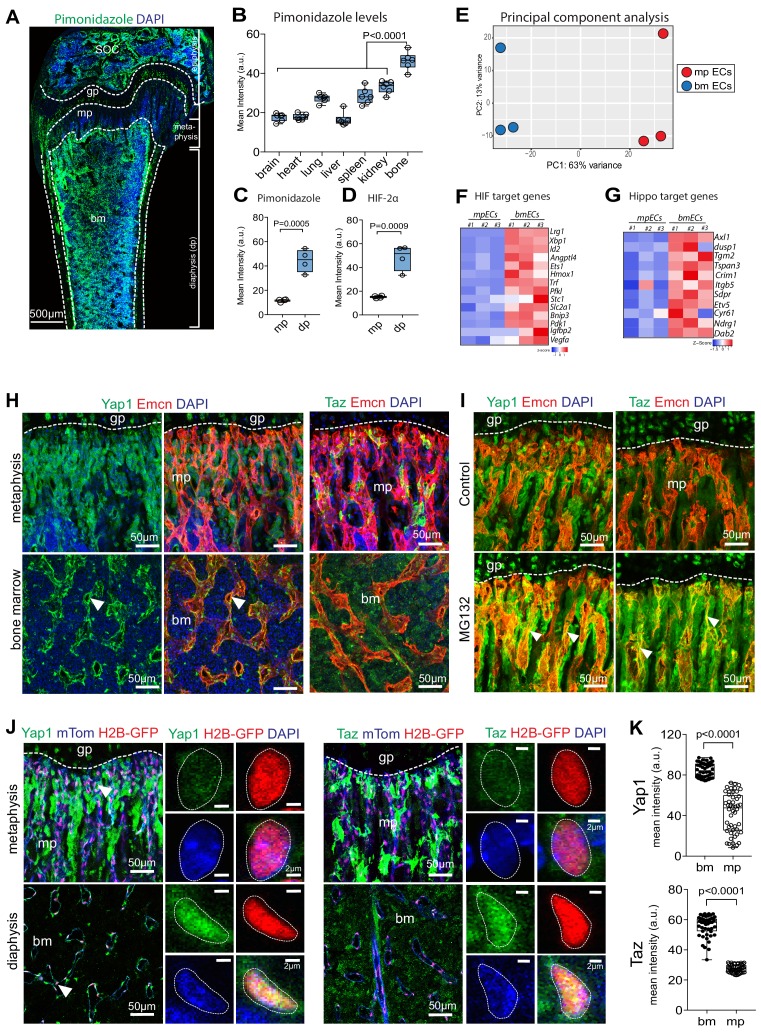
Regional differences in hypoxia and Yap1/Taz expression in bone. (**A**) Tile scan maximum intensity projection of P21 femur with Pimonidazole (green) and DAPI (blue) staining. (**B**) Quantification of Pimonidazole staining intensity (artificial units, a.u.) in different organs. (**C, D**) Regional differences in Pimonidazole (**C**) and HIF2α (**D**) staining levels in metaphysis (mp) and diaphysis (dp). (**E**) Principal component analysis of RNA sequencing data using most variable genes across the samples. The first principal component (PC1) explains 63% of all variance; and PC2 13% of the variance between metaphyseal (mpECs) and diaphyseal/bone marrow (bmECs) endothelial cells. (**F, G**) Heat map showing differential expression of hypoxia (**F**) and Yap1/Taz (**G**) controlled genes in mpECs vs. bmECs. (**H**) Confocal image showing immunostaining of Yap1 and Taz (**H**) in 3-week-old wild-type femur. Arrowheads highlight expression in Emcn+ (red) ECs. Nuclei, DAPI (blue). (**I**) Immunostaining of Yap1 and Taz in the control (vehicle) and MG132 proteasome inhibitor-treated femoral metaphysis. (**J**) Nuclear localization (arrowheads) of Yap1 (green) in H2B-GFP+ EC nuclei (shown in red) in 3-week-old *Cdh5-mTnG* femoral metaphysis (mp) and bone marrow (bm). Higher magnification image shows strong Yap1 and Taz nuclear signals bmECs. (**K**) Mean intensity (a.u.) of Yap1 and Taz nuclear localization signals in bm and mp ECs. (n = 4; 48 cells in total; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). Figure 1—source data 1.Source data for Figure 1B,C,D,F,G,K.

**Figure 1—figure supplement 1.**
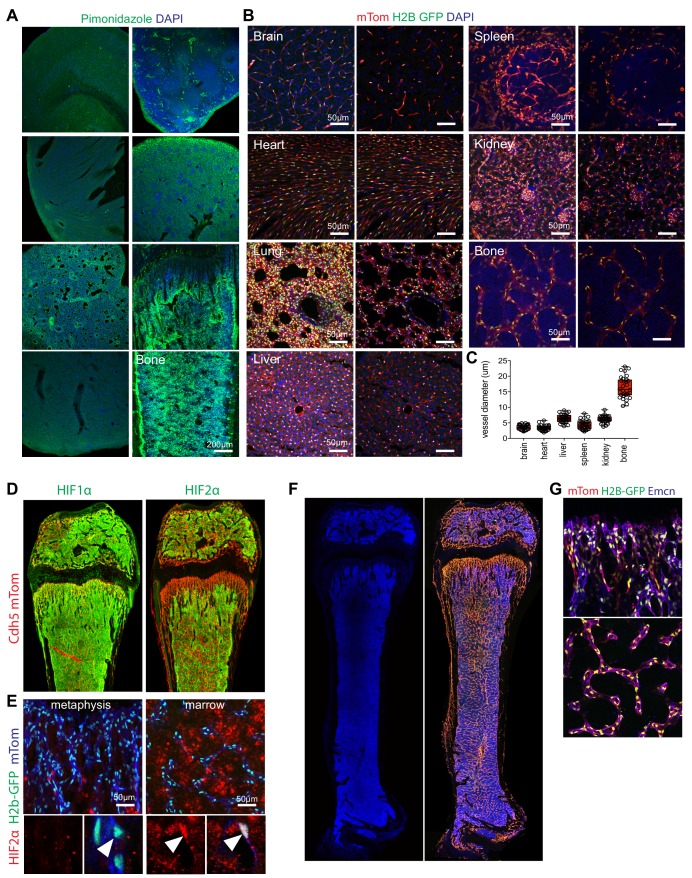
Bone-specific features of the vasculature. (**A**) Maximum intensity projection of different organ stained with Pimonidazole (green) and DAPI (blue) at P21. (**B**) Representative confocal images of the vasculature in different organs from 3-week-old *Cdh5-mTnG* reporter mice (red, mTom; green, H2B-GFP; blue, DAPI). Panels on the left show maximum intensity projections, single focal planes are shown on the right. (**C**) Quantification of average vessel diameter in different organs (μM). (**D, E**) Tile scan maximum intensity projections of 3-week-old *Cdh5-mTnG* femur (red, mTom; green, HIF-1α or HIF-2α, as indicated) (**D**). Nuclear HIF2α immunosignal (red) is prominent in bone marrow (green, H2B-GFP; blue, mTom) (**E**). (**F, G**) Tile scan confocal images of 3-week-old *Cdh5-mTnG* reporter femur and DAPI (blue). The *Cdh5-mTnG* reporter labels bmECs and mpECs (**F**). Higher magnification images show H2B-GFP in endothelial nuclei (**G**). Figure 1—figure supplement 1—source data 1.Source data for Figure 1—figure supplement 1C.

**Figure 1—figure supplement 2.**
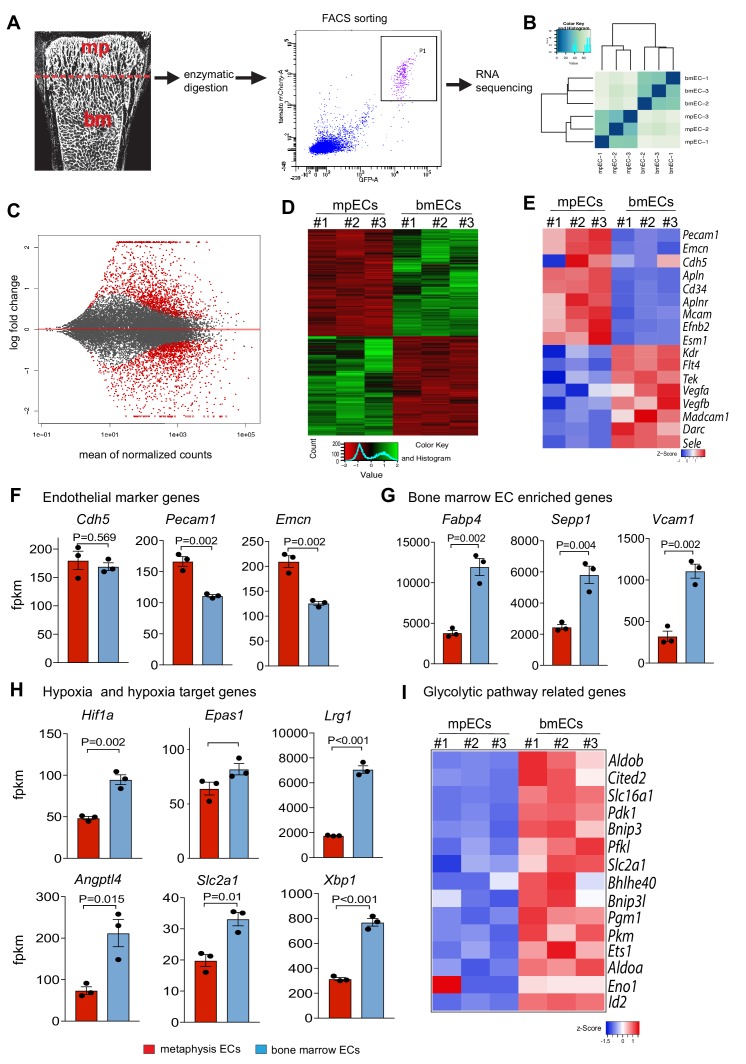
Spatial molecular differences between the metaphyseal and BM vasculature. (**A**) Experimental strategy for FACS isolation of GFP+ mTom+ mpECs and bmECs from 3-week-old *Cdh5-mTnG* reporter bones for RNA sequencing. (**B**) Hierarchical clustering of RNA-seq data of mpECs and bmECs. (**C**) Differentially regulated genes in MA-plots of P21 mpECs and bmECs. The x-axis represents the mean normalized counts and the y-axis shows the log2 fold change between EC subtypes. Differentially regulated genes are represented by red colored points (FDR-adjusted p-value<0.01 and absolute log2 fold change <1). Data points outside of the range of the y-axis are represented as triangles. (**D, E**) Heatmap of differentially expressed genes in mpECs and bmECs (**D**) and differentially expressed endothelial marker genes (**E**). (**F, G**) Expression of the endothelial marker genes *Pecam1* and *Emcn* are increased in mpECs, whereas *Cdh5* expression is comparable between mpECs and bmECs (**F**). *Fabp4, Sepp1* and *Vcam1* are increased in bmECs relative to mpECs (**G**) (fpkm – fragments per kilobase million; n = 3; data are presented as mean ±sem). (**H**) Expression of hypoxia inducible factors *Hif1a* and *Epas1* (*Hif2a*), and the target genes *Lrg1, Angptl4, Slc2a1 and Xbp1* are increased in bmECs compared to mpECs (fpkm – fragments per kilobase million; n = 3; data are presented as mean ±sem). (**I**) Heatmap showing enrichment of glycolytic pathway-related genes in bmECs relative to mpECs. Figure 1—figure supplement 2—source data 1.Source data for Figure 1—figure supplement 2E,F,G,H and I.

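Pecam1, on chromosome 11 of GRCm38 from 106654217 to 106750628, was at 166.4 ± 13.4 FPKM (SD, n = 3) in mpECs and 111.0 ± 3.46 FPKM in bmECs, a log2 fold change of -0.58 (SE 0.085, adjusted p = 0.00229). Emcn, on chromosome 3 from 137341067 to 137432185, was at 209.6 ± 20.3 FPKM in mpECs and 125.7 ± 6.76 FPKM in bmECs, a log2 fold change of -0.73 (SE 0.095, adjusted p = 0.00128). Cdh5, on chromosome 8 from 104101625 to 104144511, was at 180.0 ± 28.1 and 169.1 ± 11.7 FPKM. Its log2 fold change of -0.08 (SE 0.12, adjusted p = 0.688) was smaller than the spread between replicates, and it changed sign when a library was left out, from -0.21 to 0.01. The values of the 6 libraries equal those in the source data of the figure supplement, with a ratio of 1.0 for each of its 17 genes.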

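Fabp4 had the highest values of the genes in these panels, at 3811 ± 548.4 FPKM (SD, n = 3) in mpECs and 11955 ± 1813 FPKM in bmECs (log2 fold change 1.65, SE 0.16, adjusted p = 0.000348). Sepp1 rose from 2459.6 ± 281.2 to 5817 ± 964.0 FPKM, a log2 fold change of 1.23 (SE 0.16, adjusted p = 0.00111), and 15.5% of its exon bases overlap a gene on the other strand. Vcam1 rose from 321.6 ± 108.0 to 1106 ± 145.6 FPKM (log2 fold change 1.82, SE 0.22, adjusted p = 0.000832).

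Lrg1, on chromosome 17 of GRCm38 from 56119678 to 56122001, had 1763 ± 38.8 FPKM (SD, n = 3) in mpECs and 7071 ± 522.2 FPKM in bmECs, a log2 fold change of 2.00 (SE 0.10, adjusted p = 2.48e-05). Xbp1 went from 314.8 ± 20.3 to 769.1 ± 52.3 FPKM (log2 fold change 1.29, SE 0.091, adjusted p = 7.88e-05). Angptl4 was higher by 1.49 on the log2 scale (SE 0.22, adjusted p = 0.00236), at 73.8 ± 15.7 FPKM in mpECs and 212.2 ± 56.9 FPKM in bmECs. The glucose transporter gene Slc2a1 was at 19.8 ± 3.29 and 33.1 ± 3.73 FPKM, a log2 fold change of 0.72 (SE 0.14, adjusted p = 0.00789). For each of these genes all bmEC libraries had higher values than all mpEC libraries, and each kept an adjusted p-value under 0.05 in all 14 alternative fits.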

**Figure 1—figure supplement 3.**
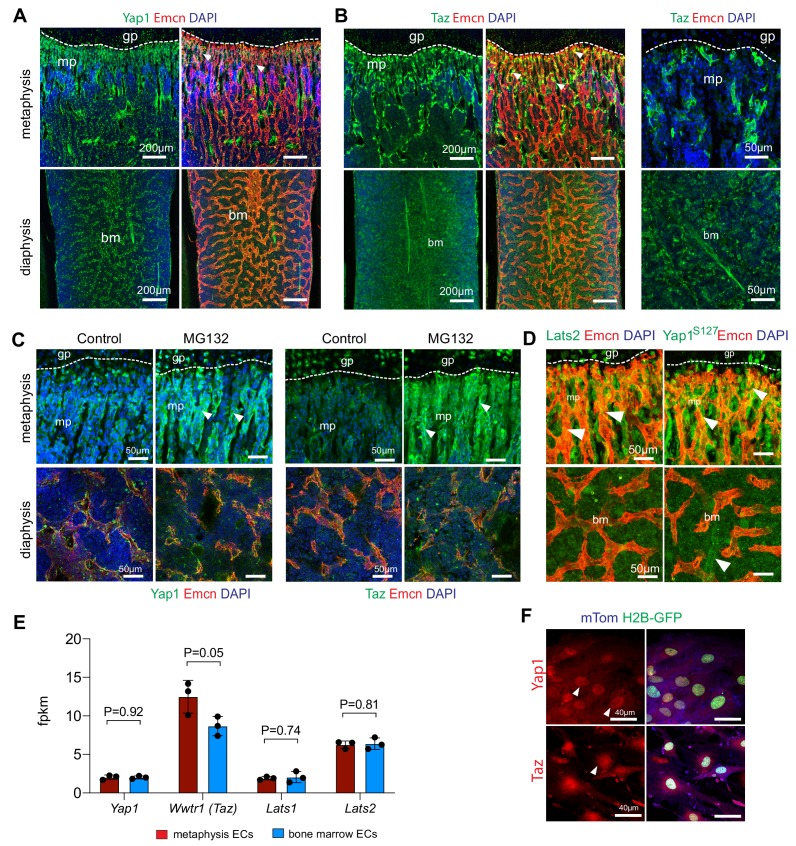
Hippo signaling in bone ECs. (**A–B**) Confocal images of 3-week-old wild-type femoral sections showing Yap1 (green) (**A**), Taz (green) (**B**) immunostaining in the metaphyseal (mp) and bone marrow (bm) Emcn+ (red) vasculature. Nuclei (DAPI (blue). Arrows mark perivascular cells. Growth plate (gp) is indicated. (**C**) Immunostaining of Yap1 and Taz in control (vehicle) and MG132 proteasome inhibitor-treated femoral metaphysis and diaphysis. (**D**) Enhanced immunostaining of Lats2 and phospho-Yap1^S127^ in the metaphysis (mp) relative to bone marrow (bm). (**E**) RNA-seq data showing expression of the *Yap1, Taz* (*Wwtr1*)*, Lats1 and Lats2* in mpECs and bmECs (n = 3; data are presented as mean ±sem). (**F**) In vitro culture of bone ECs from *Cdh5-mTnG* reporter mice. Yap1 and Taz immunostaining is concentrated in nuclei. Figure 1—figure supplement 3—source data 1.Source data for Figure 1—figure supplement 3E.

### Function of Yap1/Taz in organ-specific angiogenesis

Next, we used tamoxifen inducible *Cdh5-Cre-ERT2* mice, which allow efficient genetic experiments in all bone ECs in vivo (Kusumbe et al., 2014; Langen et al., 2017), to generate EC-specific Yap1 and Taz double loss-of-function mutants (Yap1/Taz^iΔEC^). Following administration of tamoxifen from postnatal day (P) 6–8, Yap1/Taz^iΔEC^ long bones at P21 display a much denser vessel network with more endothelial buds and column, a feature of actively growing bone vessels (Ramasamy et al., 2016a), relative to littermate controls (Figure 2A,B; Figure 2—figure supplement 1A). Yap1/Taz^iΔEC^ ECs show reduced expression of both *Yap1* and *Wwtr1* at the transcript levels and endothelial Yap1 is also reduced by immunostaining (Figure 2—figure supplement 1A–C). A second administration regime, in which tamoxifen is given from P1-3, is incompatible with survival of Yap1/Taz^iΔEC^ animals until P21 and therefore these mutants were analyzed at P18. This showed that the density of Yap1/Taz^iΔEC^ bone vessels is strongly increased at P18, which is particularly evident at the interface (transition zone) between the metaphyseal and diaphyseal capillary networks (Langen et al., 2017), and sinusoidal marrow vessels are enlarged (Figure 2—figure supplement 1D–F). Furthermore, the number of total ECs, identified by Emcn immunostaining in combination with the *Cdh5-mT/nG* reporter, of Emcn+ EdU+ proliferating ECs, and of αSMA-covered arteries are significantly increased in P21 Yap1/Taz^iΔEC^ long bone relative to littermate controls (Figure 2C,D; Figure 2—figure supplement 1G,H). The number of vessel buds and column in proximity of the growth plate and the length of columnar vessels, all of which are associated with vessel growth (Kusumbe et al., 2014; Ramasamy et al., 2016b), are also increased in Yap1/Taz^iΔEC^ long bone (Figure 2A,B,E,F). The analysis of EC subpopulations by flow cytometry (Figure 2—figure supplement 2D) and immunostaining revealed that the increase is more pronounced for Yap1/Taz^iΔEC^ total and type H ECs, but also the fraction of type L ECs is significantly larger than in littermate controls (Figure 2E; Figure 2—figure supplement 1I).

**Figure 2.**
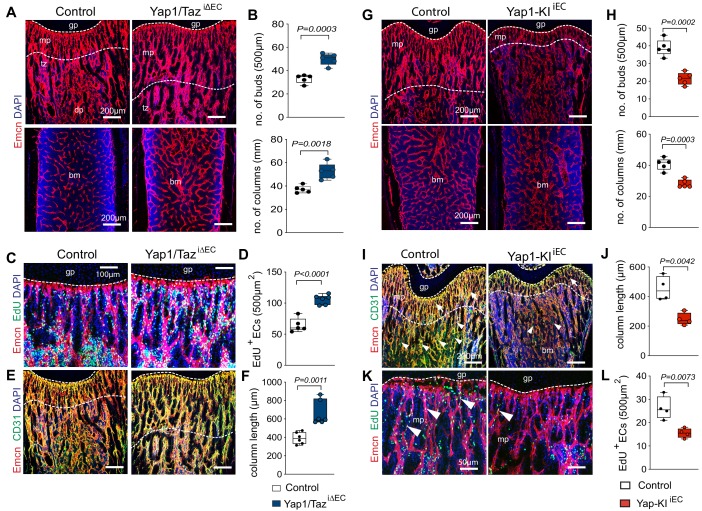
Yap1/Taz inhibits angiogenesis in bone. (**A, B**) Representative confocal images of P21 control and Yap1/Taz^iΔEC^ femoral Emcn+ (red) vasculature (**A**). Nuclei, DAPI (blue). Metaphysis (mp), transition zone (tz), diaphysis (dp), and growth plate (gp) are indicated. Note the increased number of Yap1/Taz^iΔEC^ vessel buds and columns (**B**) compared to littermate control (n = 6, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**C, D**) Representative confocal image of Emcn+ (red) proliferating (EdU, green) mpECs. Nuclei, DAPI (blue) (**C**). Quantification of EdU^+^ Emcn^+^ ECs in Yap1/Taz^iΔEC^ and control metaphysis (**D**), (control n = 6 and Yap1/Taz^iΔEC^n = 7, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**E, F**) Maximum intensity projections of Emcn^hi^ (red) CD31^hi^ (green) vessels in the P21 Yap1/Taz^iΔEC^ and control femur (**E**). Metaphyseal column length is significantly increased in Yap1/Taz^iΔEC^ mutant compared to control femur (**F**) (n = 6 data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**G, H**) Representative confocal images of control and Yap1-KI^iEC^ femur. Emcn+ (red) ECs and nuclei (DAPI, blue) are stained (**G**). Vessel buds and columns are reduced in the Yap1-KI^iEC^ metaphysis relative to littermate control (**H**) (n = 5, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**I, J**) Maximum intensity projection of Emcn^hi^ (red) CD31^hi^ (green) vessels in P21 Yap1-KI^iEC^ and control femur. The vasculature of the metaphysis (mp) (arrows; dashed lines), the transition zone (tz) connecting the mp to the diaphysis (dp) and arteries (arrowheads) are reduced in *Yap1* gain-of-function femur (**I**). The length of the Yap1-KI^iEC^ Emcn^hi^ CD31^hi^ vessel columns in femur is significantly reduced (**J**) (control n = 4 data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**K, L**) Representative confocal image of proliferating ECs (Emcn, red; EdU, green) in femoral metaphysis. Nuclei, DAPI (blue) (**K**). Quantification of EdU^+^ Emcn^+^ ECs in Yap1-KI^iEC^ and control metaphysis (**L**) (control n = 4 data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). Figure 2—source data 1.Source data for Figure 2B,D,F,H,J,L.

**Figure 2—figure supplement 1.**
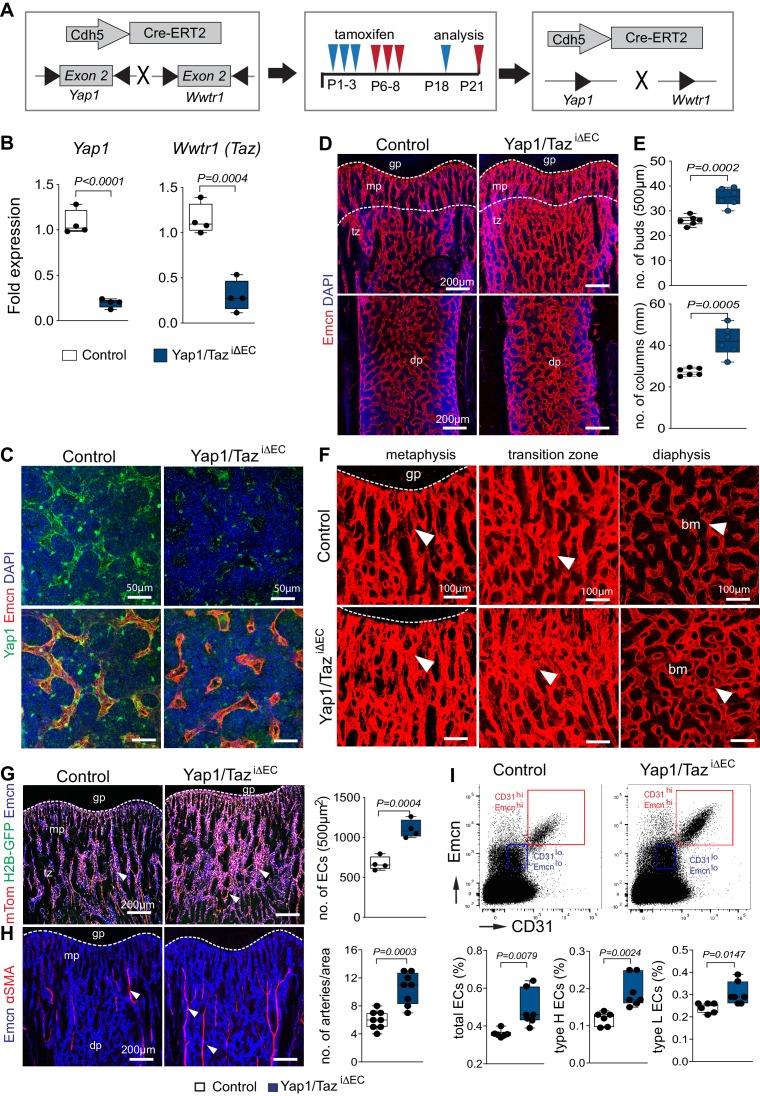
Endothelial Yap1/Taz in bone angiogenesis. (**A**) Scheme showing the time points of tamoxifen administration and analysis of endothelial specific (*Cdh5-Cre-ERT2*) Yap1 and Wwtr1 double (Yap1/Taz^iΔEC^) mutants. Mutants were sacrificed at P18 following tamoxifen treatment at P1-3 (red arrowheads) or at P21 after treatment at P6-8 (blue arrowheads), respectively. (**B, C**) *Yap1* and *Wwtr1* transcript levels are significantly decreased in freshly isolated Yap1/Taz^iΔEC^ mutant bone ECs compared to control (**B**). Yap1 immunostaining is reduced in P21 Yap1/Taz^iΔEC^ mutant bone vessels compared to control (**C**). (n = 4, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**D, E**) Representative confocal images of control and Yap1/Taz^iΔEC^ femoral Emcn+ (red) vasculature at P18. Nuclei in (**D**), DAPI (blue). Metaphysis (mp), transition zone (tz), diaphysis (dp), and growth plate (gp) are indicated. Note the increased number of *Yap1/Taz*^iΔEC^ vessel buds and arches (**E**) compared to littermate control (n = 6, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**F**) High magnification confocal images of the P18 metaphysis, transition zone, and diaphysis showing the changes in Yap1/Taz^iΔEC^ vascular architecture relative to littermate control. (**G**) Maximum intensity projections showing ECs in P21 Yap1/Taz^iΔEC^ *Cdh5-mTnG* femur compared to littermate control. Arteries (arrowheads) show high expression of *Cdh5-mTnG* reporter (red and green) and are Emcn (blue) negative. Graphs show quantitation of ECs in femur. (Control n = 4 and *Yap1/Taz*^iΔEC^n = 4; data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**H**) Arteries, which are negative for Emcn (blue) and covered by α-smooth muscle actin (αSMA)-positive cells (red), are significantly increased in Yap1/Taz^iΔEC^ bone sections (n = 8, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**I**) Representative flow cytometry dot plots (top) and quantification (bar graphs, bottom) of bone ECs from control and Yap1/Taz^iΔEC^ mutants at P21. Total ECs and type H (Emcn^hi^ CD31^hi^) cells are increased in Yap1/Taz^iΔEC^ mutants (n = 6, 7; data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). Figure 2—figure supplement 1—source data 1.Source data for Figure 2—figure supplement 1B,E,G,H,I.

**Figure 2—figure supplement 2.**
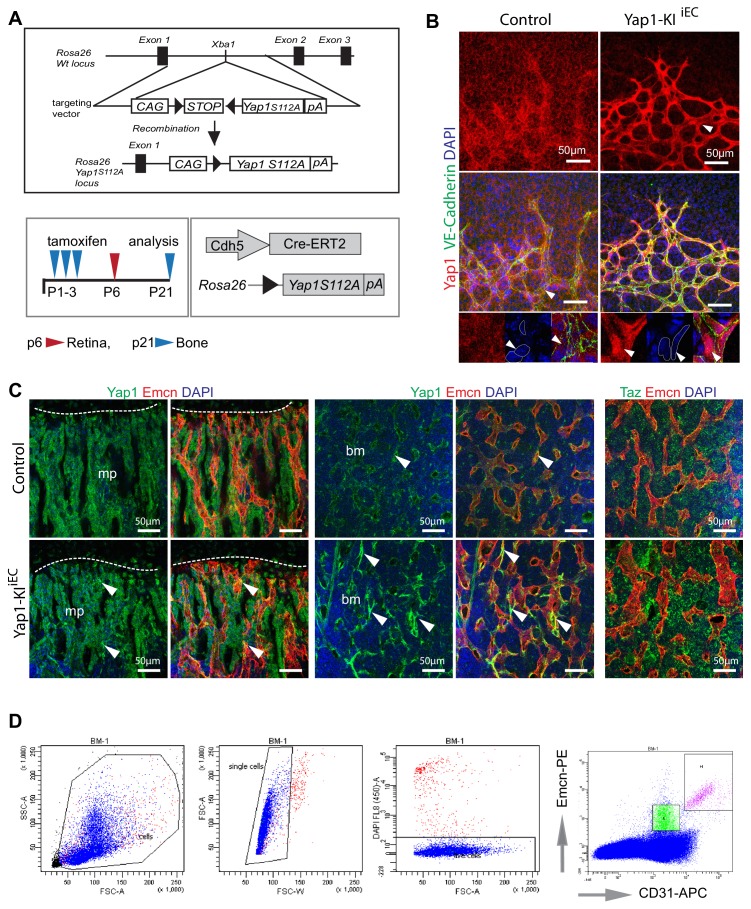
Overexpression of Yap1 in ECs inhibits angiogenesis in bone. (**A**) Strategy for overexpression of constitutively active Yap1 in endothelial cells. A cassette containing the *CAG* promoter, a floxed *STOP* sequence, a cDNA encoding *Yap1^S112A^* (in which serine residue 112 was mutated to alanine) followed by the polyadenylation signal from bovine growth hormone was inserted by homologous recombination into the *Rosa26* locus. After interbreeding with *Cdh5-CreE*RT2 transgenic animals, *Yap1^S112A^* expression was induced by tamoxifen administration at P1-3 followed by analysis at P6 (red arrowhead) for the analysis of retinas or at P21 (blue arrowhead) for bone samples. (**B**) Increased Yap1 (red) expression and nuclear localization (bottom panels) in the P6 Yap1-KI^iEC^ retinal vasculature compared to control. (**C**) High magnification confocal images of metaphysis and diaphysis showing changes in Yap1 and Taz expression in Yap1-KI^iEC^ ECs relative to littermate control. (**D**) Representative gating strategy for sorting of type H (Emcn^high^, CD31^high^) and type L (Emcn^low^, CD31^low^) bone EC subpopulations.

Further arguing that Yap1/Taz play an unusual role as negative regulators of bone angiogenesis, *Cdh5-CreERT2*–controlled and thereby inducible overexpression of a stabilized version of Yap1 (Yap1^S112A^) in ECs (Yap1-KI^iEC^) (Figure 2—figure supplement 2A–C) impairs growth of the bone vasculature. In P21 Yap1-KI^iEC^ femur, distal vessel buds and arches, metaphyseal type H vessel columns, and EC proliferation are reduced (Figure 2G–L). To study the upstream regulation of Yap1/Taz activity in bone ECs, we generated tamoxifen-inducible EC-specific Lats2^iΔEC^ mutants by combining *Cdh5-Cre-ERT2* transgenic mice and animals carrying loxP-flanked *Lats2* alleles (Lu et al., 2010). The absence of *Lats2* in ECs causes a striking reduction of P21 femur and tibia length and weight (Figure 3A–C; Figure 3—figure supplement 1A–C). Growth of the Lats2^iΔEC^ long bone vasculature and vascularization of the secondary ossification center are strongly compromised, and vessel columns, distal buds as well as total type H ECs are significantly reduced compared to littermate controls (Figure 3D,E; Figure 3—figure supplement 1D–G). In line with the role of Lats2 as a negative regulator of Yap1 and Taz, both proteins are increased in Lats2^iΔEC^ metaphyseal vessels (Figure 3F,G; Figure 3—figure supplement 1H–J). Vessel buds mediating angiogenic growth are lost or converted in mutant long bone so that they resemble vessel sprouts seen in other organs (Figure 3F,H; Figure 3—figure supplement 1J,K). In line with the reduction of Lats2^iΔEC^ bone vessels, mpEC proliferation is significantly reduced, whereas apoptotic ECs are increased (Figure 3I–M).

**Figure 3.**
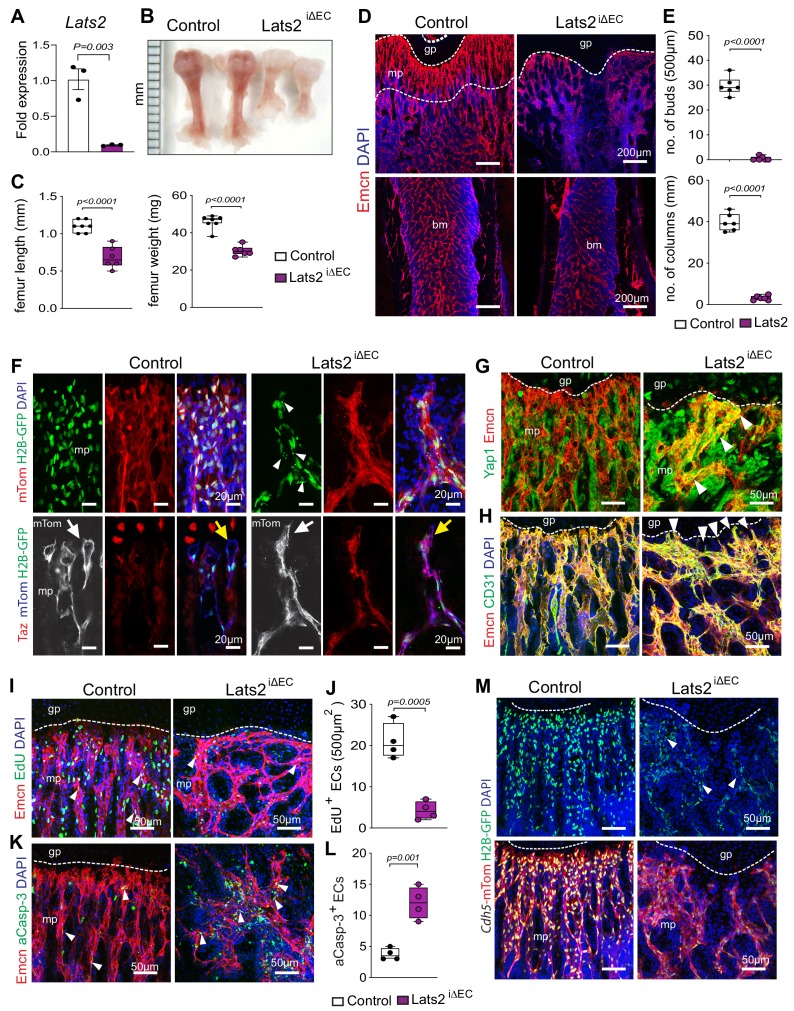
Endothelial Lats2 promotes angiogenesis in bone. (**A**) *Lats2* transcript levels are significantly decreased in freshly isolated Lats2^iΔEC^ mutant bone ECs compared to control. (n = 3, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**B, C**) Freshly dissected P21 Lats2^iΔEC^ mutant femur relative to littermate control (**B**). Femur length (mm) and weight are reduced in Lats2^iΔEC^ mutants (**C**). (control n = 7 and mutant n = 6; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**D, E**) Representative confocal images of P21 control and Lats2^iΔEC^ femur stained with Emcn+ (red) vasculature, and nuclei in DAPI (blue) (**D**). Vessel buds and columns are strongly reduced in Lats2^iΔEC^ mutants compared to littermate controls (**E**). (n = 6, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**F**) Lats2^iΔEC^ distal vessel buds and arches switch to a tip-like morphology (arrow). The *Cdh5-mTnG* reporter (red and green) visualizes nuclear fragmentation (arrowheads) in Lats2^iΔEC^ ECs but not in control. Taz immunosignal is strongly increased in Lats2^iΔEC^ mutants. (**G**) Yap1 (green) immunosignal is enhanced in Lats2^iΔEC^ metaphyseal vessels (Emcn, red). (**H**) Confocal image of control and Lats2^iΔEC^ femoral metaphysis stained for Emcn (red), CD31 (green), and nuclei (DAPI, blue). (**I, J**) Representative confocal image of proliferating (Emcn+, red; EdU+, green) ECs in metaphysis. Nuclei (DAPI, blue) (**I**). Quantification of EdU^+^ Emcn^+^ ECs in Lats2^iΔEC^ and control metaphysis (**J**) (control n = 4 and Lats2^iΔEC^n = 4 data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**K, L**) Apoptotic Emcn+ (red) and active caspase-3+ (aCasp-3, green) ECs in metaphysis. Nuclei (DAPI, blue) (**K**). Quantification of Emcn^+^ aCasp-3^+^ ECs (**L**) (control n = 4 and *Lats2*^iΔEC^n = 4 data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**M**) Representative confocal image of Lats2^iΔEC^ *Cdh5-mTnG* femur compared to littermate control. Figure 3—source data 1.Source data for Figure 3A,C,E,J,L.

**Figure 3—figure supplement 1.**
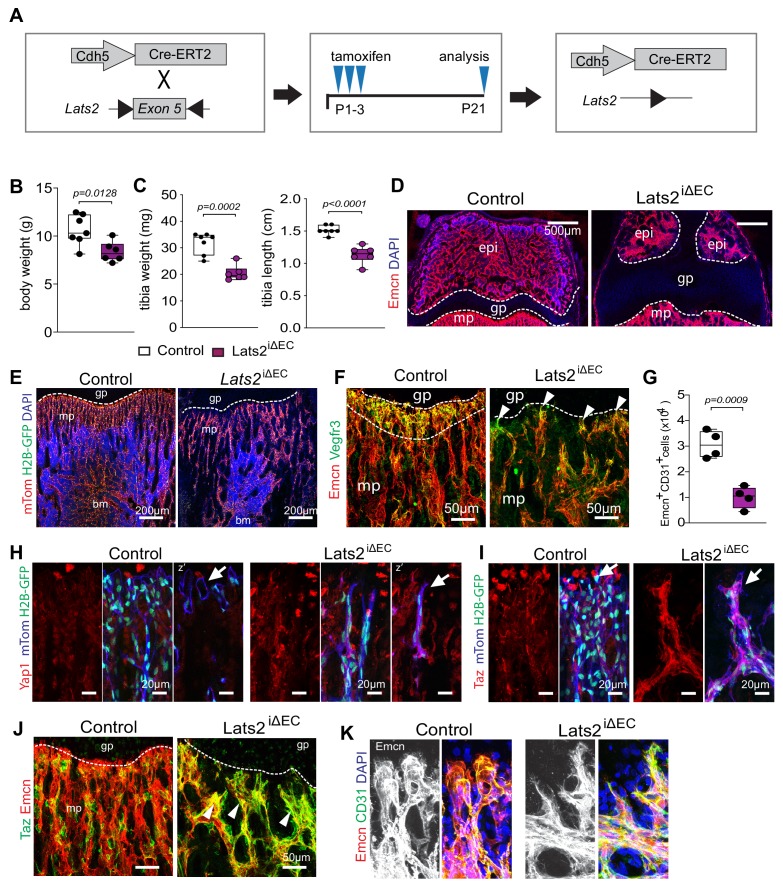
Endothelial Lats2 promotes bone angiogenesis. (**A**) Scheme showing the time points of tamoxifen administration and analysis of Lats2^iΔEC^ mutants. (**B, C**) Average body weight (**B**) and tibia weight and length (**C**) of control and Lats2^iΔEC^ mutants (Control n = 7; mutant = 6). Data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**D**) Representative images of P21 control and Lats2^iΔEC^ femoral epiphysis with vessels (Emcn, red) in secondary ossification center. Nuclei, DAPI (blue). (**E**) Representative images of 3-week-old *Cdh5-mTnG* (red and green) control and *Lats2*^iΔEC^ mutant bones. (**F**) Representative images of P21 control and Lats2^iΔEC^ femoral metaphyseal vessels stained for Emcn (red) and VEGFR3 (green). VEGFR3, a marker of vessel buds in proximity of the growth plate, is reduced in *Lats2*^iΔEC^ mutants. (**G**) Graph showing the results of the flow cytometric analysis of the number of Emcn+ CD31+ ECs (n = 4, data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). (**H, I**) Representative images of P21 *Cdh5-mTnG* (red and green) control and Lats2^iΔEC^ bones. Yap1 (**H**) and Taz (**I**) expression and tip-like cells (arrow) are increased in mutant metaphyseal vessels. (**J**) Representative images of P21 control and Lats2^iΔEC^ femoral increased Taz immunosignal (green) in the Lats2^iΔEC^ metaphyseal vasculature (Emcn, red) relative to control. (**K**) High magnification of confocal image showing that buds are replaced by sprout-like structures in Lats2^iΔEC^ mutants. Figure 3—figure supplement 1—source data 1.Source data for Figure 3—figure supplement 1B,C,G.

**Figure 3—figure supplement 2.**
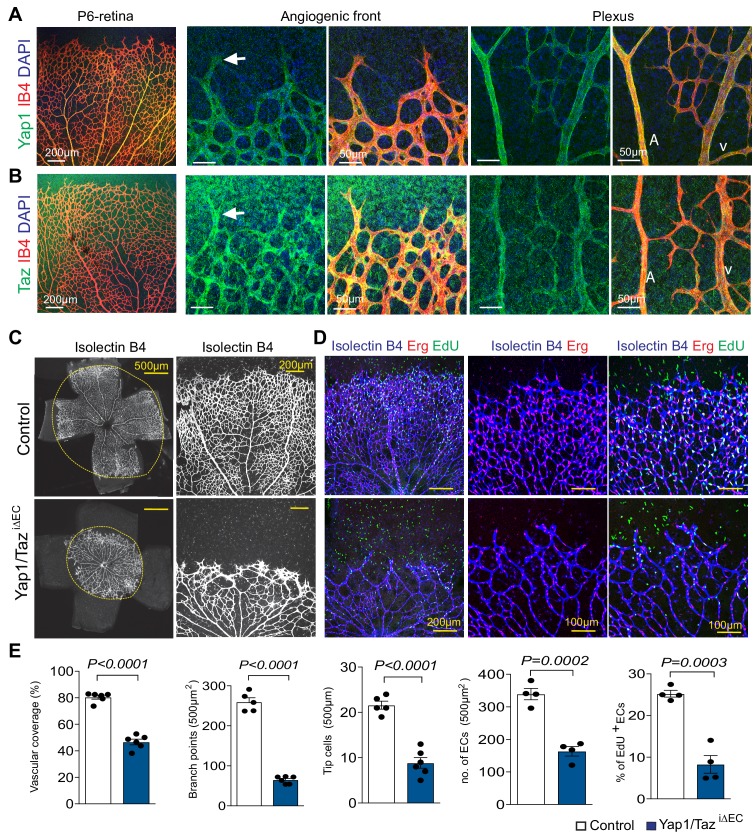
Endothelial Yap1/Taz in retinal angiogenesis. (**A, B**) P6 retina whole-mount immunostaining of Yap1 (**A**), green) and Taz (**B**), green) shows expression of Isolectin B4-positive (IB4, red) retinal vessels. Higher magnifications show sprouts at the angiogenic front (center) and arteries (**A**) and veins (**V**) in the central plexus. (**C–E**) Confocal images of P6 retina whole-mount showing the Isolectin B4-stained Yap1/Taz^iΔEC^ and littermate control vasculature (**C**). Higher magnification images show staining with Isolectin B4 (blue), anti-Erg antibody (EC nuclei, red) and EdU (green) cells. Nuclei of EdU+ ECs appear white (**D**). Reduction of vascular coverage, branching, tip cells, number of Erg+ ECs, and percentage of proliferating Erg+ EdU+ ECs in Yap1/Taz^iΔEC^ mutant retinal vessels (**E**) (n = 6 and 4; data are presented as mean ±sem. *P* values, two-tailed unpaired *t-test*). Figure 3—figure supplement 2—source data 1.Source data for Figure 3—figure supplement 2E.

**Figure 3—figure supplement 3.**
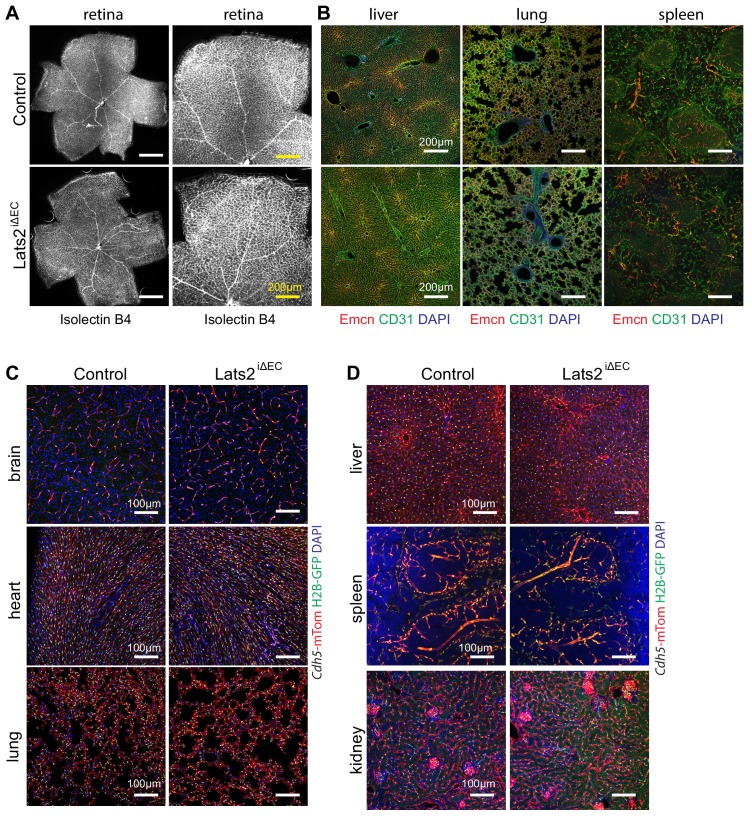
Endothelial Lats2 in organ-specific angiogenesis. (**A, B**) Images of control and Lats2^iΔEC^ P21 retina whole mounts stained with Isolectin B4 (**A**). Representative confocal images of the vasculature in sections from control and *Lats2*^iΔEC^ mutant liver, lung, and spleen stained with Emcn (red), CD31 (green), DAPI (blue) (**B**). (**C, D**) Representative confocal images of the vasculature in different organs from 3-week-old Lats2^iΔEC^ mutant and littermate controls positive for the *Cdh5-mTnG* reporter allele (red, mTom; green, H2B-GFP; blue, DAPI).

The murine retina is a widely used model of postnatal sprouting angiogenesis, in which the growth of an initially two-dimensional superficial vessel plexus can be easily monitored from P1 to P7 (Gerhardt et al., 2003; Pitulescu et al., 2010). Immunostaining of Yap1 and Taz in P6 retina confirmed expression of both proteins in the vascular endothelium (Figure 3—figure supplement 2A,B). Following the administration of tamoxifen from P1-P3, the outgrowth of the retinal vasculature, vessel sprouting and branching are impaired in Yap1/Taz^iΔEC^ double mutant retinas, which show strongly reduced EC numbers and significantly fewer proliferating (EdU+ Erg+) ECs (Figure 3—figure supplement 2C–E). These findings are consistent with recently published results (Kim et al., 2017; Neto et al., 2018) and show that Yap1 and Taz have opposite roles in the regulation of vessel growth in retina and bone. Lats2^iΔEC^ mutants show strong defects in the bone vasculature but not in other organs such as retina, brain, liver, lung, kidney, heart, and spleen (Figure 3—figure supplement 3A–D). These data establish that endothelial Yap1/Taz and Lats2 have distinct roles in different organs.

### Crosstalk between Yap1/Taz and HIF-1α function

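Bone ECs were sequenced from mice that are labelled 21 days old in the deposited records and 3 weeks old (P21) in the paper, with 3 libraries labelled Yap1/Taz iΔEC, the inducible knockout of Yap1 and Wwtr1 in ECs, and 3 libraries labelled control. The authors deposited 1 list of FPKM values per library, by Ensembl gene identifier. Of the identifiers in each list, 21375 were matched to a gene symbol and 228 were not. Between 62.3% and 63.4% of low values lay within 0.02 reads of a whole number after reads were recovered with gene lengths, as for the mpEC and bmEC libraries. The recovered reads numbered 5041860, 7162965 and 6463009 in control replicates 1 to 3, and 4889945, 6473001 and 6233360 in the libraries labelled Yap1/Taz iΔEC. A single read in a gene of 2000 bases is 0.0726 to 0.107 FPKM. Genes above 0 numbered 13434, 14632 and 14237 in the controls and 14592 to 14686 in the libraries labelled Yap1/Taz iΔEC. The 10 most abundant genes held 8.56% to 10.6% of all FPKM, with Eef1a1 or mt-Co3 at the top.

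The targeted genes come first because they check the labels. Yap1, on chromosome 9 of GRCm38 from 7931999 to 8004596, was at 1.23 ± 0.339 FPKM (SD, n = 3) in controls and 1.15 ± 0.245 FPKM in the libraries labelled Yap1/Taz iΔEC, with 47 to 103 reads per library. Its log2 fold change was -0.04 (SE 0.18, adjusted p = 0.934). Wwtr1, on chromosome 3 from 57455649 to 57575910, was at 10.1 ± 0.240 FPKM in controls and 18.1 ± 2.48 FPKM in the libraries labelled Yap1/Taz iΔEC, a log2 fold change of 0.78 (SE 0.12, adjusted p = 0.0272). Over 14 alternative fits the adjusted p-value of Wwtr1 ranged from 0.00749 to 0.18, and the direction was the same in each. It was over 0.05 without control replicate 2 (0.0752) or 3 (0.0715), without replicate 2 (0.18) or 3 (0.144) of those labelled Yap1/Taz iΔEC, and with no expression filter (0.0678). By quantitative PCR, the paper reports the Yap1 and Wwtr1 transcripts as lower in bone ECs of Yap1/Taz iΔEC mice than in controls. In the libraries here, values summed over a whole gene do not show a loss of either transcript, and Wwtr1 goes against the labels. The groups are therefore called by their labels, and every direction given for them rests on those labels. Fold changes are for the libraries labelled Yap1/Taz iΔEC relative to controls.

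**Figure D2:**
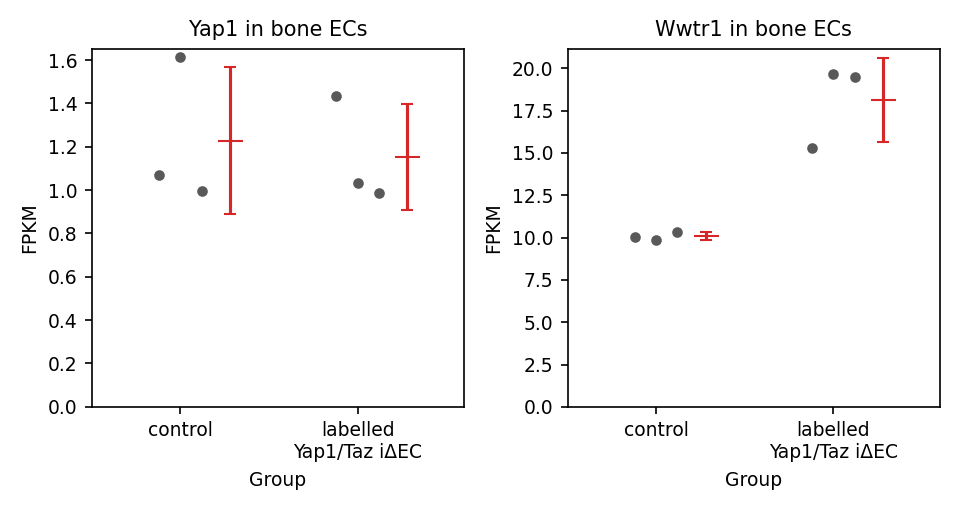
FPKM (vertical axis) of Yap1 and Wwtr1 in each library (points) of control bone ECs and of those labelled Yap1/Taz iΔEC (horizontal axis), with red marks for the mean and the SD of 3 libraries. Wwtr1 lies at 15.3 to 19.7 FPKM in the libraries labelled Yap1/Taz iΔEC, above all controls.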

To gain insight into the surprising increase in bone angiogenesis in the absence of Yap1/Taz, we performed RNA sequencing (RNA-seq) analysis of freshly isolated bone ECs from P21 Yap1/Taz^iΔEC^ and littermate controls in triplicates. 

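In the PCA of the control libraries and those labelled Yap1/Taz iΔEC, the first component held 46.0% of the variance and the second 29.8%. Controls lay between -10.1 and -4.48 on the first component and the libraries labelled Yap1/Taz iΔEC between 3.82 and 10.4. The share of the first component changed most without control replicate 1, to 62.5%, and was 39.3% over all tested genes instead of the 500 most variable. In each of the 10 settings tried the groups did not overlap on the first component.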

Principal component analysis (PCA) of the resulting RNA-seq data shows 62% variation between control and mutant samples, which cluster into two distinct groups (Figure 4—figure supplement 1A). 

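Of 11320 genes tested, 100 were higher and 48 lower in the libraries labelled Yap1/Taz iΔEC than in controls at an adjusted p-value under 0.05, and 2023 had an unadjusted p-value under 0.05. These counts depended on single libraries. Without the library labelled Yap1/Taz iΔEC replicate 1 there were 215 higher and 78 lower genes. Without control replicate 2 there were 11 and 9, and without control replicate 3 there were 8 and 6. Without replicate 2 or replicate 3 of those labelled Yap1/Taz iΔEC there were 0 higher and 1 lower, although 1269 and 1444 genes had an unadjusted p-value under 0.05. With no expression filter the counts were also 0 and 1, with 2338 genes at an unadjusted p-value under 0.05.

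The largest increases among genes past the threshold with a mean of at least 5 FPKM and groups that do not overlap were those of Stc1, Cxcl1, Enpp6, Apold1 and Tiparp, with log2 fold changes of 1.78, 1.78, 1.53, 1.36 and 1.35. Stc1, on chromosome 14 of GRCm38 from 69029238 to 69041804, rose from 4.23 ± 0.512 FPKM (SD, n = 3) to 17.7 ± 6.01 FPKM (SE of the log2 fold change 0.22, adjusted p = 0.0169). Enpp6 rose from 9.63 ± 1.06 to 30.4 ± 7.84 FPKM (SE 0.18, adjusted p = 0.0117). The general list of dissociation stress genes had 31 higher and 9 lower genes in this comparison, with a mean log2 fold change of 0.31. Its adjusted p was 1.06e-05 with camera and 0.0577 with fry. The highest log2 fold change of that list, 1.78 (1.7812), was that of Cxcl1. Dissociation stress as a source of the increases named here was not tested and stays open. The largest decrease by the same limits was that of Hist1h2al, from 92.1 ± 8.97 FPKM to 0.839 ± 0.35 FPKM, a log2 fold change of -5.68 (SE 0.15, adjusted p = 6.32e-08). It belongs to a family of near-identical histone genes that can share reads, and 32.2% of its bases overlap a gene on the other strand. It passed in all 14 alternative fits. Col1a1, Jchain, Mycn and Mrpl14 followed with -1.95, -1.79, -1.18 and -0.995, and 11.2% of the exon bases of Mrpl14 overlap a gene on the other strand. Apart from Hist1h2al, these genes were not past the threshold without the library labelled Yap1/Taz iΔEC replicate 2 or replicate 3, or with no expression filter.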

Differential gene expression adjusted to a p-value of 0.05 identifies 341 upregulated genes and 118 downregulated genes in Yap1/Taz^iΔEC^ mutant ECs (Figure 4A; Figure 4—figure supplement 1B and Figure 4—figure supplement 1—source data 1). Gene ontology (GO) analysis shows biological processes such as angiogenesis, vascular development and EC migration as top hits among the genes that are upregulated in Yap1/Taz^iΔEC^ ECs (Figure 4—figure supplement 1C). Gene set enrichment analysis (GSEA) for cellular signaling pathways reveals that the hypoxia-inducible factor (HIF1α and HIF2α) transcription factor signaling networks are enriched (Figure 4B). In particular, HIF1α target genes and HIF-controlled pro-angiogenic genes, such as *Vegfa, Lrg1, Angtpl4*, and *Xbp1*, are strongly upregulated in Yap1/Taz^iΔEC^ bone ECs (Figure 4C,D and Figure 4—source data 1). 

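The list of 40 HIF target genes from general knowledge had 39 genes tested in these libraries, 25 of them higher and 14 lower in the libraries labelled Yap1/Taz iΔEC, with a mean log2 fold change of 0.13. Only Vegfa had an adjusted p-value under 0.05 over all genes tested, and 7 genes did when adjusted over the list alone, 5 of them higher. The adjusted p of the list was 0.073 with camera and 0.137 with fry, over 32 lists. It ranged from 0.0155 to 0.358 over the alternatives and was 0.0155 without the library labelled Yap1/Taz iΔEC replicate 1 and 0.0436 after the trend with GC content and gene length was removed. Pkm, the most abundant gene of the list, was at 372.9 FPKM in controls and 401.7 FPKM in the libraries labelled Yap1/Taz iΔEC. The 14 genes of Figure 1F, chosen on other libraries, had 13 higher and 1 lower gene, a mean log2 fold change of 0.50 and adjusted p-values of 3.9e-06 with camera and 0.0295 with fry. Of the 14 genes, 3 had an adjusted p-value under 0.05 over all genes tested, and 8 did when adjusted over the list alone. The general YAP/TAZ target list had 19 tested genes, 14 higher and 5 lower, with a mean of 0.11. None of them was past 0.05 over all genes tested, 5 had an unadjusted p-value under 0.05 and 2 passed when adjusted over the list alone. Its adjusted p was 0.101 with camera and 0.0502 with fry, and 0.0482 with no expression filter in a range from 0.0482 to 0.262. Of the 32 lists in this comparison, 21 had an adjusted p-value under 0.05 with camera, 19 with fry and 18 with both. With an estimated correlation none did, and 7 had an unadjusted p-value under 0.05. The gene sets and rankings of the paper's GSEA were not used here.

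**Figure D3:**
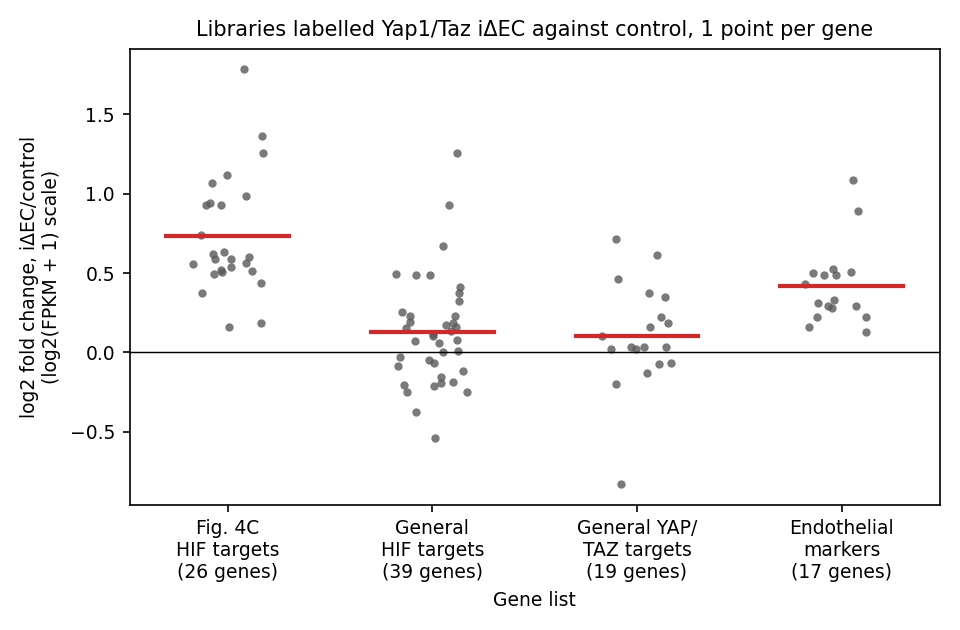
Log2 fold change of the libraries labelled Yap1/Taz iΔEC relative to control on the log2(FPKM + 1) scale (vertical axis) for each tested gene (points) of 4 gene lists (horizontal axis), with red lines at the list means. The means are 0.73 for the HIF targets of Figure 4C, 0.13 for the general HIF targets, 0.11 for the general YAP/TAZ targets and 0.42 for endothelial markers.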

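Vegfa, on chromosome 17 of GRCm38 from 46016993 to 46032369, was at 21.7 ± 5.45 FPKM (SD, n = 3) in controls and 52.8 ± 9.16 FPKM in the libraries labelled Yap1/Taz iΔEC. The log2 fold change was 1.26 (SE 0.18, adjusted p = 0.0235), and over 14 alternative fits its adjusted p-value ranged from 0.00412 to 0.144 and was under 0.05 in 10. The others were no expression filter (0.0678) and the omission of control replicate 3 (0.0697) or of replicate 2 (0.137) or 3 (0.144) of those labelled Yap1/Taz iΔEC. Lrg1 rose from 219.7 ± 12.4 to 338.0 ± 80.3 FPKM, a log2 fold change of 0.59 (SE 0.17, adjusted p = 0.108). Angptl4 went from 34.7 ± 8.38 to 67.5 ± 19.4 FPKM (log2 fold change 0.93, SE 0.23, adjusted p = 0.0782) and Xbp1 from 86.5 ± 7.22 to 117.8 ± 13.0 FPKM (0.44, SE 0.11, adjusted p = 0.081). In all 4 genes the groups were separate, as chance gives for 10% of genes. Without the library labelled Yap1/Taz iΔEC replicate 1, which had the lowest Lrg1 and Angptl4 values of its group, the adjusted p-values of Lrg1, Angptl4 and Xbp1 were 0.00749, 0.0188 and 0.0421. Their ranges over the alternatives were 0.00749 to 0.362, 0.0188 to 0.285 and 0.0421 to 0.322.

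Figure 4C shows 26 genes, and all 26 had positive log2 fold changes, from 0.16 to 1.78 with a mean of 0.73. The groups were separate for 24 of them. Over all genes tested 7 had an adjusted p-value under 0.05, namely Stc1, Apold1, Vegfa, Bbc3, Ramp3, Dll1 and Atf4. Adjusted over the list alone there were 24, which is not independent evidence because the genes were chosen on these libraries. The set had an adjusted p of 7.51e-20 with camera and 0.0315 with fry, on the same chosen genes. The title of Figure 4 in the paper states that loss of Yap1 and Taz changes the expression of hypoxia target genes in bone ECs. Every direction given here depends on the labels of libraries whose Wwtr1 level is higher than that of controls. Dissociation stress genes also had a positive mean log2 fold change in this comparison (0.31, 31 higher and 9 lower). Whether dissociation stress adds to the rise of the Figure 4C genes was not tested.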

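Bone ECs of Lats2 iΔEC mice, in which the kinase gene Lats2 is deleted in ECs, were represented by 2 libraries, with 2 libraries of control bone ECs. The methods speak of biological triplicates, and 2 libraries per group were analyzed here. The authors deposited FPKM values for 38926 gene names, 27 of which had been turned into dates and name no gene. As for the other comparisons, reads were recovered from FPKM and gene length, and 67.6% to 69.6% of low values lay within 0.02 reads of a whole number. There were 5915117 and 7141993 recovered reads in the controls and 4759823 and 6730860 in Lats2 iΔEC, so that 1 read in a gene of 2000 bases is 0.0841 to 0.132 FPKM. From 16526 to 17040 genes were above 0. Gm23935 was the most abundant gene, at 6093 and 7629 FPKM in controls and 15846 and 26667 FPKM in Lats2 iΔEC, and the 10 most abundant genes held 8.69% to 16.8% of all FPKM. Replicate 1 of control and Lats2 iΔEC had 3.30 and 6.59 FPKM of Xist and no values above 0 for Ddx3y, Eif2s3y, Kdm5d and Uty, which are on the Y chromosome. Replicate 2 had 0.0188 and 0.202 FPKM of Xist, and all 4 of these genes were above 0 in both groups.

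The targeted gene Lats2, on chromosome 14 of GRCm38 from 57689662 to 57758388, was at 23.7 ± 0.471 FPKM (SD, n = 2) in controls and 19.2 ± 0.0108 FPKM in Lats2 iΔEC. Its log2 fold change was -0.29 (SE 0.11, adjusted p = 0.125, range over 8 alternative fits 0.0948 to 0.207). The value covers the whole gene, and 42.4% of its exon bases are shared with another gene on the same strand.

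PCA placed the controls at -26.6 and -23.1 on the first component, which held 78.9% of the variance, and Lats2 iΔEC at 16.1 and 33.6. The second component held 12.5%. A pseudocount of 0.1 lowered the share of the first component to 57.2%. Of 12437 genes tested, 106 were higher and 151 lower in Lats2 iΔEC at an adjusted p-value under 0.01 and an absolute log2 fold change over 0.5, while 4797 had an unadjusted p-value under 0.05. The model had no term for the replicate number, which goes with Xist and the Y-linked genes in these libraries. With that number as a block in the model, 316 were higher and 297 lower. With no expression filter 0 genes passed in either direction and 5505 had an unadjusted p-value under 0.05, and with limma-voom on the recovered reads, an alternative chosen after the values were seen, 568 were higher and 541 lower. The largest increases among genes past the threshold with a mean of at least 5 FPKM and groups that do not overlap were those of Chga, Angpt2, Edn1, Adm and Apln, with log2 fold changes of 5.21, 4.98, 4.55, 4.51 and 4.34. Chga, on chromosome 12 from 102554969 to 102565028, rose from 0.741 ± 0.594 FPKM (SD, n = 2) to 61.4 ± 0.433 FPKM (SE of the log2 fold change 0.25, adjusted p = 0.00573). Large decreases were those of Crygn, Crispld1, Gpm6a and Ubd, at -3.47, -3.35, -3.33 and -3.29, and 12.1% of the exon bases of Crispld1 overlap a gene on the other strand. Gpm6a, on chromosome 8 from 54954843 to 55060871, fell from 315.4 ± 14.7 to 30.9 ± 6.94 FPKM (SE 0.18, adjusted p = 0.00573). Each of the genes named here had an adjusted p-value under 0.05 in all 8 alternative fits.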

Bone ECs from Lats2^iΔEC^ mutants, which show a profound reduction of the bone vasculature, were also analyzed by RNA-seq (Figure 4—figure supplement 1D,E). 

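Cyr61, on chromosome 3 of GRCm38 from 145646976 to 145649981, was at 36.3 ± 11.3 FPKM (SD, n = 2) in controls and 426.4 ± 156.1 FPKM in Lats2 iΔEC, a log2 fold change of 3.50 (SE 0.32, adjusted p = 0.00808). Thbs1 rose from 15.7 ± 8.68 to 170.5 ± 46.7 FPKM (log2 fold change 3.44, SE 0.40, adjusted p = 0.0105) and Ddah1 from 5.49 ± 0.121 to 52.2 ± 18.9 FPKM (2.99, SE 0.26, adjusted p = 0.00758). Lhfp was at 2.88 ± 1.11 and 19.7 ± 7.28 FPKM, with a log2 fold change of 2.40 (SE 0.32, adjusted p = 0.0126). Ctgf was at 57.7 ± 15.0 and 366.3 ± 144.9 FPKM, with a log2 fold change of 2.61 (SE 0.32, adjusted p = 0.0113), and 23.2% of its exon bases overlap a gene on the other strand. Lrg1 fell from 2046.5 ± 31.4 FPKM (SD, n = 2) to 405.9 ± 5.06 FPKM, a log2 fold change of -2.33 (SE 0.14, adjusted p = 0.00573). Vegfa fell from 7.63 ± 0.207 to 1.16 ± 0.189 FPKM (log2 fold change -1.998, SE 0.17, adjusted p = 0.00758), Igfbp2 from 134.5 ± 0.960 to 51.0 ± 1.34 FPKM (-1.38, adjusted p = 0.00717) and Xbp1 from 353.3 ± 27.6 to 176.4 ± 14.3 FPKM (-0.999, adjusted p = 0.013). Angptl4 fell from 163.7 ± 1.63 to 117.3 ± 17.6 FPKM, with an SE of 0.14 on the log2 scale and an adjusted p of 0.0687. This value ranged from 0.0152 to 0.113 over 8 alternative fits and was under 0.05 after quantile normalization (0.0152) and with limma-voom (0.0425), the latter chosen after the values were seen. With each library left out in turn, the log2 fold change of Cyr61 stayed between 3.12 and 3.88 and that of Lrg1 between -2.35 and -2.32. Such fits leave 1 library in a group and give no p-value.

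As sets, the 5 genes of Figure 4E had a mean log2 fold change of 2.99 and all 5 were past an adjusted p-value of 0.05, both over all genes tested and adjusted over the list alone. The 5 genes of Figure 4F had a mean of -1.44, with 4 past 0.05 over all genes tested and 5 adjusted over the list alone. The study chose both lists on these libraries, so the counts over the lists and the set tests are not independent evidence. Camera gave both sets an adjusted p of 0.000242 over 32 lists, and fry gave 0.0504 for Figure 4E and 0.00408 for Figure 4F. Of the 32 lists, 17 had an adjusted p-value under 0.05 with camera, 8 with fry, 6 with both and 0 with an estimated correlation, where 0 also had an unadjusted p-value under 0.05. The general YAP/TAZ target list, with 23 genes tested, had 18 higher and 5 lower genes and a mean of 1.03. Over all genes tested 10 higher and 1 lower gene passed, and 13 genes passed when adjusted over the list alone (camera adjusted p = 0.000457, fry adjusted p = 0.0504). Axl, the lower gene that passed, had a log2 fold change of -2.10 (adjusted p = 0.00654). The general HIF target list, with 36 genes tested, had 24 higher and 12 lower genes and a mean of 0.58. Of these, 15 higher and 3 lower genes passed over all genes tested and 25 adjusted over the list alone, 18 of them higher. Its camera adjusted p was 0.0364, its fry adjusted p was 0.242 and the range over the alternatives was 0.0113 to 0.665. Its most abundant gene, Pkm, was at 540.3 FPKM in controls and 776.0 FPKM in Lats2 iΔEC. The paper sets the directions of the genes in Figure 4E and F beside the reduced bone vasculature that it describes in Lats2 iΔEC mutants.

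**Figure D4:**
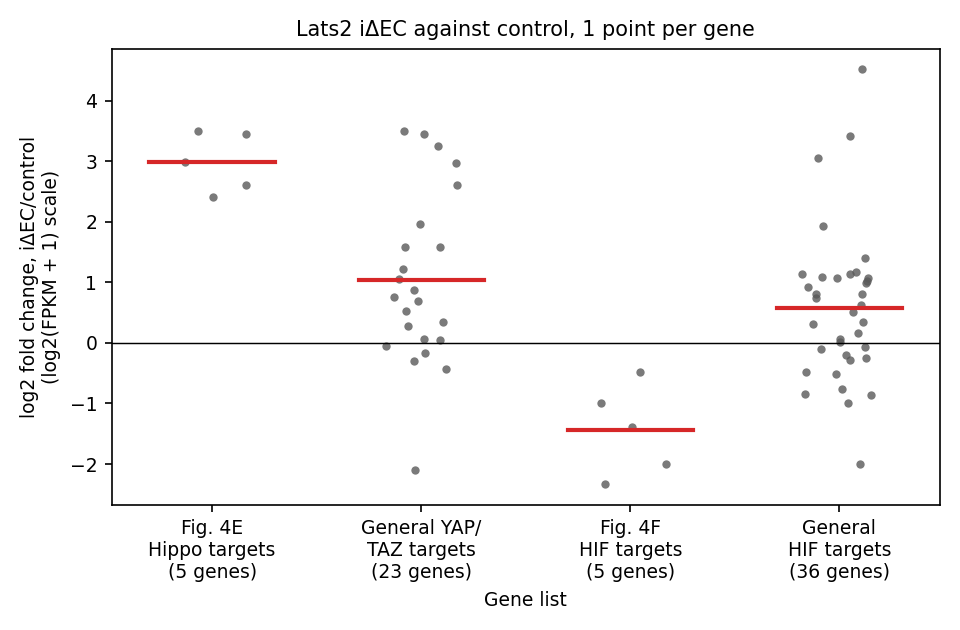
Log2 fold change of Lats2 iΔEC relative to control on the log2(FPKM + 1) scale (vertical axis) for each tested gene (points) of 4 gene lists (horizontal axis), with red lines at the list means. The means are 2.99 for the Hippo targets of Figure 4E, 1.03 for the general YAP/TAZ targets, -1.44 for the HIF targets of Figure 4F and 0.58 for the general HIF targets.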

Consistent with the mutant phenotypes, expression of the Yap1/Taz controlled genes *Cyr61, Thbs1, Ddah1, Lhfp*, and *Ctrg* is increased in Lats2^iΔEC^ ECs, whereas the HIF1α controlled genes *Lrg1, Xbp1, Angptl4*, and *Vegfa* are downregulated (Figure 4E–G). 

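Of the genes that the paper shows as characteristic of bmECs, all 10 fell in Lats2 iΔEC bone ECs, with a mean log2 fold change of -2.13, and all 10 had an adjusted p-value under 0.05 over all genes tested and adjusted over the list alone. After Lrg1 and Igfbp2, whose values are given above, the list holds Sele with -2.84, Vcam1 with -2.83, Abcc9 with -2.54, Apoe with -2.20, Sepp1 with -2.06, Flt4 with -1.81, Selp with -1.71 and Cd38 with -1.63. As a set they had an adjusted p of 9.32e-08 with camera and 0.0232 with fry, which is not independent evidence for a list that the study shows for these libraries. In the comparison of bmECs with mpECs, on other libraries, the same 10 genes were all higher in bmECs, with a mean of 1.47, and 9 had an adjusted p-value under 0.05 over all genes tested. That direction is not independent evidence either. The paper shows Lrg1, Igfbp2, Sele, Flt4, Vcam1 and Sepp1 as higher in bmECs on those libraries.

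The 10 tip cell markers all rose in Lats2 iΔEC, with a mean log2 fold change of 2.47. Angpt2 rose from 8.11 ± 0.0661 FPKM (SD, n = 2) to 325.2 ± 216.5 FPKM (SE 0.47 on the log2 scale, adjusted p = 0.00816), and Esm1 from 7.10 ± 1.64 to 260.1 ± 195.4 FPKM, a log2 fold change of 4.79 (SE 0.55, adjusted p = 0.0104). Over all genes tested 9 passed an adjusted p-value of 0.05, and adjusted over the list alone all 10 did. Sox7, the exception, had 0.69 (adjusted p = 0.057). The 8 pro-apoptotic genes also all rose, with a mean of 0.99, from 0.41 for Bak1 to 2.78 for Tnfrsf9 (adjusted p = 0.0091). Over all genes tested 5 of them passed, and adjusted over the list alone 6 did. Bak1, Bad and Bnip3 did not pass over all genes tested, with adjusted p-values of 0.267, 0.0664 and 0.12. Because the study chose these lists on the same libraries, the counts over each list and the set tests are not independent evidence. The adjusted p was 6.52e-06 with camera and 0.0511 with fry for the tip cell markers, and 0.000457 and 0.0504 for the pro-apoptotic genes.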

Genes characteristic for bmECs are strongly downregulated (Figure 4—figure supplement 1F), but markers of tip cells in EC sprouts and as well pro-apoptotic genes are up-regulated in Lats2^iΔEC^ ECs (Figure 4—figure supplement 1F–H and Figure 4—figure supplement 1—source data 1). Consistent with the higher levels of Yap1/Taz in bmECs (Figure 1J,K), the loss of *Ctgf* and *Cyr61* expression and the upregulation of *Vegfa* and *Angptl4* are more pronounced in freshly sorted Yap1/Taz^iΔEC^ type L ECs relative to type H ECs. Conversely, *Ctgf* and *Cyr61* transcripts are more strongly increased and *Vegfa* and *Angptl4* reduced in Lats2^iΔEC^ type L ECs relative to type H ECs (Figure 4H,I).

**Figure 4.**
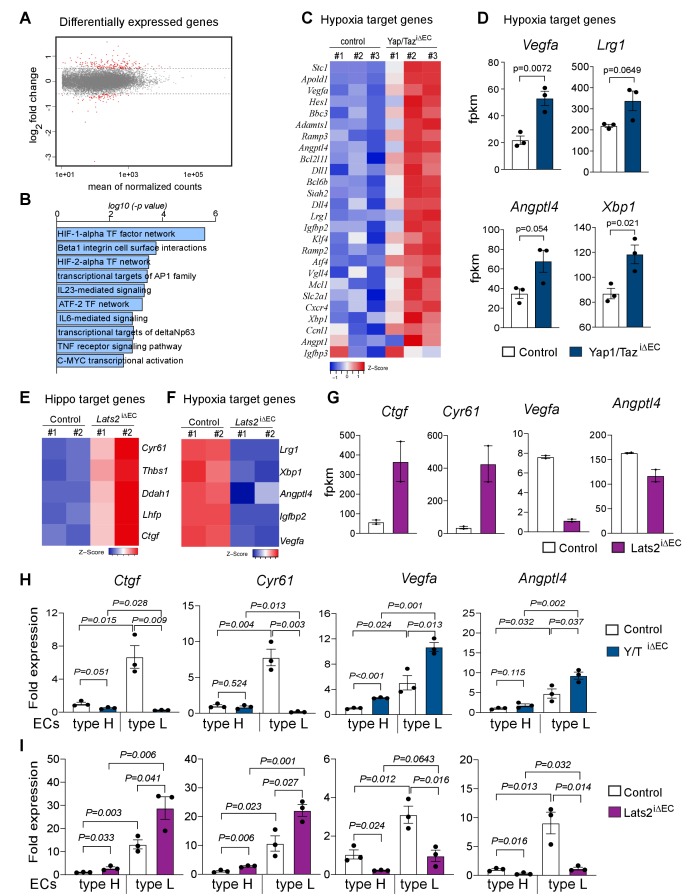
Loss of Yap1/Taz changes hypoxia target gene expression in bone ECs. (**A**) Differentially expressed genes determined by RNA-seq analysis of ECs from 3-week-old control vs. Yap1/Taz^iΔEC^ mutant bone (n = 3; log2 fold change). (**B**) Bar graph showing enrichment of cellular signaling pathway components among Yap1/Taz^iΔEC^ upregulated genes. (**C**) Heatmap of upregulated HIF1α target genes in Yap1/Taz^iΔEC^ bone ECs. (**D**) RNA-seq data showing expression of the HIF1α target genes *Vegfa*, *Lrg1, Angptl4*, and *Xbp1* in control and mutant bone ECs (n = 3; data are presented as mean ±sem). (**E, F**) Heatmaps of Hippo pathway (**E**) and hypoxia (**F**) target genes. Expression of *Cyr61, Thbs1, Ddah1, Lhfp, and Ctgf* is increased in Lats2^iΔEC^ ECs relative to control, whereas the HIF1α targets *Lrg1, Xbp1, Angptl4, Igfbp2*, and *Vegfa* are decreased. (**G**) Bar graph showing *Ctgf, Cyr61, Vegfa* and *Angptl4* gene expression levels in control and Lats2^iΔEC^ mutant ECs. (**H, I**) Expression of the Yap1/Taz targets *Ctgf, Cyr61* and the HIF1α targets *Vegfa, Angptl4* in freshly isolated type H and type L EC subpopulations from P21 Yap1/Taz^iΔEC^ (**H**) and Lats2^iΔEC^ (**I**) bone samples. Figure 4—source data 1.Source data for Figure 4C,D,E,F,G,H,I.

**Figure 4—figure supplement 1.**
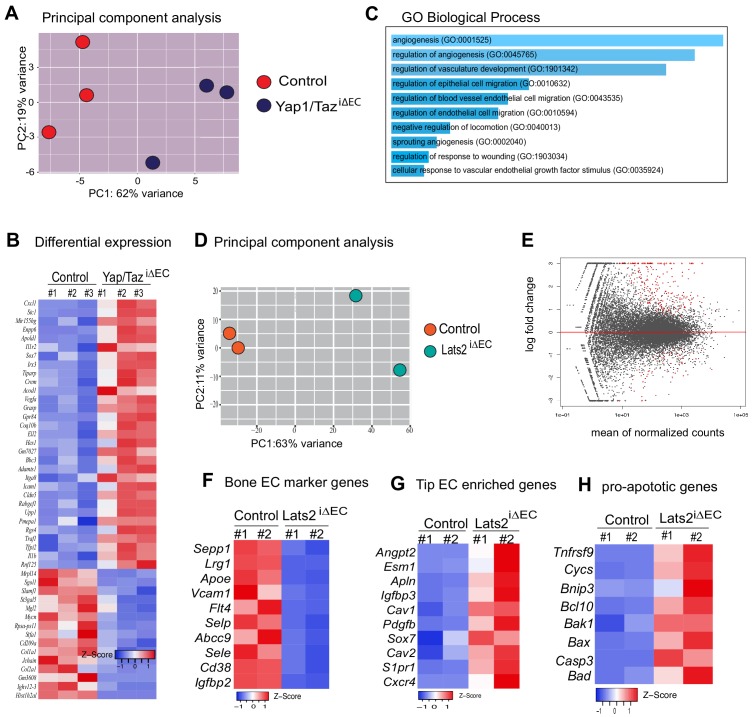
The Hippo pathway regulates HIF1α-controlled gene expression. (**A**) Principal component analysis (PCA) of RNA sequencing data from control and Yap1/Taz^iΔEC^ bone ECs. (**B**) Heatmap of selected upregulated and downregulated genes in Yap1/Taz^iΔEC^ bone ECs. (**C**) Gene ontology (GO) analysis of Yap1/Taz^iΔEC^ upregulated genes. Size of the bar graph represents significance based on p-value. (**D**) PCA of RNA sequencing data from control and Lats2^iΔEC^ mutant bone ECs. (**E**) Differentially regulated genes shown in MA-plots of control and Lats2^iΔEC^ bone ECs. The x-axis represents the mean normalized counts and the y-axis shows the log2 fold change. (**F–H**) Heatmap of selected gene sets showing changes in molecular markers for bone marrow ECs (**F**), tip cells (**G**) and pro-apoptotic genes (**H**). Figure 4—figure supplement 1—source data 1.Source data for Figure 4—figure supplement 1B,F,G,H.

To understand the underlying mechanism for the surprising function of Yap1/Taz in bone ECs, we used an independent approach in cultured human umbilical vein endothelial cells (HUVEC). HUVECs grown under hypoxic (1% O_2_) conditions strongly upregulate *VEGFA* and *ANGPTL4* expression relative to normoxia (21% O_2_). Hypoxia also leads to strong upregulation of the Yap1/Taz target genes *CTGF* and *CYR61* (Figure 5A) and, consistently, Yap1/Taz nuclear localization is increased under these conditions (Figure 5B). In vitro siRNA-mediated knockdown (KD) of human *YAP1* and *TAZ* efficiently reduces their expression at the transcript and protein level (Figure 5—figure supplement 1A,B). Expression of the Hippo pathway target genes *CTGF* and *CYR61* is strongly reduced and the expression of the HIF1α target genes *VEGFA* and *XBP1* are increased in *siYAP1/TAZ* treated cells (Figure 5C; Figure 5—figure supplement 1C). Moreover, immunoprecipitation and Western blot experiments show that HIF1α can be co-immunoprecipitated with Yap1/Taz proteins under hypoxic conditions (Figure 5D). To test whether the *siYAP/TAZ*-induced upregulation of *VEGFA* requires HIF1α, we used siRNA to interfere with *HIF1A* expression in HUVECs. Indeed, the HIF1α target genes *VEGFA*, *ANPTL4*, *IGFBP2* and *XBP1* are no longer upregulated after triple knockdown of *HIF1A* together with *YAP1*/*TAZ* (Figure 5E; Figure 5—figure supplement 1C). Moreover, ChIP experiments show that the binding of HIF1α to a hypoxia response element in the VEGFA gene (position −947) is significantly increased after *YAP1*/*TAZ* knockdown (Figure 5F). Highlighting the crosstalk between Yap1/Taz and HIF1α further, EC-specific inactivation of the *Hif1a* gene impairs the expression of *Vegfa* and *Angptl4* both in type H and type L ECs in vivo, but it also reduces the expression of *Ctgf* and *Cyr61* in type L cells (Figure 5—figure supplement 1D).

**Figure 5.**
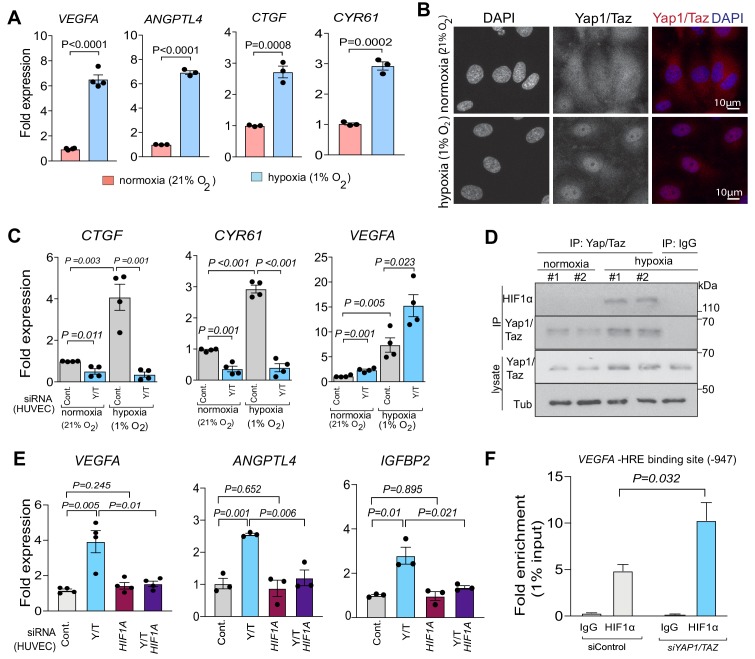
Yap1 and Taz inhibit HIF-1α-controlled gene expression. (**A**) Increased expression of the HIF1α target genes *VEGFA* and *ANGPTL4* as well as Yap1/Taz target genes *CTGF* and *CYR61* under hypoxic condition (1% O_2_) compared to normoxia (21% O_2_) (n = 4; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**B**) Confocal image of HUVEC showing nuclear accumulation of Yap1/Taz in 1% O_2_ relative to 21% O_2_. Nuclei, DAPI (blue). (**C**) Increased expression of the Yap1/Taz target genes *CTGF, CYR61* and the HIF1α target *VEGFA* in HUVECs in 1% O_2_ relative to 21% O_2_. *CTGF* and *CYR61* expression under both conditions is significantly reduced in *siYAP1/TAZ*-transfected (Y/T) HUVECs. *VEGFA* expression significantly increased in Y/T cells in both conditions (n = 4; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**D**) Western blots showing immunoprecipitation (IP) of Yap1/Taz followed by immunoblotting of HIF1α and Yap1/Taz. IgG is used as negative control in IP. Lysates are shown as loading control. (**E**) Increased *VEGFA*, *ANGPTL4*, *IGFBP2* expression in *siYAP1/TAZ*-treated HUVECs is normalized by *siHIF1A* transfection, whereas baseline *VEGFA*, *ANGPTL4* and *IGFBP2* is not altered by *HIF1A* knockdown alone (n = 3–4; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**F**) Enrichment of *VEGFA* promoter sequences after chromatin immunoprecipitation with HIF1α antibodies compared to IgG antibodies under hypoxic conditions and after transfection of HUVECs with *siYAP1/TAZ* or *siControl* (n = 3; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). Figure 5—source data 1.Source data for Figure 5A,C,E,F.

**Figure 5—figure supplement 1.**
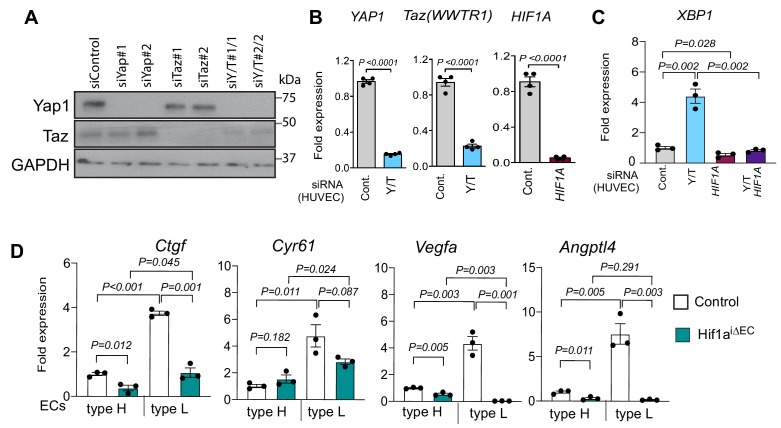
Yap1 and Taz inhibit HIF1α-controlled gene expression. (**A**) Decreased Yap1 and Taz protein levels in *siYAP1* and *siTAZ*-transfected HUVECs. (**B**) Reduced expression of *YAP1*, *TAZ* and *HIF1A* transcripts in HUVECs transfected with the indicated siRNAs. (**C**) *XBP1* expression is increased in *siYAP1/TAZ*-treated HUVECs and normalized by *siHIF1A,* whereas baseline *XBP1* is not altered by *HIF1A* knockdown alone (n = 3–4; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**D**) Expression of the Yap1/Taz targets *Ctgf, Cyr61* and the HIF1α targets *Vegfa, Angptl4* in freshly isolated type H and type L EC subpopulations from P21 Hif1a^iΔEC^ littermate control long bone. Figure 5—figure supplement 1—source data 1.Source data for Figure 5—figure supplement 1B,C,D.

HIF is stabilized under hypoxic conditions, translocates to the nucleus and regulates gene expression to stimulate angiogenesis and other processes (Pugh and Ratcliffe, 2003). In contrast, HIF α subunits are modified by prolyl-hydroxylases and thereby marked for rapid proteolytic degradation in normoxia (Aragonés et al., 2009; Safran and Kaelin, 2003). *Cdh5-CreERT2*-controlled and thereby EC-specific expression of a stabilized HIF1α mutant (Hif1AdPA^iEC^) lacking critical prolyl-hydroxylation sites (Kim et al., 2006) increases the abundance of metaphyseal type H capillaries, of columns and buds in proximity of the growth plate, and of arteries (Figure 6A–C), which is consistent with previously reported findings on the role of HIF signaling in bone ECs (Kusumbe et al., 2014). Supporting the crosstalk between Yap1/Taz and HIF-1α in vivo, the combination of Yap1/Taz^iΔEC^ and Hif1a^iΔEC^ loss-of-function alleles normalizes the increase in bone vascularization seen in Yap1/Taz^iΔEC^ samples (Figure 6D,E).

**Figure 6.**
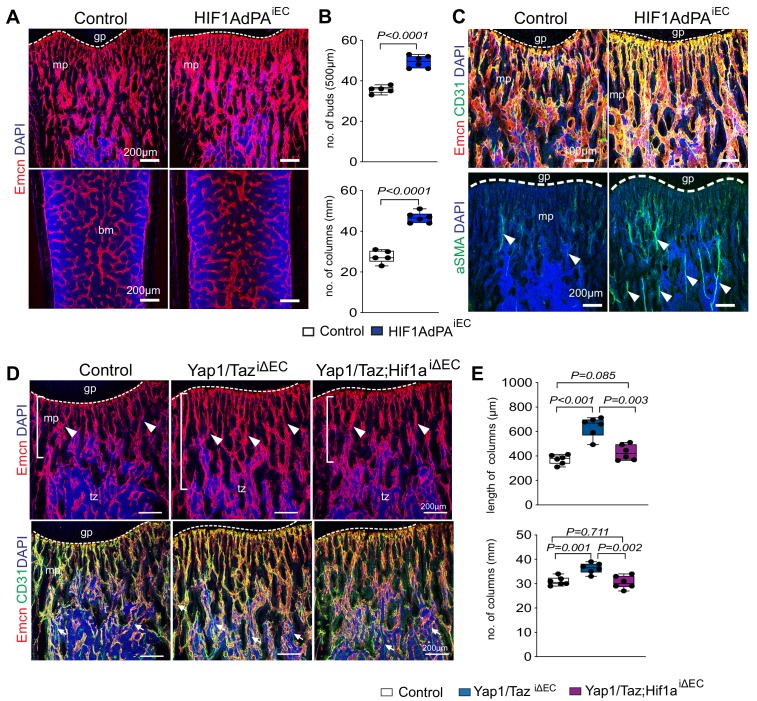
Cross-talk between Yap1/Taz and HIF1α in bone ECs. (**A, B**) Representative confocal images of control and HIF1AdPA^iEC^ femur. Emcn+ (red) ECs and nuclei (DAPI, blue) are stained (**A**). Vessel buds and column are increased in the HIF1AdPA^iEC^ metaphysis relative to littermate control (**B**) (n = 5; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**C**) Metaphyseal Emcn^hi^ (red) CD31^hi^ (green) capillaries in P21 control and *HIF1A* gain-of-function (HIF1AdPA^iEC^) femur. Nuclei, DAPI (blue). Number of aSMA positive arteries is increased in HIF1AdPA^iEC^ femur compared to control. (**D, E**) Maximum intensity projections of Yap1/Taz^iΔEC^, Yap1/Taz; Hif1a^iΔEC^ and control femur stained for Emcn (red) and CD31 (green). Nuclei, DAPI (blue). Arrowheads mark vessels in transition zone (**D**). Quantitative analysis of length and number of vessel column (**E**) (n = 6; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). Figure 6—source data 1.Source data for Figure 6B,E.

### Endothelial Hippo signaling controls osteogenesis

Based on previous studies revealing that bone angiogenesis and osteogenesis are coupled, we next investigated whether the changes in the Yap1/Taz^iΔEC^ femoral vasculature results in altered bone formation. P21 Yap1/Taz^iΔEC^ mutant mice display slightly lower body weights than control littermates, whereas the length and weight of their femurs and tibias are not changed significantly (Figure 7A–C; Figure 7—figure supplement 1A). Osterix+ and Runx2+ osteoprogenitor cells and multiple indicators of bone formation, such as osteocalcin and the matrix proteins osteopontin and collagen type I, are increased in the Yap1/Taz^iΔEC^ femur (Figure 7D,E; Figure 7—figure supplement 1B). Micro-computed tomography (μCT) analysis of Yap1/Taz^iΔEC^ femurs demonstrated that these changes are accompanied by significant increases in trabecular bone (Tb) fraction volume, Tb number and thickness in comparison to littermate controls (Figure 7H,I). Trabecular spacing, a parameter reflecting the separation of Tb elements, is reduced in Yap1/Taz^iΔEC^ samples. The number of osteoclasts, identified by antibodies directed against a subunit of vacuolar ATPase (ATP6V1B1/B2), is increased in mutants (Figure 7—figure supplement 1B) arguing that it is unlikely that the increase in trabecular bone is caused by impaired bone degradation.

**Figure 7.**
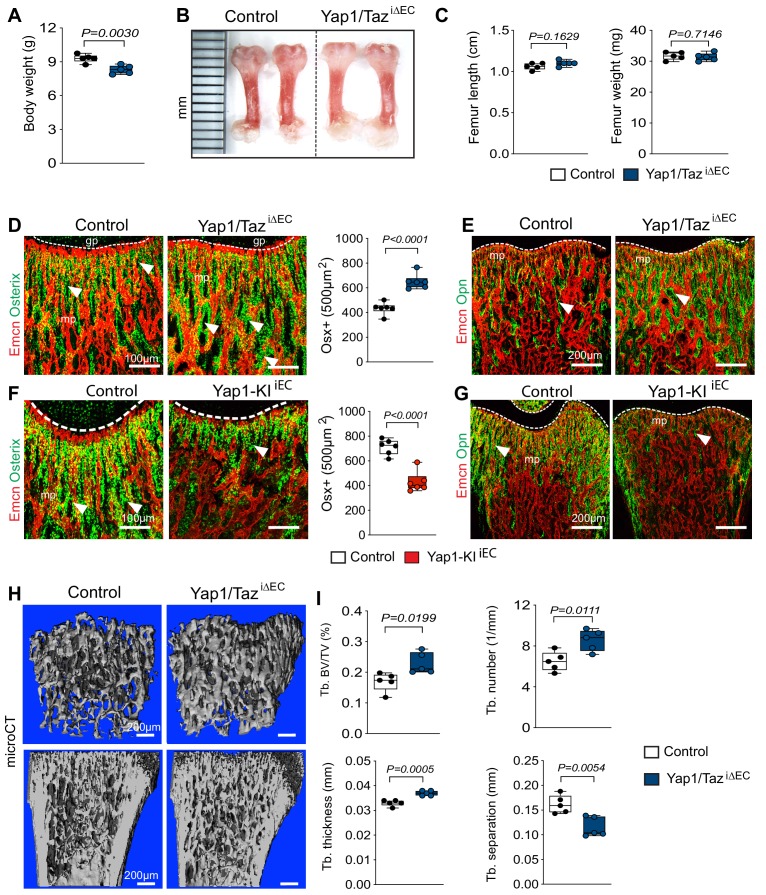
Endothelial Hippo signaling promotes coupling of angiogenesis and osteogenesis. (**A**) Average body weight of P21 control and Yap1/Taz^iΔEC^ mutants (n = 6; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**B, C**) Representative images of P21 control and Yap1/Taz^iΔEC^ femur (**C**). Quantitation of femur length and weight show no changes between Yap1/Taz^iΔEC^ mutants and littermate controls (**C**) (n = 6; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**D**) Confocal images showing Osterix+ cells (green) in relation to Emcn+ ECs (red) in P21 Yap1/Taz^iΔEC^ and control metaphysis. Graph on the right shows quantitative analysis of Osterix+ (Osx+) cells (control n = 6 and Yap1/Taz^iΔEC^n = 6; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**E**) Confocal images showing bone vessels (Emcn), and the bone matrix protein Osteopontin in Yap1/Taz^iΔEC^ vs control femur. (**F**) Representative confocal images of Osterix+ cells (green) in relation to Emcn+ ECs (red) in the P21 control and Yap1-KI^iEC^ femoral metaphysis. Graph on the right shows significant reduction of Osterix+ cells in Yap1-KI^iEC^ mutants (n = 6; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**G**) Decreased bone matrix protein Osteopontin (Opn, green) deposition in P21 Yap1-KI^iEC^ femur relative to control. ECs, Emcn (red). (**H, I**) Representative μCT images of trabecular bone in P21 control and Yap1/Taz^iΔEC^ femur (**H**). Quantitative analysis of trabecular volume (BV/TV, bone volume/total volume) trabecular (Tb.) number, Tb. thickness, and Tb. separation (**I**). (n = 5; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). Figure 7—source data 1.Source data for Figure 7A,C,D,F,I.

**Figure 7—figure supplement 1.**
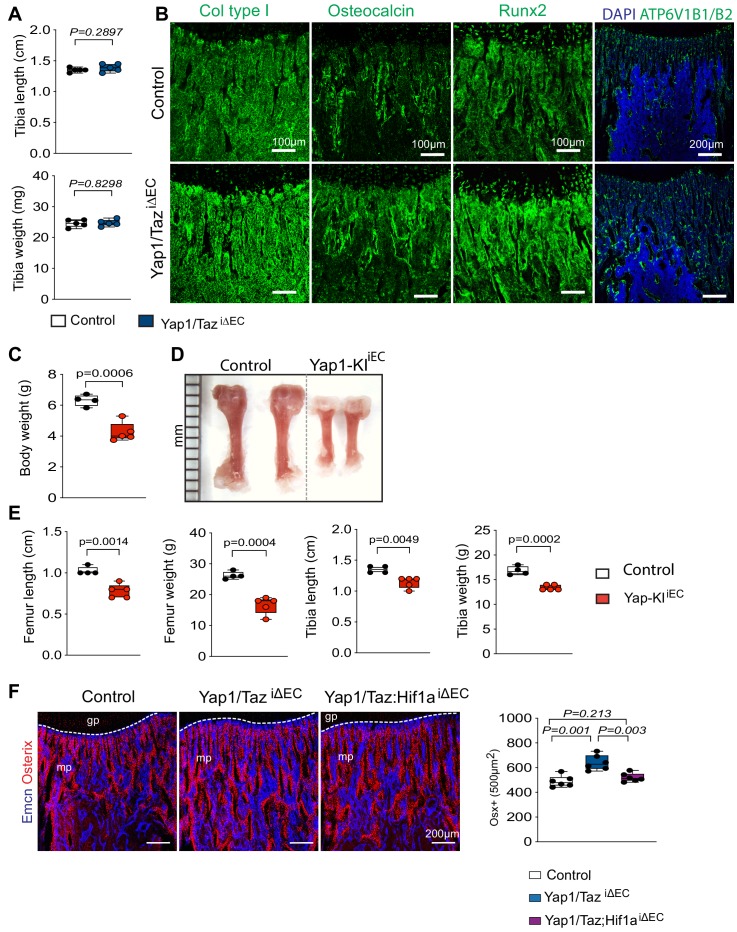
Endothelial Yap1/Taz controls coupling of angiogenesis and osteogenesis. (**A**) Quantifications of tibia weight and length show no changes between Yap1/Taz^iΔEC^ mutants and littermate controls (n = 6; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**B**) Confocal images showing osteoblast markers collagen type aI (Col type I, alpha 1) and Osteocalcin (Ocn), osteoprogenitor differentiation marker Runx2 and the osteoclast marker ATP6V1B1 and two in Yap1/Taz^iΔEC^ and control femur. (**C–E**) Average body weight of control and Yap1-KI ^iEC^ mice (**C**). Representative images of P21 control and Yap1-KI ^iEC^ femur (**D**). Quantification of femur and tibia weight and length in Yap1-KI ^iEC^ mutants relative to littermate controls (**E**) (n = 4, 5; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). (**F**) Representative confocal images of Osterix+ cells (red) in relation to Emcn+ ECs (blue) in P21 control, Yap1/Taz^iΔEC^ and Yap1/Taz; Hif-1a^iΔEC^ femoral metaphysis. Quantification of Osterix+ cells in Yap1/Taz^iΔEC^ and Yap1/Taz; Hif-1a^iΔEC^ mutants compared to control (n = 6; data are presented as mean ±sem, *P* values, two-tailed unpaired *t-test*). Figure 7—figure supplement 1—source data 1.Source data for Figure 7—figure supplement 1A,C,E,F.

Consistent with the reduced vascular growth after EC-specific expression of stabilized Yap1^S112A^, bone formation is also reduced in Yap1-KI^iEC^ femurs. Body weight as well as femoral and tibial length and weight is reduced in P21 Yap1-KI^iEC^ mutants (Figure 7—figure supplement 1C–E). Expression of Yap1^S112A^ also leads to the reduction of Osterix+ osteoprogenitor cells and of osteopontin immunostaining (Figure 7F,G). The increase in Osterix+ cells seen after the loss of endothelial Yap1/Taz is restored to control level by the simultaneous and EC-specific inactivation of *Hif1a* (Figure 7—figure supplement 1F).

## Discussion

Numerous studies have highlighted crucial roles of Hippo signaling in organ growth and size control, which also includes the functional characterization of this pathway in the growing vasculature. It was already shown that the loss of Yap1/Taz in ECs impairs endothelial proliferation and sprouting in the embryo and postnatal retina, whereas genetic gain-of-function experiments lead to endothelial hypersprouting and vascular hyperplasia (Kim et al., 2017; Neto et al., 2018; Sakabe et al., 2017; Wang et al., 2017). In ECs of the lymphatic system, Taz has been linked to maladaptive effects such as the loss of quiescence, aberrant entry into the cell cycle and, ultimately, cell death in response to disturbed flow (Sabine et al., 2015). Likewise, while protective laminar flow suppresses Yap1/Taz activity in cultured ECs, exposure to disturbed flow led to the induction of Yap1/Taz-dependent proliferative and proinflammatory responses (Wang et al., 2016). In the zebrafish embryo, blood flow was also identified as one of the upstream factors controlling the nuclear import of Yap1 in a Hippo-independent fashion (Nakajima et al., 2017). Another study has proposed that endothelial Yap1/Taz activity controls the expression of bone morphogenetic protein 4 (BMP4) and thereby transiently promotes intramembraneous ossification in the head of zebrafish embryos, while angiogenesis was unaffected (Uemura et al., 2016). These reports already suggest that the functional roles of Yap1/Taz in the vascular system are diverse and context-dependent. It is, nevertheless, striking that the EC-specific inactivation of the two genes led to opposite outcomes in the retina and in the skeletal system. This is reminiscent of the role of endothelial Notch signaling, which is a potent suppressor of angiogenesis in retina, brain and in tumors (Benedito et al., 2012; Ridgway et al., 2006) but promotes type H formation, vessel growth and osteogenesis in long bone (Ramasamy et al., 2014). While the exact cause of these disparate functional roles of the two pathways requires further investigation, local differences in blood flow and tissue oxygenation are likely to be relevant. Artery caliber, flow rates and calculated endothelial shear stress are comparably small inside bones (Ramasamy et al., 2016b) relative to other tissues so that the impact of hemodynamic parameters might be more limited in bone ECs. Nevertheless, the observed nuclear localization of Yap1 in the sinusoidal endothelium, which has the lowest rates of flow (Bixel et al., 2017; Ramasamy et al., 2016b), is still consistent with the previously reported flow-controlled regulation of Yap1/Taz.

The levels of tissue oxygenation also vary largely between different organs. While hypoxia is undetectable in the healthy retina and brain (Kisler et al., 2017; Mezu-Ndubuisi et al., 2013), the interior of bone is highly hypoxic. Live imaging in the adult murine calvarium showed the lowest local oxygen tension around the sinusoidal vasculature, whereas the endosteum is less hypoxic due to the presence of small arterioles (Spencer et al., 2014). In postnatal long bone, we observed that arterioles terminate in type H capillaries of the metaphysis and endosteum but not in sinusoidal (type L) vessels. Accordingly, multiple markers of hypoxia were absent from the metaphysis but highly abundant throughout the diaphysis (Kusumbe et al., 2014). Despite of these differences, we also found that the HIF pathway plays crucial roles in bone angiogenesis and the specification of type H ECs (Kusumbe et al., 2014; Kusumbe et al., 2016). The current study offers important clues that might help to explain the previous findings. Type H ECs in the metaphysis show low steady state levels of Yap1/Taz consistent with the rapid, Hippo-dependent degradation of these proteins. This might allow the necessary level of endothelial HIF signaling required for local EC proliferation and vessel growth in the metaphysis. In contrast, higher levels of nuclear Yap1/Taz in the ECs of the diaphyseal vasculature might suppress excessive activation of the HIF pathway even though the local microenvironment is highly hypoxic. This model is consistent with the observed upregulation of HIF-controlled genes in *Yap1/Taz^iΔEC^* bone ECs and can also explain why the same mechanism does not apply to highly oxygenated tissues, such as retina, where HIF1α is unstable and rapidly degraded. It was proposed that Yap1 physically interacts with HIF1α with in cultured cancer cell lines (Zhang et al., 2018), whereas HIF2α was shown was shown to enhance Yap1 activity without direct interaction of the two proteins (Jia et al., 2019). Furthermore, it was shown that hypoxia increases the stability of Yap1 by inducing the degradation of Lats2 through the E3 ubiquitin ligase SIAH2 (Ma et al., 2015). The same study also proposed that HIF1α and Yap1 can interact directly, leading to stabilization of HIF1α in cells cultured under hypoxic conditions. While these findings would not explain the observed repression of HIF1α activity in bone ECs, it was also reported that Yap1/Taz can act as transcriptional co-repressors and inhibit the expression of hypoxia-induced genes (Kim et al., 2015). While the exact mechanism requires further investigation, it is increasingly evident that the activity of the two pathways is linked und therefore influenced by differences in oxygenation in healthy organs but, potentially, also in response to pathological processes involving tissue ischemia.

Apart from showing that Yap1/Taz can act as negative regulators of growth processes in the bone, our study highlights the stringent coupling of angiogenesis and osteogenesis in the skeletal system. Our findings also raise the interesting question whether drugs acting on the Hippo pathway, such as Verteporfin, which is a small molecule inhibitor of Yap1–TEAD complex formation and of Yap1/Taz-mediated cell proliferation (Kimura et al., 2016; Liu-Chittenden et al., 2012), might be therapeutically useful to increase bone mineral density. This could be relevant in the context of aging-related loss of mineralized bone or in osteoporosis, which leads to bone weakness, increased risk of fracturing, loss of mobility and chronic pain. Future studies will have to explore this important topic, which is likely to require the development of targeted therapeutic strategies to avoid adverse effects in the many different cell types and organs utilizing the Hippo pathway.

## Materials and methods

The Key Resources Table (Supplementary file 1) provides a list with the mouse strains, cell line, antibodies, reagents, kits and software used for this study.

### Animal models

C57BL/6J male mice were used for all wild-type bone analysis. For pharmacological treatments, both male and female mice bone were analysed. For the inducible and EC-specific inactivation of the *Yap1* and *Taz/Wwtr1* in mice, we bred *Yap1*^lox/lox^ and/or *Taz*^lox/lox^ conditional mutants (Reginensi et al., 2013) to *Cdh5-CreERT2* transgenic mice (Kusumbe et al., 2015; Langen et al., 2017) to generate Cre-positive Yap1/Taz^iΔEC^ double mutants. Mice carrying loxP-flanked *Lats2* alleles (Lu et al., 2010) were also bred to the *Cdh5-CreERT2* line to generate EC-specific Lats2^iΔEC^ mutants. To express stabilized Hif1α in ECs (HIF1AdPA^iEC^), we interbred *R26HIF1AdPA* (Kim et al., 2006) and *Cdh5-CreERT2* mice. Using *Hif1a*^lox/lox^ mice (Ryan et al., 2000) with a similar breeding strategy, we generated inducible and EC-specific *Yap/Taz Hif1a* triple loss-of-function mutants (Yap1/Taz Hif1a^iΔEC^). In all these experiments, Cre-negative littermates were used as controls.

To generate EC-specific *Cdh5-mT/nG* transgenic reporter mice expressing membrane-anchored tomato protein and nuclear green fluorescent protein, a cassette consisting of membrane-tagged tdTomato (Addgene plasmid #17787), 2A peptide, AU1 tag and H2B-EGFP (Addgene plasmid #11680) followed by a polyadenylation signal sequence and a FRT-flanked ampicillin resistance cassette were introduced by recombineering into the start codon of a large *Cdh5* genomic fragment in PAC clone 353-G15. After Flp-mediated excision of the ampicillin resistance cassette in bacteria, positive clones were validated by PCR analysis and used in circular form for pronuclear injection into fertilized mouse oocytes. Founders were screened by PCR and immunostaining with Endomucin (Emcn) in bone. Genotypes of mice were determined by PCR. *Cdh5-mT/nG* transgenic reporter mice were introduced into the Yap1/Taz^iΔEC^ double and Lats2^iΔEC^ mutant background and the corresponding controls.

To generate constitutive-active Yap knock-in (Yap-KI) mice, we mutated Yap1 amino acid 112 serine to alanine (Yap1^S112A^), as this phosphorylation site is responsible for the translocation of Yap1 from nucleus to cytosol. The *Yap1^S112A^* cDNA was inserted into a CAG-STOP-eGFP-ROSA26TV (Addgene plasmid #15912) vector and recombined into bacterial artificial chromosome (BAC) clone containing the murine Rosa26 locus. Linear recombined clones were injected into fertilized mouse oocytes. Founders were screened by PCR and EC-specific Yap1 nuclear localization was conformed in retina.

All animal experiments were performed according to the institutional guidelines and laws, approved by local animal ethical committee and were conducted at the University of Münster and the Max Planck Institute for Molecular Biomedicine with permissions (84–02.04.2015.A185, 84–02.04.2016.A160, 81–02.04.2017.A238) granted by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia. Animals were combined in groups for experiments irrespective of their sex.

### Tamoxifen-inducible Cre*-*mediated recombination

Pups received daily intraperitoneal injections (IP) of 50 μg or 100 μg of tamoxifen (Pitulescu et al., 2010) from postnatal day 1 (P1) to P3 or from P6 to P8. Tamoxifen (Sigma, Cat#T5648) stocks were prepared by dissolving 20 mg in 500 μl of ethanol and vortexing for 10mins before an equal volume of Kolliphor EL (Sigma, Cat#C5135) was added. 1 mg aliquots were stored at −20°C and dissolved in the required volume of PBS prior to injection.

### Bone sample preparation

Mice were sacrificed and long bones (femur and tibia) were harvested and fixed immediately in ice-cold 2% paraformaldehyde (PFA) for 6 to 8 hr under gentle agitation. Bones were decalcified in 0.5M EDTA for 16 to 24 hr at 4°C under agitation, which was followed by overnight incubation in sucrose solution (20% sucrose, 2%PVP) and mounted in bone mounting medium (8% galatine, 2% PVP). Samples were stored overnight at −80°C. 60–100 μm-thick cryosections were prepared for immunofluorescence staining (Kusumbe et al., 2015).

### Pharmacological treatments

Three-week-old wild type mice were injected intraperitoneally either with 50 µg/g MG132 (Millipore, Cat# 474790) or DMSO only (vehicle control). Three hours after injection, mice were sacrificed and femurs were dissected and processed for immunostaining as described below. For labeling of hypoxic cells, mice were intraperitoneally injected with 60 mg/kg Pimonidazole (Hypoxyprobe Inc) 2 hr before analysis.

### Proliferation assay in vivo

For the analysis of proliferating cells in bone in vivo, mice received an intraperitoneal injection of 300 µg of EdU for 3 hr before analysis. For retina, P6 pups received 100 µg of EdU for 2 hr. Detection of proliferating cells in fixed bone sections and whole mount retina was achieved by staining with Click-iT-EdU Alexa-647 imaging kit (Invitrogen, Cat# C10340) according to the manufacturer’s instructions.

### HUVEC culture and siRNA mediated transfection

Human umbilical vein endothelial cells (HUVEC) (ThermoFisher Scientific, Cat# C0035C), certified by the supplier to be free of mycoplasma and pathogens, were cultured in EGM2 complete medium (Lonza, Cat# CC-3156) along with growth factor supplements (Lonza, Cat# CC-4176) at 37°C in 5% CO_2_ in a humidified atmosphere. Cells at less than 4–5 passages were used for all experiments. For siRNA-mediated knockdown, HUVECs were transfected using the Lipofectamine RNAiMAX (Invitrogen, Cat# 13778075) with target gene-specific siRNA target sequences or control siRNA (Negative Control #1 siRNA (Cat#AM4611); *YAP1* #1: (5’−3’) GGUGAUACUAUCAACCAAAtt (ID:s20366); *YAP1* #2: (5’−3’) ACAGUCUUCUUUUGAGAUAtt (ID:s20367); *TAZ* (*WWTR1*) #1: (5’−3’) GUACUUCCUCAAUCACAUAtt (ID:s24789); *TAZ* (*WWTR1*) #2: (5’−3’) GGAUACAGGAGAAAACGCAtt (ID:s24787); *HIF1A* #1: (5’−3’) CCAUAUAGAGAUACUCAAAtt (ID:s6539) from ThermoFisher Scientific. For hypoxia experiments, siRNA-transfected cells were grown in 1% O_2_ and 5% CO_2_ at 37°C for 24 hr in a humidified atmosphere.

### Immunofluorescence staining

For immunostaining, slides with bone sections or sections from other organs were washed in ice-cold PBS and permeabilized with ice-cold 0.3% Triton-X-100 in water for 10 mins at room temperature (RT). Samples were incubated in blocking solution (5% heat-inactivated donkey serum in 0.3% Triton-X-100) for 30mins at RT. Primary antibodies (rat monoclonal anti-Endomucin (V.7C7) (Santa Cruz, Cat# sc-65495), goat polyclonal anti-CD31 (R and D, Cat# AF3628), rabbit monoclonal anti-Yap1 (Cell Signaling, Cat# 14074), rabbit polyclonal anti-Wwtr1 (Sigma-Aldrich, Cat# HPA007415), rabbit monoclonal anti-Yap(ser127) (Cell Signaling, Cat# 13008), rabbit monoclonal anti-Yap1/Taz (D24E4) (Cell Signaling, Cat# 8418), rabbit polyclonal anti-Lats2 (Bethyl, Cat#A300-479A), rabbit polyclonal anti-Hif-1α (Thermo Scientific, Cat# Pa1-16601), rabbit polyclonal anti-Hif-2α (Novus Biologicals, Cat# NB100-122), mouse monoclonal anti-alpha-smooth muscle actin (Cy3- conjugated; Sigma-Aldrich, Cat#C6198), goat polyclonal anti-VEGFR3 (R and D, Cat# AF743), Rabbit polyclonal anti-Osterix/sp7 (Abcam, Cat# ab22552), Goat polyclonal anti-Osteopontin (R and D, Cat# AF808), Rabbit polyclonal anti-Osteocalcin (Lifespan Bioscience, Cat# LS-C17044), Rabbit polyclonal anti-Runx2 (M-70) (Santa Cruz, Cat# sc-10758), Rabbit monoclonal anti-ATP6VIB1 and 2 (Abcam, Cat#Ab200839) were diluted in 5% donkey serum and PBS and incubated overnight at 4°C. Next, slides were washed 3 to 5 times in PBS in 5–10 min intervals. Species-specific Alexa Fluor secondary antibodies (ThermoFisher) diluted in PBS were added and incubated for 3 hr at RT.

For whole-mount retina staining, P6 eyes were removed and fixed in ice cold 4% PFA for 2 hr. After fixation, retinas were dissected and processed as described previously (Pitulescu et al., 2010). After two washes with ice-cold PBS, samples were incubated in blocking buffer (1%BSA, 1% Triton X-100, 3% heat inactivated donkey serum in PBS) for 1 hr on rotating shaker. Next, blocking buffer was replaced by Pblec buffer (1 mM CaCl_2_, 1 mM MgCl_2_, 0.1 mM MnCl_2_, 0.1% Triton X-100 in PBS). Isolectin-B4 (IB4; Vector, Cat#Ab200839) or rabbit monoclonal anti-ERG (Abcam, Cat# ab22552) were diluted in Pblec buffer and each retina was incubated in 100 μl of solution overnight at 4°C. Next, samples were washed five times in incubation buffer (diluted blocking buffer 1:1 in PBS) and incubated with the appropriate Alexa Fluor488, 546 and 594-conjugated secondary antibodies for 2 hr at RT. Later, retinas were washed five times with ice-cold PBS and mounted under a stereomicroscope.

### Fluorescence-activated cell sorting (FACS)

Single cell suspensions were prepared from femur and tibia as described (Langen et al., 2017). CD31-APC (Goat polyclonal anti-CD31 (APC-conjugated; R and D, Cat# AFB3628A) coupled and Emcn primary antibodies were added to the single cell suspension and incubated for 45mins on ice. Samples were washed two to three times with blocking solution. Secondary anti rat-PE antibody and DAPI (Sigma, Cat#D9542) were added and the incubation continued for 45mins on ice. Next, samples were washed 2–3 times with blocking solution and resuspended using ice-cold PBS. Cell sorting was performed on a FACS Aria II cell sorter (BD Bioscience). Dead cells and debris were excluded by FSC, SSC and DAPI positive signal. Sorted bone ECs were collected in RTL buffer for RNA isolation. FACS data were analysed with FlowJo Software (FLOWJO, LLC).

### Quantitative PCR

Total RNA was isolated from HUVEC or sorted bone ECs using RNA Plus mini kit (Qiagen, Cat#74134) according to the manufacturer’s instructions. RNA was reverse-transcribed using the iScript cDNA synthesis kit (Bio-Rad, Cat#1708890). Quantitative PCR was carried out using gene TaqMan Gene Expression Master Mix (ThermoFisher Scientific, Cat#4369016) and specific Taqman probes human: eukaryotic 18S rRNA (4319413E), VEGFA (Hs00900055_m1, ANGPTL4 (Hs01101127_m1), IGFBP2 (Hs01040719_m1), XBP1 (Hs00231936_m1), CTGF (Hs01026927_g1), CYR61(Hs00998500_g1), YAP1(Hs00902712_g1), WWTR1(Hs00210007_m1), HIF1A(Hs00153153_m1) and mouse probes: Vegfa (Mm00437306_m1), Angptl4 (Mm00480431_m1), Ctgf (Mm01192932_g1), Cyr61 (Mm00487499_g1) from ThermoFisher Scientific (Cat# 4331182) using a C1000 Touch Thermal cycler (BIORAD).

Primer sequences for qPCR analysis of *Yap1* and *Wwtr*1 expression in freshly isolated bone ECs (Figure 2—figure supplement 1B) are provided in the Key Resources Table (Supplementary file 1).

### Immunoprecipitations and immunoblotting

For immunoprecipitations, HUVEC cells were lysed in radioimmunoprecipitation (RIPA) lysis buffer (150 mM NaCl, 25 mM Tris-HCl, 1 ml of 0.5 M EDTA pH 8.0, sodium dodecyl sulfate (SDS), 1% sodium deoxycholate and 0.25% Triton X-100) containing protease inhibitor (cOmplete, Roche) and phosphatase inhibitor tablets (PhosSTOP, Roche). Lysates were centrifuged at 4°C for 30 min at 20,000 g, and aliquots were set aside for direct input blot analysis. For the immunoprecipitation, the remaining lysates were pre-cleared for 1 hr at 4°C with Dynabeads protein-G. Pre-cleared lysates were incubated with primary antibody for 2 hr at 4°C, after which the beads were added and incubated for an additional 2 hr at 4°C. Immunocomplexes were washed five times with lysis buffer (without SDS and deoxycholate) and analysed by SDS–PAGE.

For immunoblotting, cell lysates were boiled in Laemmli buffer for 5mins and then used for immunoblotting. Proteins were separated in 6 or 8% SDS – PAGE, then transferred onto nitrocellulose membranes, followed by blocking for 1 hr and overnight incubation with primary antibodies. After washing, membranes were incubated with horseradish peroxidase-conjugated secondary antibodies for 1 hr. Antibody binding was visualized by enhanced chemiluminescence reagent (Millipore) using Fuji medical X-ray films.

### Chromatin immunoprecipitation (ChiP)

Chromatin immunoprecipitation was performed as described previously (Sivaraj et al., 2013). In brief, siRNA siControl and *siYAP1/WWTR1* transfected HUVEC were grown in 1% O_2_ for 24 hr, then cross-linked with 1% formaldehyde for 10 min at room temperature. Samples were then sonicated into 200–700 bp fragments using a Branson digital sonifier and chromatin was immunoprecipitated with 5 μg of anti-rabbit IgG or anti-HIF1α, followed by reverse cross-linking. The recovered DNA was purified using the Qiagen DNA isolation kit and DNA was analyzed using qPCR. The *VEGFA* promoter HRE sequence was amplified using 5’-GCCAGACTCCACAGTGCATA-3’and 5’-CTGAGAACGGGAAGCTGTGT-3’ primer pair. The DNA recovered from chromatin that was not immunoprecipitated was used as input.

### RNA sequencing and data analysis

Three-week-old bone ECs were sorted from *Cdh5-mTnG* metaphysis (mpECs) and diaphysis (bmECs) or Yap1/Taz^iΔEC^ and Lats2^iΔEC^ mutant bone with their respective littermate controls. RNA was isolated using the RNeasy Plus Micro Kit (QIAGEN, Cat# 74134) according to the manufacturer’s instructions. RNA quality was checked using a 2100 BioAnalyzer (Agilent). 100 ng of RNA were used for preparation of sequencing libraries with the TruSeq Stranded Total RNA Library Prep Kit (Illumina) according to the manufacturer’s instructions. Libraries were validated using a BioAnalyzer, quantified by qPCR and Qubit Fluorometric Quantitation (Thermo Fisher Scientific, Cat#Q32851). Libraries were diluted to a final concentration of 15pM for sequencing. The MiSeq Reagent Kit v3 (Illumina, Cat#MS-102–3001) was used for sequencing with a MiSeq (Illumina). Biological triplicates were used.

RNA-seq data analysis was performed as described previously (Langen et al., 2017) with some modifications. The quality assessment of raw sequence data was performed using FastQC (Version: FastQC 0.11.3). Paired-end sequence reads were mapped to the mm10 mouse genome assembly (GRCm38) using TopHat-2 (Version: tophat-2.0.13). The mouse genome was downloaded from the iGenome portal. HTSeq was used to count the aligned reads on a per gene basis (Version: HTSeq-0.6.1).

The count data were normalized using the Variance Stabilizing Transformation (VST) function from the DESeq2 package. Principal Component Analysis (PCA) was performed on transformed read counts using the variable genes to assess the overall similarity between the samples. Differential gene expression analysis between control and mutants were performed using DESeq2. Differentially expressed genes were selected using a FRD-adjusted p-value cut-off <0.01 and an absolute log_2_ fold change >0.5. Gene symbols were annotated using biomart (BioConductor version 3.1). Gene ontology analysis and cellular signaling pathways were performed with the Enrichr online tool (http://amp.pharm.mssm.edu/Enrichr/). Heat maps were generated with http://heatmapper.ca/.

RNA-sequencing data of control and mutant bone ECs were uploaded to the Gene Expression Omnibus (GEO) under the accession number GSE102181.

### Quantification and statistical analysis

Immunostained bone sections were imaged with a Leica SP8 confocal microscope and the following settings: 1024 × 1024; 200 speed, low magnification image z stack- 4 µm; high magnification stack: 2 µm. Images were analysed, quantified and processed using Volocity (Perkin Elmer), Adobe CS6 Photoshop and Illustrator software.

For quantification of vascular alterations in bone, the number of vessel buds or columns and EC proliferation were quantified manually using Volocity software (Perkin Elmer). Quantitation is based on 3–5 images of bone sections per animal and average values per animals were combined in the graphs.

Statistical analysis was performed using GraphPad Prism software or the R statistical environment (http://r-project.org). All data are presented as mean ± s.e.m. unless indicated otherwise. Unpaired two tailed student t-tests were used to determine statistical significance. p<0.05 was considered significant unless stated otherwise. Sample number was chosen based on experience from previous experiments. Reproducibility was ensured by several independent experiments. No animals were excluded from analysis.

## Data Availability

RNA-sequencing data were uploaded to Gene Expression Omnibus (GEO) database. The accession number GSE102181 and can be accessed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102181. The following datasets were generated:

How the deposited data were processed for this re-analysis (not part of the article)

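The data are FPKM values for 16 libraries in 3 comparisons, namely 3 mpEC and 3 bmEC libraries, 3 control libraries and 3 libraries labelled Yap1/Taz iΔEC, and 2 control and 2 Lats2 iΔEC libraries. Before the files were deposited, the authors mapped paired-end reads to GRCm38 with TopHat, counted them per gene with HTSeq and turned the counts into FPKM by a step that the paper's text does not describe. The authors used DESeq2 for their own PCA and differential expression, on counts that were not used here. The strand setting of the counting is not stated in the paper's text either, and the methods give no sex for single libraries but state that animals were combined in groups irrespective of their sex. Each library was kept as a separate replicate. Samples were assigned to conditions by their labels and the paper, and no column was left without a sample.

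From the FPKM values, log2(FPKM + 1) was computed, and genes with a mean of at least 1 FPKM over the libraries of a comparison were tested with limma (version 3.58.1 under R 4.3.3), using a linear model with 1 term for the group and empirical Bayes moderation with a mean-variance trend. All p-values are two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. A fold change is on the log2(FPKM + 1) scale. For bmECs against mpECs and for Lats2 iΔEC against control, a differentially expressed gene had an adjusted p-value under 0.01 and an absolute log2 fold change over 0.5, the thresholds of the paper's methods. For Yap1/Taz iΔEC against control it had an adjusted p-value under 0.05, the threshold of the paper's results. A single named gene was called significant at an adjusted p-value under 0.05. PCA used the 500 most variable genes of the tested set, centred and not scaled.

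Gene lists with at least 3 tested genes were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over the 32 lists tested in each comparison, and with fry and with camera at an estimated correlation as alternatives. Of the 33 lists, 18 were taken from the paper's text, figures and source data, and 15 were drawn from general knowledge of HIF targets, YAP/TAZ targets, dissociation stress, proliferation, sex-linked genes and marker genes of bone and blood cell types. The genes named in the text are drawn from those the paper names, the targeted genes, genes of a list under discussion, and for each comparison and direction the 5 genes with the largest absolute log2 fold change among those that pass the threshold, have a mean of at least 5 FPKM and do not overlap between groups.

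These tests, thresholds, lists and naming rules, and all alternatives except the pair named next, were chosen before the data were examined. Limma-voom on reads recovered from the FPKM values, and the removal of a smoothed trend with GC content and gene length from each library, were added after the data were seen. Recovered reads are the FPKM value times the gene length and a size factor of the library that makes the smallest steps of the values whole reads. Gene lengths, coordinates and overlaps came from GENCODE release M21 of GRCm38, the build named in the paper's methods. A length was found for 93.5% of the genes above 0 in the mpEC and bmEC libraries, for 99.8% in the Yap1/Taz libraries and for 93.4% in the Lats2 libraries. The tests that were laid out for the case that the Yap1/Taz lists held counts did not apply.

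The procedure was run on simulated libraries in which 200 genes of at least 5 FPKM had known changes of 1 or 2 on the log2 scale. It recovered 83% of them in a simulation of the mpEC and bmEC libraries, 88.5% for Yap1/Taz and 50% for Lats2, with no wrong sign, and it called 6, 10 and 16 unchanged genes. Of the genes changed by 2 on the log2 scale it recovered 99%, 100% and 93%. All simulated genes had the same dispersion of 0.03, which was not estimated from the libraries. The shares hold for that setting and are not the power in these data. For Lats2, 16 unchanged genes stood beside 100 recovered ones, more false calls than an adjusted p under 0.01 allows for. No 2 replicates of a group were alike within the noise of counting. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots.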

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

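All tests of explanations in this part were chosen after the results they bear on had been seen. No group held 4 or more libraries, so no single library was tested for distance from its group. What stands out below are signals in general lists of genes that the paper does not discuss as lists for these libraries, although single genes of them stand in its lists.

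Osteoblast genes were lower in bmECs than in mpECs, with a mean log2 fold change of -3.54 over the 8 tested genes of a marker list (camera adjusted p = 1.79e-05, fry adjusted p = 0.0074), and all 8 went down. The most abundant, Bglap, Spp1 and Bglap2, went from 185.3, 137.6 and 89.6 FPKM in mpECs to 2.27, 3.98 and 1.08 FPKM in bmECs. Bglap and Bglap2 can share reads. A trend with GC content or gene length is argued against, since the mean was -3.50 after that trend was removed. RNA of osteoblasts in the mpEC libraries is a candidate explanation. Within groups, the genes of the list rose and fell together between libraries with a mean correlation of 0.675, and 0 of 1000 random lists of the same size and level reached that value. Expression of these genes by the metaphyseal ECs themselves, or a difference between the regions, was not tested and stays open. Of the 10 genes of the list, 1 also stands in a list of the paper.

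Chondrocyte genes were lower in bmECs as well, with a mean log2 fold change of -2.33 over 5 tested genes (camera adjusted p = 1.43e-06, fry adjusted p = 0.000155). Col2a1 was at 7.65 FPKM in mpECs and listed at 0 in bmECs, Col10a1 went from 5.26 to 0.0129 FPKM and Matn3 from 3.69 to 0.0234 FPKM. The mean was also -2.33 (-2.3323) after the trend with GC content and length was removed, which argues against that trend as the whole cause. RNA of chondrocytes and expression by the ECs cannot be told apart, because the 5 genes are few and did not vary together within groups (mean correlation -0.017, reached or passed by 540 of 1000 random lists). One of the 10 genes of the list stands in a list of the paper.

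Proliferation genes were lower in bmECs, with a mean log2 fold change of -0.87, and all 15 genes of the list were lower with adjusted p-values under 0.05 (camera adjusted p = 6.37e-09, fry adjusted p = 0.00786). Ccnb2, Birc5 and Top2a went from 130.3, 44.8 and 38.3 FPKM to 68.7, 23.7 and 20.1 FPKM. GC content and length are argued against by a mean of -0.91 with their trend removed. Dividing blood cells and dividing ECs cannot be told apart. The neutrophil list fell less than the proliferation list by 0.2207 on the log2 scale, a gap that does not decide between them, and the list varied together within groups (mean correlation 0.898, with 0 of 1000 random lists as high) as either source would make it. The region of the bone, which the design names, stays open and was not tested apart from the mixture of cells. None of the genes stands in another list.

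Endothelial genes were higher in the libraries labelled Yap1/Taz iΔEC than in controls, in 17 of 17 genes, with a mean log2 fold change of 0.42 (camera adjusted p = 2.38e-09, fry adjusted p = 0.0288). The groups were separate for 14 of the 17 genes, where chance gives 10%. Cldn5, Cdh5 and Egfl7 went from 84.4, 105.5 and 95.8 FPKM to 180.1, 128.7 and 111.8 FPKM. Only Cldn5 had an adjusted p-value under 0.05 over all genes tested, and 15 did adjusted over the list alone. The paper's lists hold 6 of the 17 genes. A larger endothelial share of the RNA stays open. The means of the osteoblast and the monocyte and macrophage lists lay 0.7962 apart, more than their summed SD between libraries of 0.5697. This gap speaks only against a share that lowers all other cell types alike. It cannot decide on fewer cells of some types. The B-cell, osteoblast and monocyte and macrophage lists had 11 of 11, 6 of 7 and 11 of 12 genes lower. The erythroid list had 5 higher and 6 lower, and the megakaryocyte list 5 and 4. GC content and length are argued against by a mean of 0.43 with their trend removed. A change in the ECs with the labelled genotype was not told apart from a larger endothelial share. It was looked for on the same libraries and depends on labels that Wwtr1 goes against.

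B-cell genes were lower in the libraries labelled Yap1/Taz iΔEC, with a mean log2 fold change of -0.58 over 11 tested genes, all lower (camera adjusted p = 1.54e-07, fry adjusted p = 0.0288). Cd79b, Ms4a1 and Cd79a went from 126.7, 65.7 and 52.1 FPKM to 96.6, 52.1 and 39.0 FPKM. With the trend of GC content and length removed the mean was -0.55, which argues against that trend. A smaller amount of B-cell RNA and a lower level within cells cannot be told apart, because the covariation of the list within groups was weak (mean correlation 0.152, reached by 67 of 1000 random lists). Of the 12 genes of the list, 1 stands in a list of the paper.

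Osteoblast genes were also lower in the libraries labelled Yap1/Taz iΔEC, with a mean log2 fold change of -0.99 over 7 tested genes, 6 of them lower (camera adjusted p = 1.06e-05, fry adjusted p = 0.0322). Col1a1, Col1a2 and Spp1 went from 20.9, 11.1 and 6.60 FPKM to 5.41, 3.70 and 4.05 FPKM, and Col1a1 is also among the lower genes that the paper shows in Figure 4—figure supplement 1B. GC content and length are argued against by a mean of -0.95 with their trend removed. Less RNA of osteoblasts is a candidate explanation, since the list varied together within groups (mean correlation 0.398, reached by 16 of 1000 random lists). An effect of the genotype on osteoblasts or on ECs stays open and was not tested. In sections of femur, the paper reports more Osterix+ cells and more osteocalcin, osteopontin and collagen type I in Yap1/Taz^iΔEC mice. Those are proteins in tissue, while the values here are RNA of sorted cells.

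Proliferation genes were slightly lower in the libraries labelled Yap1/Taz iΔEC, 14 of 15 genes, with a mean log2 fold change of -0.22 (camera adjusted p = 0.000507, fry adjusted p = 0.0288). None had an adjusted p-value under 0.05 over all genes tested and 4 had an unadjusted p-value under 0.05. Top2a, Mki67 and Ccnb2 went from 89.5, 68.5 and 58.4 FPKM to 77.8, 60.9 and 54.9 FPKM. The mean stayed at -0.22 (-0.2210) without the trend of GC content and length, which argues against it. Fewer dividing cells of other types and slower division of ECs cannot be told apart in these libraries, because the list did not vary together within groups (mean correlation 0.031, reached by 354 of 1000 random lists). By EdU staining of the metaphysis, the paper reports more dividing ECs in Yap1/Taz^iΔEC mice than in controls, the opposite of slower division.

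B-cell genes were lower in Lats2 iΔEC, with a mean log2 fold change of -1.72 over 10 tested genes, all lower, 9 of them with an adjusted p-value under 0.05 (camera adjusted p = 1.83e-06, fry adjusted p = 0.0428). Ighm, Cd79a and Cd79b went from 161.97, 37.0 and 27.7 FPKM to 30.0, 9.11 and 6.79 FPKM. GC content and length are argued against by a mean of -1.88 with their trend removed. Less RNA of B cells is a candidate explanation, since the genes varied together within groups (mean correlation 0.312, reached by 12 of 1000 random lists). With 2 libraries per group this rests on 1 deviation per group, and an effect of the genotype on B cells was not tested.

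Ddx3y, a gene of the Y chromosome, reached 22.8 FPKM in Lats2 control replicate 2, while the Y-linked genes of the list were at 0 in replicate 1 of both groups. Xist went the opposite way, with 3.30 and 6.59 FPKM in replicate 1 of control and Lats2 iΔEC and 0.0188 and 0.202 FPKM in replicate 2. Mice of both sexes are a candidate explanation, since Xist and the Y-linked genes went opposite ways in 4 of 4 libraries. The sex of the mice as a source of the differential expression between the groups is argued against, since 1 library of each group had the Y-linked genes, a difference of 0 libraries. The methods state that animals were combined in groups irrespective of their sex, and do not give the sex for each library.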

How the results depend on the processing

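All tests of explanations were chosen after the results they bear on had been seen, and none is used in this part. Among the alternatives, limma-voom on recovered reads and the removal of the GC and length trend were also chosen after the values were seen. Below, "higher" and "lower" count differentially expressed genes, and where a result changed the cause was not tested. Scaling moved the median log2 fold change of all genes by -0.0089 to 0.0104, and the directions that reversed with scaling are given with the other reversals.

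For bmECs against mpECs, where 744 genes were higher and 591 lower, no filter on low values gave 478 higher and a filter at 5 FPKM gave 390 lower. The looser threshold of an adjusted p under 0.05 with no minimum fold change gave 1481 and 1201, and an absolute log2 fold change over 1 gave 329 and 316. Of the 1335 genes called, 807 were also called without a filter. The first component of the PCA, at 77.0%, held 66.7% over all tested genes, 75.5% over 1000 genes and 60.0% with a pseudocount of 0.1. Across the 6 fits that each left out 1 library, there were from 418 to 617 higher and from 336 to 469 lower genes, with the fewest without mpEC replicate 3, and the first component held from 76.8% to 79.9%.

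For Yap1/Taz, with 100 higher and 48 lower genes, no filter gave 0 and 1, with 2338 genes at an unadjusted p under 0.05. An adjusted p under 0.01 with an absolute log2 fold change over 0.5 also gave 0 and 1, with 2023 at an unadjusted p under 0.05, and limma-voom gave 271 and 115. Leaving out 1 library gave from 0 to 215 higher and from 1 to 78 lower genes. The highest counts came without the library labelled Yap1/Taz iΔEC replicate 1, and the lowest without replicate 2 or replicate 3 of that group, where 1269 and 1444 genes had an unadjusted p under 0.05. The first component held from 43.3% to 62.5% in these fits, with the most without control replicate 1, and 46.0% with all libraries.

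For Lats2 iΔEC, with 106 higher and 151 lower genes, no filter gave 0 and 0, with 5505 genes at an unadjusted p under 0.05. The other counts were 379 and 324 with a filter at 5 FPKM, 215 and 252 after quantile normalization, 236 and 303 after removal of the GC and length trend, 568 and 541 with limma-voom, and 1462 and 1238 at an adjusted p under 0.05 with no minimum fold change. The share of called genes that were higher was 41.3%, and 53.9% with the filter at 5 FPKM and 51.2% with limma-voom, so which direction had more genes changed. The first component held 78.9%, 57.2% with a pseudocount of 0.1, and from 77.8% to 89.2% with 1 library left out, with the most without Lats2 iΔEC replicate 1.

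With the correlation estimated for each list, camera passed 0 lists in each comparison, against 20, 21 and 17 with the preset correlation. At an unadjusted p under 0.05 there were 8 for bmECs against mpECs, 7 for Yap1/Taz and 0 for Lats2 iΔEC. The mean log2 fold changes are the same by construction. For bmECs against mpECs the adjusted p was 0.153 for the Figure 1F list (mean 1.20, range over the alternatives 2.44e-12 to 0.153), 0.233 for Figure 1G (0.90, 2.38e-07 to 0.233), 0.153 for glycolysis (0.98, 4.12e-12 to 0.153), 0.170 for general HIF targets (0.26, 0.000579 to 0.170) and 0.218 for general YAP/TAZ targets (-0.39, 0.00328 to 0.227). It was 0.178 for Figure 4C in Yap1/Taz (mean 0.73, range 6.01e-24 to 0.178). In Lats2 iΔEC it was 0.397, the highest value of the range, for the lists of Figure 4E (mean 2.99, from 2.32e-05), Figure 4F (-1.44, from 3.88e-05), bmEC markers (-2.13, from 8.68e-10), tip cell markers (2.47, from 5.46e-07), pro-apoptotic genes (0.99, from 7.31e-05) and general YAP/TAZ targets (1.03, from 0.000118). For general HIF targets it was 0.665 (mean 0.58, range 0.0113 to 0.665).

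With fry, 8 lists passed in Lats2 iΔEC, where Figure 4E (2.99, adjusted p = 0.0504), pro-apoptotic genes (0.99, 0.0504), general YAP/TAZ targets (1.03, 0.0504), tip cell markers (2.47, 0.0511) and general HIF targets (0.58, 0.242) did not, within the ranges above. General HIF targets also lost their call with a pseudocount of 0.1 (0.62, 0.0513).

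Normalization and filters changed other lists, within the ranges above unless given. For bmECs against mpECs, general HIF targets had 0.22 after quantile normalization (adjusted p = 0.0529), and general YAP/TAZ targets -0.39 with the filter at 5 FPKM (0.227) and -0.37 after quantile normalization (0.0885). For Yap1/Taz, general HIF targets passed after removal of the GC and length trend (0.14, 0.0436, range 0.0155 to 0.358), and general YAP/TAZ targets with no filter (0.12, 0.0482, range 0.0482 to 0.262).

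With the replicate number as a block (replicate block), there were 835 higher and 712 lower genes for bmECs against mpECs, Yap1/Taz had 29 higher and 16 lower genes and Lats2 iΔEC 316 and 297, 51.6% of them higher. General YAP/TAZ targets lost their call in bmECs (-0.39, adjusted p = 0.0697, range 0.00328 to 0.227) and general HIF targets gained it in Yap1/Taz (0.13, 0.0491, range 0.0155 to 0.358). Single genes changed as well. In bmECs the block added, among others, Epas1 (0.0463, range 0.0463 to 0.273), Wwtr1 (0.0456, range 0.0186 to 0.167), Stc1 (0.000143, range 0.000143 to 0.143) and Igfbp2 (0.0487, range 0.0147 to 0.232), while Bhlhe40 (0.0513) was among those that lost their call. In Yap1/Taz, Tiparp (0.0571) was among those lost. The numbers were not taken as pairs, because neither the labels nor the paper say that a number marks a shared animal, litter or batch. After the group means were removed, libraries with the same number had correlations of 0.307, 0.0876 and 0.102 for mpEC and bmEC, where a pair with different numbers reached 0.116. For Yap1/Taz they were -0.175, -0.123 and -0.156, and for Lats2 0.0652. In Lats2 the number goes with Xist and the Y-linked genes, so the block there also takes up any effect of sex. Calls lost with the block are no sign of a smaller effect, since it uses up degrees of freedom.

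Some directions reversed. For bmECs against mpECs, the filter at 5 FPKM moved the Figure 4C list from -0.043 to 0.033, the higher genes of Figure 4—figure supplement 1B from -0.10 to 0.11 and pro-apoptotic genes from 0.16 to -0.040. The endothelial list moved from -0.0064 to 0.0041 when libraries were centred on the median, and its summed FPKM had a log2 ratio of 0.14 where the mean log2 value gave -0.0064. Yap1 moved from -0.0083 to 0.074 after quantile normalization and to 0.0021 with centring, and Lats1 from 0.05 to -0.00047 with the GC and length trend removed. For Yap1/Taz, Figure 4E moved from 0.073 to -0.026 with no filter, and T and NK cells from -0.24 to 0.10. The erythroid list moved from 0.0034 to -0.015 after quantile normalization, -0.00095 with centring and -0.011 with limma-voom. The mean log2 value reversed the log2 ratio of summed FPKM for neutrophils (from 0.02 to -0.10) and T and NK cells (from -0.21 to 0.10).

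In Lats2 iΔEC, the endothelial panel of Figure 1—figure supplement 2E moved from -0.02 to 0.10 with the filter at 5 FPKM and the Figure 4C list from 0.030 to -0.070 after quantile normalization. The 4 genes Yap1, Wwtr1, Lats1 and Lats2 moved from 0.0025 to -0.039 with a pseudocount of 0.1, -0.028 after quantile normalization and -0.044 with limma-voom. The lower genes of Figure 4—figure supplement 1B moved from -0.016 to 0.081 with no filter, 0.14 with the filter at 5 FPKM and 0.10 with limma-voom. The osteoblast list moved from -0.01 to 0.42 with the filter at 5 FPKM, 0.0033 after quantile normalization and 0.0090 with limma-voom. Summed FPKM and the mean log2 value differed in sign for osteoblasts (from 0.19 to -0.10) and sex-linked genes (from -0.06 to 0.058).

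Leaving out 1 library changed further values of bmECs against mpECs. The ranges were from -0.13 to 0.044 for Figure 4C (positive without mpEC replicate 3), from -0.43 to -0.34 for general YAP/TAZ targets, from -0.12 to 0.062 for endothelial genes (positive without mpEC replicate 2 or 3 or bmEC replicate 1), from -0.10 (without bmEC replicate 1) to 0.92 (without bmEC replicate 2) for megakaryocytes, from -0.28 to 0.048 for monocytes and macrophages and from -0.42 to 0.019 for T and NK cells (both positive without mpEC replicate 1), and from -0.58 to 0.059 for stromal cells (positive without bmEC replicate 1). Single genes ranged from -0.21 to 0.012 for Cdh5, from -0.091 to 0.047 for Yap1, from -0.13 to 0.21 for Lats1 and from -0.056 to 0.091 for Lats2. Without mpEC replicate 2, replicate 3, bmEC replicate 2 or replicate 3, general YAP/TAZ targets had adjusted p-values of 0.0968, 0.0512, 0.0502 and 0.0698, in a range from 0.00328 to 0.227.

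For Yap1/Taz such fits gave from -0.0031 to 0.19 for Figure 4E, from 0.091 to 0.17 for general HIF targets, from -0.46 to 0.10 for neutrophils, from -0.24 to 0.15 for erythroid cells, from -0.14 to 0.020 for stromal cells and from -0.14 to 0.077 for Yap1. The library labelled Yap1/Taz iΔEC replicate 1 weighed most. Without it, general HIF targets passed (adjusted p = 0.0155, range 0.0155 to 0.358), as did neutrophils (2.73e-06, range 2.73e-06 to 0.92) and erythroid cells (0.00749, range 0.00749 to 0.986), both lower. In Lats2 iΔEC the pro-apoptotic mean ranged from 0.88 to 1.26, with the most without Lats2 iΔEC replicate 1, and no p-value can be given with 1 library in a group.

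Across genes, which are not independent replicates, the fold changes of bmECs and of Lats2 iΔEC had a correlation of -0.42, which was -0.66 over the 1253 genes past the threshold in at least one comparison and -0.36 with a pseudocount of 0.1. For Yap1/Taz and Lats2 iΔEC it was -0.091 and -0.065 with a pseudocount of 0.1, and for bmECs and Yap1/Taz it was 0.13 and 0.17 over the genes past a threshold.

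Counts over all remaining results, with those above included, are as follows. For 45 lists of the paper under settings other than leaving out a library, 383 of 448 values kept direction and call, 43 lost a call, 10 gained one and 12 reversed. For 81 results of general lists, 321 of 397 values stayed, 37 lost a call, 11 gained one, 15 moved and 13 reversed. For 71 single genes, 536 of 564 stayed, 13 lost a call, 12 gained one and 3 reversed. When a library was left out, single genes kept 332 of 384 values, with 38 calls lost, 4 gained and 10 reversed. The paper's lists kept 228 of 244, with 13 calls lost, 1 moved and 2 reversed, and the general lists 158 of 191, with 7 lost, 9 gained, 3 moved and 14 reversed.

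The alternatives laid out for counts in the Yap1/Taz lists, namely tests on counts with edgeR and with DESeq2, filterByExpr, TMM and upper quartile normalization and a variance-stabilizing transformation, were not run, because the lists hold FPKM. Low levels limit some genes, such as Vegfa in mpECs and bmECs, with at most 13 reads in a library, and Yap1 in the Yap1/Taz libraries, with 47 to 103. On simulated changes of 1 or 2 on the log2 scale the procedure recovered 83% for bmECs and mpECs, 88.5% for Yap1/Taz and 50% for Lats2. Those simulations gave every gene a dispersion of 0.03 and do not measure the power in these data.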

Differences from the paper's values

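All tests of explanations were chosen after the results they bear on had been seen, and none is used in this part.

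The paper gives 13% for the second component of the PCA of mpECs and bmECs, and the value here was 7.97%. Of the alternatives set before the data were examined, the difference was within 1.5 times for all tested genes (12.4%), 1000 genes (8.88%), a pseudocount of 0.1 (13.9%) and the omission of mpEC replicate 2 (9.02%), mpEC replicate 3 (10.2%), bmEC replicate 2 (9.13%) or bmEC replicate 3 (9.71%). It was larger without mpEC replicate 1 (8.63%) and without bmEC replicate 1 (8.33%).

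For the second component of the Yap1/Taz libraries the paper shows about 19% in Figure 4—figure supplement 1A, read by eye, and the value here was 29.8% (29.85%). The alternatives set before the data were examined that lay within 1.5 times were all tested genes (27.6%) and the omission of control replicate 1 (21.2%) or control replicate 3 (25.1%). The others did not, namely 1000 genes (29.1%), a pseudocount of 0.1 (31.2%), and the fits without control replicate 2 (33.0%) and without replicate 1 (32.5%), 2 (33.6%) or 3 (33.7%) of those labelled Yap1/Taz iΔEC. For the first component the paper gives 62%, the value here was 46.0%, and without control replicate 1 it was 62.5%. Over all tested genes it was 39.3%, more than 1.5 times below the paper's.

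The paper reports 341 genes higher and 118 lower in Yap1/Taz iΔEC, where 100 were higher and 48 lower here in the libraries with that label. None of the alternatives set before the data were examined closed either gap, and the closest was the fit without the library labelled Yap1/Taz iΔEC replicate 1, with 215 and 78. Limma-voom on recovered reads, chosen after seeing the values, gave 271 and 115, both within 1.5 times of the paper's.

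The paper describes Epas1 as higher in bmECs. Here it changed by 0.36 on the log2 scale with an adjusted p of 0.0936, and it passed 0.05 with the replicate number as a block in the model (0.0463) and after removal of the GC and length trend (0.0471), a setting chosen after seeing the values. The range over the alternatives was 0.0463 to 0.273.

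Figure 1F shows Stc1, Igfbp2 and Vegfa as higher in bmECs. Stc1 had an adjusted p of 0.0547 and passed with the filter at 5 FPKM (0.0399), with the replicate number as a block (0.000143), without mpEC replicate 3 (0.0351), without bmEC replicate 1 (0.0466) and with limma-voom, chosen after seeing the values (0.0322), in a range from 0.000143 to 0.143. Igfbp2 had an adjusted p of 0.118 and passed with the block (0.0487) and without bmEC replicate 1 (0.0147), in a range from 0.0147 to 0.232. Vegfa was under the expression filter, and in the fit with no filter its adjusted p was 0.128. Its mean in mpECs was 0.0709 FPKM in the paper's source data and 0.0588 FPKM here.

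Figure 1G shows Cyr61, Dusp1 and Itgb5 as higher in bmECs. Cyr61 had an adjusted p of 0.547 and Dusp1 of 0.0835. Of the fits run, they passed in the one without bmEC replicate 3 (0.0308 and 0.000842), with ranges of 0.0308 to 0.978 and 0.000842 to 0.224. That library also had less of the dissociation stress gene Fos, at 242.3 FPKM against 995.0 and 1249 FPKM in bmEC replicates 1 and 2. Itgb5 was under the filter, and in the 3 fits that tested it its adjusted p was 0.288 to 0.408. Eno1, shown among glycolysis genes, had a log2 fold change of 0.05 with an adjusted p of 0.765 (range 0.181 to 0.984).

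The paper calls the Yap1/Taz iΔEC mice knockouts of Yap1 and Taz. By quantitative PCR it reports the Yap1 and Wwtr1 transcripts as significantly lower in bone ECs of these mice than in controls. In the libraries with that label the log2 fold change of Yap1 was -0.04 (adjusted p = 0.934), and that of Wwtr1 was 0.78 (adjusted p = 0.0272), which is higher. Yap1 passed in none of the fits that tested it, with a range of 0.781 to 0.996.

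The paper shows Lrg1, Angptl4 and Xbp1 as higher in Yap1/Taz iΔEC. Their adjusted p-values here were 0.108, 0.0782 and 0.081, with ranges of 0.00749 to 0.362, 0.0188 to 0.285 and 0.0421 to 0.322. They passed without the library labelled Yap1/Taz iΔEC replicate 1 (0.00749, 0.0188 and 0.0421) and with limma-voom, chosen after seeing the values (0.0482, 0.0292 and 0.0449). Of the 26 genes of Figure 4C, which all rose here, 7 had an adjusted p under 0.05 over all genes tested.

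Figure 4F shows Angptl4 as lower in Lats2 iΔEC. Here it changed by -0.49 on the log2 scale with an adjusted p of 0.0687, and it passed after quantile normalization (0.0152) and with limma-voom, chosen after seeing the values (0.0425), in a range from 0.0152 to 0.113. The paper counts Sox7 among the tip cell markers that rose and Bak1, Bad and Bnip3 among the pro-apoptotic genes that rose. Sox7 had an adjusted p of 0.057 (range 0.0305 to 0.102) and passed with the filter at 5 FPKM (0.0417) and with limma-voom, chosen after seeing the values (0.0305). Bad had 0.0664 (range 0.0495 to 0.105) and passed with limma-voom, chosen after seeing the values (0.0495). Bak1 (0.267, range 0.23 to 0.367) and Bnip3 (0.12, range 0.0821 to 0.201) passed in none of the fits.

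The methods describe biological triplicates, and 2 libraries per group of Lats2 were analysed here. The FPKM values of the genes in the paper's source data equal those here with a ratio of 1.0 for mpEC and bmEC, apart from Vegfa, and for Lats2, and the 26 genes of the sheet for Figure 4C have a ratio of 1.0046.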

Other observations

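All tests of explanations in this part were chosen after the results they bear on had been seen.

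Wwtr1 was higher in the libraries labelled Yap1/Taz iΔEC, in which it is targeted, and no library of that group was within the range of controls. Recombination that removes part of the gene while reads over the rest are still counted would leave the level the same or lower, and a log2 fold change of 0.78 (0.7806) argues against it as the whole cause. A larger endothelial share of the RNA stays open. The means of the osteoblast and the monocyte and macrophage lists lay 0.7962 apart, more than their summed SD between libraries of 0.5697. That gap speaks only against a share that lowers all other cell types alike, and cannot decide on fewer cells of some types. The endothelial genes themselves do not decide on the share, as 15 of the 17 rose less than Wwtr1 and 2 rose more. An exchange of the group labels and correct labels cannot be told apart, because Yap1, the other targeted gene, changed by -0.0443 and points neither way. A rise of Wwtr1 in ECs with the labelled genotype stays open and was not tested.

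Among the 10 splits of the 6 mpEC and bmEC libraries into groups of 3, 1 gave as many differentially expressed genes as the real one, which is the real split itself, and 1, again the real one, gave as many gene lists with an adjusted p under 0.05 from camera. The other 9 splits gave 0 called genes, with 94 to 653 at an unadjusted p under 0.05. For the Yap1/Taz libraries 1 of the 10 splits gave as many genes, and the other 9 gave 0, with 150 to 1096 at an unadjusted p under 0.05. The real splits themselves had 4122 and 2023 genes at an unadjusted p under 0.05. With 10 splits the share is 0.1 at the least, so the share alone cannot exclude a grouping by chance at 0.05, whatever the counts. For gene lists past camera, 2 of the 10 splits of the Yap1/Taz libraries gave as many as the real one, the other being controls 1 and 3 with replicate 1 of those labelled Yap1/Taz iΔEC against the rest. Camera passed 5 to 16 lists in the other splits for mpEC and bmEC and 2 to 21 for Yap1/Taz, and fry passed 0 in each.

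The general YAP/TAZ target list was lower in bmECs, while the 10 tested genes of Figure 1G were higher. RNA of osteoblasts in the mpEC libraries as the source is argued against, since the summed list in mpEC replicate 3 was 1.134 times that in mpEC replicate 1, where the summed osteoblast list was 0.26 times. GC content and gene length are argued against by a mean of -0.41 with their trend removed. The region of the bone, stromal cells in the mpEC libraries and YAP/TAZ activity in the ECs stay open and were not tested apart.

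In Lats2 iΔEC the general HIF target list rose, while the 5 genes of Figure 4F fell. That HIF target genes fall as a whole is argued against by the 15 genes of the general list that were higher with an adjusted p under 0.05, against 3 that were lower. Adm rose by 4.51 on the log2 scale, Ankrd37 by 3.42, Egln3 by 3.05, Tpi1 by 1.92, Eno1 by 1.40, Ldha and Aldoa by 1.14 and Slc2a1 by 0.80, and 26.4% of the exon bases of Ankrd37 overlap another gene. Pdk1 fell, with a log2 fold change of -0.99, and Kdm3a, with -0.85. The adjusted p-values of these genes were from 0.00986 to 0.0228, and over 0.05 with no filter for Egln3 (0.0514, range 0.0115 to 0.0514) and Aldoa (0.0524, range 0.00674 to 0.0524). Hif1a changed by -0.38 (adjusted p = 0.0768) and Epas1 by -0.49 (adjusted p = 0.111), and of these Hif1a passed after quantile normalization (0.0483, range 0.0483 to 0.15). An effect of the genotype on part of the HIF targets stays open, and no technical explanation was tested for the rise.

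The fall of Lrg1 in Lats2 iΔEC goes with a fall of neutrophil genes. Less RNA of neutrophils as its source is argued against, since Lrg1 fell by 1640.6 FPKM and S100a8, one of the most abundant neutrophil genes, by 485.2 FPKM, a ratio of 3.381. Loss of Lrg1 from ECs with the genotype stays open.

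Control replicate 1 of Yap1/Taz had 13422 genes with at least 1 recovered read, fewer than the other libraries of that comparison. Its lower depth is argued against, since the other controls, thinned to its reads, are expected to keep 14370.7 and 14096.9 genes. The amount of RNA at the start and the steps of library preparation were not tested, and no biological explanation was tested.

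In the Yap1/Taz libraries, Ccn2, known in the paper as Ctgf, was at 15.4 ± 6.06 FPKM (SD, n = 3) in controls and 8.98 ± 6.32 FPKM in those labelled Yap1/Taz iΔEC, a log2 fold change of -0.83 (adjusted p = 0.282, range 0.0338 to 0.645). It passed without the library labelled Yap1/Taz iΔEC replicate 1 (0.0338). Ccn1, the paper's Cyr61, changed by 0.46 (adjusted p = 0.204), from 14.1 to 19.9 FPKM. Among the genes that the paper shows for Lats2, Ddah1 and Lhfp were lower in bmECs, with log2 fold changes of -1.55 (adjusted p = 0.000124) and -1.41 (adjusted p = 0.000304), and Ctgf did not change significantly there (-0.10, adjusted p = 0.788).

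All 6 mpEC and bmEC libraries had Xist, from 4.29 to 6.81 FPKM, and the Y-linked genes of the list were at or close to 0, the highest mean being 0.0043 FPKM for Uty in mpECs. All 6 Yap1/Taz libraries had Y-linked genes, with Ddx3y at 15.3 FPKM in controls and 13.8 FPKM in those labelled Yap1/Taz iΔEC. The methods state that male mice were used for wild-type bone analysis and that animals were combined in groups irrespective of their sex, and the mpECs and bmECs came from reporter mice. No effect of sex on these comparisons was tested, since the groups of each look alike in it.

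Across genes, which are not independent replicates, the log2 fold changes of Lats2 iΔEC and of bmECs against mpECs had a Pearson correlation of -0.42 and a Spearman correlation of -0.37 over 9948 genes. For Yap1/Taz and Lats2 iΔEC they were -0.09 and -0.10 over 9707 genes, and for bmECs and Yap1/Taz 0.13 and 0.13 over 9420 genes. No explanation of these relations was tested.

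For bmECs against mpECs, the lists of the paper not given in the text above came out as follows, with called genes at an adjusted p under 0.05 over all genes tested, the adjusted p of each list test, and its range over the alternatives. Where the study chose a list on these libraries, as with Figure 1 and its supplements, neither counts nor set tests are independent evidence. The panel of Figure 1—figure supplement 2E had 7 higher and 9 lower, a mean of -0.30, 14 called and 15 over the list alone (camera 0.334, fry 0.0496, range 0.0496 to 0.876). The genes the text names as higher in mpECs had 0 higher and 6 lower, a mean of -1.71, 6 called and 6 over the list alone (camera 3.13e-06, fry 0.00116, range 2.39e-07 to 0.196). The genes the text names as lower in mpECs had 4 higher and 0 lower, a mean of 1.08, 4 called and 4 over the list alone (camera 0.000782, fry 0.0032, range 6.37e-05 to 0.233). The genes of Figure 1—figure supplement 2G had 3 higher and 0 lower, a mean of 1.57, 3 called and 3 over the list alone (camera 0.00124, fry 0.00328, range 0.000262 to 0.233). The hypoxia genes of Figure 1—figure supplement 2H had 6 higher and 0 lower, a mean of 1.13, 5 called and 6 over the list alone (camera 3.46e-05, fry 0.000374, range 8.75e-07 to 0.17). The Figure 4C genes had 13 higher and 11 lower, a mean of -0.04, 12 called and 13 over the list alone (camera 0.947, fry 0.512, range 0.512 to 0.998). The Figure 4D genes had 3 higher and 0 lower, a mean of 1.59, 3 called and 3 over the list alone (camera 0.000424, fry 0.000374, range 2.73e-05 to 0.196).

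Next are further lists taken from Figure 4 and its supplement. The Figure 4E genes had 1 higher and 4 lower, a mean of -0.82, 3 called and 3 over the list alone (camera 0.0186, fry 0.0033, range 0.00201 to 0.196). The Figure 4F genes had 4 higher and 0 lower, a mean of 1.37, 3 called and 4 over the list alone (camera 0.000493, fry 0.000155, range 2.73e-05 to 0.153). The higher genes of Figure 4—figure supplement 1B had 12 higher and 17 lower, a mean of -0.10, 15 called and 18 over the list alone (camera 0.28, fry 0.372, range 0.154 to 0.825). The lower genes of that supplement had 2 higher and 9 lower, a mean of -1.12, 4 called and 5 over the list alone (camera 0.000928, fry 0.000673, range 0.000198 to 0.17). The bmEC markers had 10 higher and 0 lower, a mean of 1.47, 9 called and 10 over the list alone (camera 6.37e-09, fry 0.000374, range 1.50e-11 to 0.17). The paper shows several of these markers as higher in bmECs on these libraries, so counts and tests of this list are not independent evidence. The tip cell markers had 1 higher and 9 lower, a mean of -1.26, 6 called and 8 over the list alone (camera 6.33e-05, fry 0.00786, range 1.10e-07 to 0.251). The pro-apoptotic genes had 3 higher and 5 lower, a mean of 0.16, 3 called and 3 over the list alone (camera 0.947, fry 0.389, range 0.373 to 0.999).

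The lists of cell types and programs for bmECs against mpECs are given in the same way, with the most abundant gene of each at its level in mpECs and then bmECs. Of their genes, a list of the paper also holds 4 of 40 for dissociation stress, 6 of 17 for endothelial cells and 1 of 12 for B cells, and 0 for the other lists given here. Dissociation stress genes, led by Fos at 249.7 and 828.8 FPKM, had 27 higher and 12 lower, a mean of 0.32, 9 called and 13 over the list alone (camera 0.0491, fry 0.389, range 3.03e-05 to 0.869). Endothelial genes, led by Cldn5 at 497.6 and 744.1 FPKM, had 9 higher and 8 lower, a mean of -0.0064, 10 called and 10 over the list alone (camera 0.978, fry 0.974, range 0.351 to 0.997). Neutrophil genes, led by S100a8 at 9722 and 5383 FPKM, had 0 higher and 15 lower, a mean of -0.65, 2 called and 0 over the list alone (camera 0.00342, fry 0.274, range 1.69e-05 to 0.667). B-cell genes, led by Ighm at 231.6 and 178.2 FPKM, had 1 higher and 11 lower, a mean of -0.46, 0 called (2 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.0579, fry 0.372, range 0.00399 to 0.771). Erythroid genes, led by Hbb-bs at 14380.0 and 19870.0 FPKM, had 7 higher and 3 lower, a mean of 0.20, 0 called (1 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.452, fry 0.615, range 0.0348 to 0.986). Megakaryocyte genes, led by Pf4 at 115.3 and 162.1 FPKM, had 9 higher and 0 lower, a mean of 0.42, 1 called and 1 over the list alone (camera 0.362, fry 0.661, range 0.00973 to 0.97). Monocyte and macrophage genes, led by Lyz2 at 1380.0 and 763.7 FPKM, had 4 higher and 6 lower, a mean of -0.17, 2 called and 2 over the list alone (camera 0.334, fry 0.582, range 0.139 to 0.887). T and NK cell genes, led by Nkg7 at 45.6 and 26.8 FPKM, had 1 higher and 3 lower, a mean of -0.14, 1 called and 1 over the list alone (camera 0.76, fry 0.974, range 0.412 to 0.974). Stromal and pericyte genes, led by Kitl at 32.1 and 10.6 FPKM, had 2 higher and 5 lower, a mean of -0.23, 3 called and 3 over the list alone (camera 0.947, fry 0.276, range 0.266 to 0.998). The list of sex-linked genes was not tested here because under 3 of its genes passed the filter. The study picked none of these general lists from its libraries.

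For the libraries labelled Yap1/Taz iΔEC against control, the remaining lists of the paper gave the values below. The Figure 1G genes had 9 higher and 2 lower, a mean of 0.18, 0 called (3 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.0445, fry 0.136, range 0.00259 to 0.324). The panel of Figure 1—figure supplement 2E had 13 higher and 3 lower, a mean of 0.34, 3 called and 11 over the list alone (camera 8.25e-06, fry 0.0355, range 2.00e-07 to 0.201). The genes the text names as higher in mpECs had 5 higher and 0 lower, a mean of 0.35, 0 called (4 at an unadjusted p under 0.05) and 4 over the list alone (camera 0.000968, fry 0.0322, range 0.000284 to 0.178). The genes the text names as lower in mpECs had 3 higher and 1 lower, a mean of 0.32, 1 called and 2 over the list alone (camera 0.0146, fry 0.044, range 0.002 to 0.201). The genes of Figure 1—figure supplement 2G had 3 higher and 0 lower, a mean of 0.25, 0 called (2 at an unadjusted p under 0.05) and 2 over the list alone (camera 0.0445, fry 0.0429, range 0.0216 to 0.344). The hypoxia genes of Figure 1—figure supplement 2H had 6 higher and 0 lower, a mean of 0.46, 0 called (4 at an unadjusted p under 0.05) and 4 over the list alone (camera 0.000507, fry 0.049, range 2.59e-05 to 0.201). The glycolysis genes had 12 higher and 3 lower, a mean of 0.18, 2 called and 5 over the list alone (camera 0.0206, fry 0.0288, range 0.0106 to 0.178). Yap1, Wwtr1, Lats1 and Lats2 had 3 higher and 1 lower, a mean of 0.29, 1 called and 2 over the list alone (camera 0.0452, fry 0.044, range 0.0156 to 0.226).

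More lists of the paper follow for these libraries, and those of Figure 4—figure supplement 1B were chosen on them, so that counts and set tests are not independent evidence. The Figure 4D genes had 4 higher and 0 lower, a mean of 0.80, 1 called and 4 over the list alone (camera 8.49e-05, fry 0.0322, range 4.38e-06 to 0.178). The Figure 4E genes had 3 higher and 1 lower, a mean of 0.07, 0 called (2 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.391, fry 0.137, range 0.137 to 0.916). The Figure 4F genes had 5 higher and 0 lower, a mean of 0.76, 1 called and 5 over the list alone (camera 2.31e-05, fry 0.0333, range 7.58e-07 to 0.178). The higher genes of Figure 4—figure supplement 1B had 29 higher and 0 lower, a mean of 1.14, 21 called and 29 over the list alone (camera 3.95e-31, fry 0.0288, range 5.88e-37 to 0.178). The lower genes of that supplement had 0 higher and 12 lower, a mean of -1.63, 7 called and 12 over the list alone (camera 6.98e-17, fry 0.0159, range 5.20e-20 to 0.178). The bmEC markers had 8 higher and 2 lower, a mean of 0.35, 2 called and 7 over the list alone (camera 6.22e-05, fry 0.0328, range 2.99e-06 to 0.197). The tip cell markers had 5 higher and 3 lower, a mean of 0.18, 1 called and 3 over the list alone (camera 0.292, fry 0.495, range 0.0337 to 0.752). The pro-apoptotic genes had 6 higher and 1 lower, a mean of 0.04, 0 called (0 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.689, fry 0.597, range 0.286 to 0.967).

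Of the lists of cell types and programs, those not given above had these values in controls and then in the libraries labelled Yap1/Taz iΔEC. Dissociation stress genes, led by Junb at 719.1 and 1100.0 FPKM, had 31 higher and 9 lower, a mean of 0.31, 6 called and 19 over the list alone (camera 1.06e-05, fry 0.0577, range 3.69e-08 to 0.232). Neutrophil genes, led by S100a9 at 974.9 and 933.3 FPKM, had 4 higher and 11 lower, a mean of -0.10, 0 called (1 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.468, fry 0.874, range 2.73e-06 to 0.92). Erythroid genes, led by Hbb-bs at 2575 and 2740.0 FPKM, had 5 higher and 6 lower, a mean of 0.0034, 0 called (1 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.957, fry 0.986, range 0.00749 to 0.986). Megakaryocyte genes, led by Pf4 at 120.9 and 137.2 FPKM, had 5 higher and 4 lower, a mean of 0.26, 1 called and 2 over the list alone (camera 0.0776, fry 0.0577, range 0.0412 to 0.543). Monocyte and macrophage genes, led by Lyz2 at 566.7 and 440.3 FPKM, had 1 higher and 11 lower, a mean of -0.20, 0 called (2 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.0452, fry 0.457, range 0.00197 to 0.752). T and NK cell genes, led by Nkg7 at 13.8 and 10.0 FPKM, had 0 higher and 3 lower, a mean of -0.24, 0 called (1 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.232, fry 0.0315, range 0.0315 to 0.413). Stromal and pericyte genes, led by Pdgfrb at 6.29 and 5.76 FPKM, had 3 higher and 4 lower, a mean of -0.06, 0 called (2 at an unadjusted p under 0.05) and 2 over the list alone (camera 0.787, fry 0.874, range 0.441 to 0.948). Sex-linked genes, led by Ddx3y at 15.3 and 13.8 FPKM, had 1 higher and 3 lower, a mean of -0.15, 0 called (1 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.349, fry 0.597, range 0.0334 to 0.92). The chondrocyte list had under 3 tested genes.

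For Lats2 iΔEC against control, the remaining lists of the paper are next. The Figure 1F genes had 2 higher and 12 lower, a mean of -0.78, 9 called and 11 over the list alone (camera 0.000481, fry 0.00408, range 8.37e-05 to 0.397). The Figure 1G genes had 5 higher and 6 lower, a mean of -0.10, 6 called and 6 over the list alone (camera 0.503, fry 0.0865, range 0.0865 to 0.665). The panel of Figure 1—figure supplement 2E had 8 higher and 9 lower, a mean of -0.02, 12 called and 12 over the list alone (camera 0.503, fry 0.169, range 0.169 to 0.766). The genes the text names as higher in mpECs had 5 higher and 1 lower, a mean of 1.09, 3 called and 3 over the list alone (camera 0.0672, fry 0.049, range 0.0319 to 0.397). The genes the text names as lower in mpECs had 0 higher and 4 lower, a mean of -1.74, 4 called and 4 over the list alone (camera 0.00238, fry 0.0511, range 0.000506 to 0.397). The genes of Figure 1—figure supplement 2G had 1 higher and 2 lower, a mean of -1.62, 2 called and 2 over the list alone (camera 0.0595, fry 0.0547, range 0.0107 to 0.511). The hypoxia genes of Figure 1—figure supplement 2H had 1 higher and 5 lower, a mean of -0.65, 3 called and 6 over the list alone (camera 0.0421, fry 0.00152, range 0.00152 to 0.397).

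Other lists of the paper had the following values in Lats2 iΔEC. The glycolysis genes had 7 higher and 8 lower, a mean of -0.39, 8 called and 10 over the list alone (camera 0.557, fry 0.104, range 0.104 to 0.766). Yap1, Wwtr1, Lats1 and Lats2 had 1 higher and 3 lower, a mean of 0.0025, 1 called and 1 over the list alone (camera 0.905, fry 0.895, range 0.764 to 0.993). The Figure 4C genes had 13 higher and 12 lower, a mean of 0.03, 10 called and 11 over the list alone (camera 0.993, fry 0.141, range 0.141 to 0.998). The Figure 4D genes had 0 higher and 4 lower, a mean of -1.45, 3 called and 4 over the list alone (camera 0.000989, fry 0.00408, range 0.000219 to 0.397). The higher genes of Figure 4—figure supplement 1B had 11 higher and 17 lower, a mean of -0.38, 12 called and 15 over the list alone (camera 0.18, fry 0.0504, range 0.0504 to 0.665). The lower genes of that supplement had 5 higher and 3 lower, a mean of -0.02, 0 called (1 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.689, fry 0.569, range 0.496 to 0.937).

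Last come the lists of cell types and programs in Lats2 iΔEC, with levels in controls first. Dissociation stress genes, with Junb at 189.9 and 187.9 FPKM, had 26 higher and 13 lower, a mean of 0.12, 11 called and 13 over the list alone (camera 0.397, fry 0.513, range 0.266 to 0.956). Endothelial genes, led by Cldn5 at 630.1 and 349.8 FPKM, had 10 higher and 7 lower, a mean of -0.04, 6 called and 7 over the list alone (camera 0.905, fry 0.774, range 0.557 to 0.998). Neutrophil genes, led by S100a8 at 770.5 and 285.2 FPKM, had 1 higher and 14 lower, a mean of -1.77, 10 called and 12 over the list alone (camera 1.51e-05, fry 0.0641, range 1.33e-06 to 0.397). Erythroid genes, led by Hbb-bs at 1090.0 and 295.5 FPKM, had 0 higher and 10 lower, a mean of -2.70, 4 called and 9 over the list alone (camera 0.000242, fry 0.124, range 5.58e-06 to 0.551). Megakaryocyte genes, led by Pf4 at 37.1 and 9.09 FPKM, had 0 higher and 7 lower, a mean of -1.61, 1 called and 1 over the list alone (camera 0.0223, fry 0.288, range 0.00408 to 0.665). Monocyte and macrophage genes, led by Lyz2 at 442.6 and 149.1 FPKM, had 4 higher and 5 lower, a mean of -0.12, 1 called and 0 over the list alone (camera 0.993, fry 0.998, range 0.671 to 0.998).

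Further cell types in Lats2 iΔEC are given next. T and NK cell genes, led by Lck at 9.28 and 2.42 FPKM, had 0 higher and 4 lower, a mean of -1.27, 2 called and 3 over the list alone (camera 0.0085, fry 0.0504, range 0.00433 to 0.397). Osteoblast genes, led by Spp1 at 5.20 and 39.9 FPKM, had 1 higher and 5 lower, a mean of -0.01, 1 called and 1 over the list alone (camera 0.961, fry 0.969, range 0.674 to 0.998). Stromal and pericyte genes, led by Kitl at 18.2 and 41.0 FPKM, had 6 higher and 2 lower, a mean of 0.66, 3 called and 6 over the list alone (camera 0.0595, fry 0.0232, range 0.0232 to 0.397). Proliferation genes, led by Ccnb2 at 29.2 and 45.8 FPKM, had 14 higher and 1 lower, a mean of 0.51, 5 called and 7 over the list alone (camera 0.00222, fry 0.179, range 0.000545 to 0.665). By EdU staining, the paper reports less division of metaphyseal ECs in Lats2^iΔEC mice, which is the other direction. Sex-linked genes, led by Ddx3y at 11.4 and 8.60 FPKM, had 2 higher and 3 lower, a mean of 0.06, 0 called (0 at an unadjusted p under 0.05) and 0 over the list alone (camera 0.993, fry 0.998, range 0.908 to 0.998). The chondrocyte list again had under 3 tested genes. Less RNA of the cells is a candidate explanation for the falls of the neutrophil, erythroid and megakaryocyte lists, since their genes varied together within groups (mean correlations 0.342, 0.896 and 0.992, reached by 5, 0 and 0 of 1000 random lists). For T and NK cells it cannot be told apart from a lower level within cells, because the covariation was weak (0.063, reached by 313 of 1000 random lists). With 2 libraries per group this rests on 1 deviation per group, and an effect of the genotype on these cells was not tested.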
